# C5aR1 antagonism suppresses inflammatory glial responses and alters cellular signaling in an Alzheimer’s disease mouse model

**DOI:** 10.1038/s41467-024-51163-6

**Published:** 2024-08-15

**Authors:** Nicole D. Schartz, Heidi Y. Liang, Klebea Carvalho, Shu-Hui Chu, Adrian Mendoza-Arvilla, Tiffany J. Petrisko, Angela Gomez-Arboledas, Ali Mortazavi, Andrea J. Tenner

**Keywords:** Alzheimer's disease, Microglia, Complement cascade

## Abstract

Alzheimer’s disease (AD) is the leading cause of dementia in older adults, and the need for effective, sustainable therapeutic targets is imperative. The complement pathway has been proposed as a therapeutic target. C5aR1 inhibition reduces plaque load, gliosis, and memory deficits in animal models, however, the cellular bases underlying this neuroprotection were unclear. Here, we show that the C5aR1 antagonist PMX205 improves outcomes in the Arctic48 mouse model of AD. A combination of single cell and single nucleus RNA-seq analysis of hippocampi derived from males and females identified neurotoxic disease-associated microglia clusters in Arctic mice that are C5aR1-dependent, while microglial genes associated with synapse organization and transmission and learning were overrepresented in PMX205-treated mice. PMX205 also reduced neurotoxic astrocyte gene expression, but clusters associated with protective responses to injury were unchanged. C5aR1 inhibition promoted mRNA-predicted signaling pathways between brain cell types associated with cell growth and repair, while suppressing inflammatory pathways. Finally, although hippocampal plaque load was unaffected, PMX205 prevented deficits in short-term memory in female Arctic mice. In conclusion, C5aR1 inhibition prevents cognitive loss, limits detrimental glial polarization while permitting neuroprotective responses, as well as leaving most protective functions of complement intact, making C5aR1 antagonism an attractive therapeutic strategy for AD.

## Abstract (web summary)

The complement pathway has been proposed as a therapeutic target for Alzheimer’s disease (AD). Pharmacologic inhibition of C5aR1 suppresses disease-enhancing processes and promotes disease mitigating pathways in an aggressive model of AD.

## Introduction

Alzheimer’s disease (AD) is the most common form of dementia in the elderly with an estimated 6.5 million people currently diagnosed in the US and with an expected doubling by 2060^1^. AD pathology is characterized by the accumulation of extracellular amyloid beta (Aβ) plaques, hyperphosphorylated tau, and neuronal loss ultimately resulting in cognitive decline^2^. Although Aβ deposition and tau phosphorylation are the hallmarks of AD, evidence suggests that inflammation triggered by these events and/or occurring prior to pathology contribute to onset and acceleration of functional loss and thus may be a more appropriate, broadly effective therapeutic target to prevent disease progression^3^. Indeed while AD subtypes suggesting diverse etiology are evident^4,5^, neuroinflammation and neurodegeneration are commonly evident with the loss of cognition^6,7^.

Complement activation is critical for the rapid recognition and clearance of pathogens, apoptotic cells, and cellular debris. Activation of the complement system in the CNS promotes opsonization via C3b/iC3b, myeloid cell recruitment via the production of C3a and C5a, and cell lysis via the membrane attack complex (MAC)^8^. Classical complement pathway component C1q has been largely shown to be neuroprotective in in vitro systems by promoting the clearance of apoptotic cells, modulating subsequent inflammatory cytokine production, and directly enhancing survival of neurons^9,10^. However, under pathological conditions such as AD, induced expression of additional complement components in brain enable the activation of the entire complement cascade (reviewed in refs. ^11,12^, including the cleavage of C5 into C5a and C5b fragments and thus resulting in induction of inflammation as well as neuronal damage. In human AD and mouse models of AD, complement components C1q, C3b, and C4b co-localize with fibrillar Aβ plaques (reviewed in refs. ^3,13^) and C5b-9 has also been detected in areas of plaques^14,15^ providing evidence of amyloid-associated complement pathway activation.

The primary C5a receptor (C5aR1, aka CD88) is expressed at low levels in microglia in the CNS under physiological conditions, but under pathological conditions it can be highly upregulated and may be expressed by other cell types such as neurons and endothelial cells^16,17^. In mouse models of AD, C5aR1 is most highly expressed in plaque-associated microglia^18^, and genetic ablation or inhibition of C5aR1 or C5a restores cognitive performance and reduces neuroinflammation^19–22^. C5aR1 exerts its effects via cAMP and ERK1/2 signaling as well as recruitment of β-arrestin 2^23,24^. C5a-C5aR1 engagement results in potent pro-inflammatory responses via MAPK signaling and NFκb activation, resulting in generation and secretion of pro-inflammatory mediators, and is known to synergize with innate immune pathogen recognition receptors to enhance pro-inflammatory cytokine responses^25–27^. Thus, the neuroprotective effect resulting from C5aR1 inhibition in AD models may include direct effects on cellular production of inflammatory and neurotoxic products as well as the prevention of downstream intercellular signaling pathways involving microglia and/or other cell types including neurons, astrocytes, oligodendrocytes, or endothelial cells that subsequently result in generation of neurotoxic responses.

PMX205 is a cyclic hexapeptide noncompetitive inhibitor of C5aR1^28^. With high oral bioavailability, low accumulation in the blood, brain, or spinal cord, and efficacy at crossing the blood brain barrier, it is a viable candidate for chronic treatment to block C5a-C5aR1 signaling in the brain^28^. PMX205 treatment has been reported to exert neuroprotective effects in models of neurodegeneration, including experimental autoimmune encephalomyelitis^29^, amyotrophic lateral sclerosis^30^, and spinal cord injury^31^. We have previously reported that PMX205 treatment initiated at the onset of amyloid deposition in the Tg2576 mouse model of AD reduces amyloid plaque accumulation and dystrophic neurites, alters gene expression in microglia, and improves cognitive performance^21,22^. In the present study, we treated the aggressive Arctic48 mouse model of AD with PMX205 after substantial amyloid plaques were already present to determine the protective effects of C5aR1 inhibition in advanced amyloid pathology. We tested spatial memory performance with the Y maze and assessed hippocampal single cell (SC) microglial or single nucleus (SN) preparations by RNA-seq. As expected, Arctic mice had a robust upregulation of inflammatory microglial gene expression relative to wild-type mice. Importantly, in the Arctic hippocampus, PMX205 treatment reduced inflammatory microglial gene expression while maintaining the beneficial responses to injury and promoted intercellular protective signaling pathways between different brain cell types including transforming growth factor-β (TGF β), bone morphogenetic protein (BMP), and fibroblast growth factor (FGF). In addition, short-term spatial memory deficits observed in Arctic females at 10 months of age were prevented by treatment with PMX205.

## Results

### Treatment with PMX205 suppresses complement gene transcription in Arctic mice

Mice were treated with PMX205 (20 μg/ml) or not in drinking water from 7.5 to 10 months of age when plaque accumulation in the hippocampus rises and plateaus^20^ (Fig. 1a). Mice did not lose weight during the course of the treatment (Supplementary Fig. 1a, b) and consumed an average of 6-10 mL of water or PMX205 in water per day (Supplementary Fig. 1c, d), resulting in an average dose of 4.76 mg/kg and 5.36 mg/kg of PMX205 per day for WT and Arctic (Arc) mice, respectively (Supplementary Fig. 1e), consistent with doses in previous studies^22^. WT males had a lower relative average daily dose of PMX205 due to the higher body weight of WT males (Supplementary Fig. 1f).

**Fig. 1:**
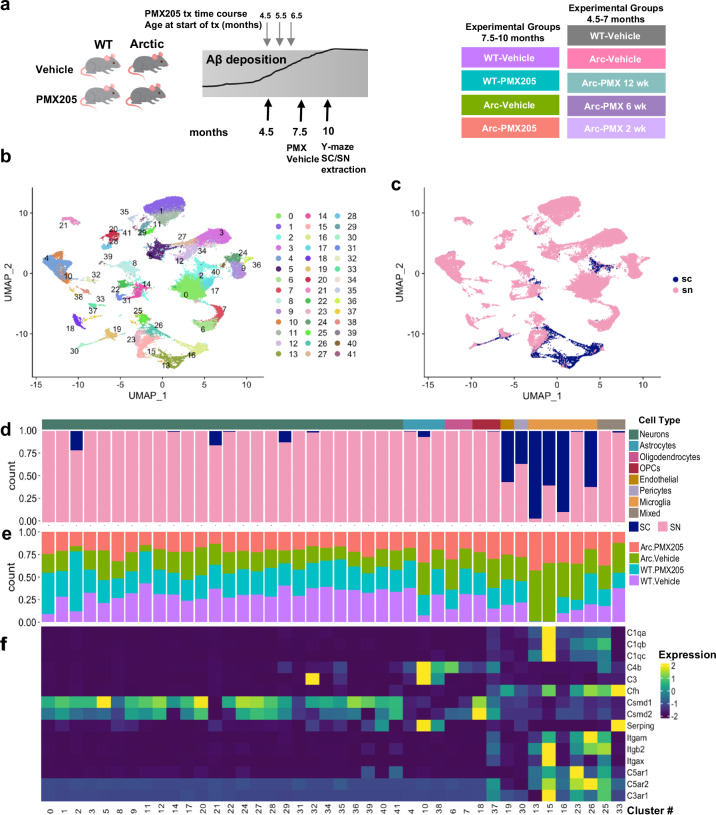
Clustering of transcriptome from single nucleus and single cells in wild-type and Arctic mice. **a** Diagrammatic representation of treatment paradigm for each of the experiments, including treatment from 4.5 to 7 months (top) and 7.5 to 10 months (bottom). **b** Seurat cluster identification of combined cells/nuclei transcriptome. **c** Seurat cluster identification of cells derived from single cells (SC) or single nucleus (SN) sequencing. **d** Proportion of cells in each cluster originating from SC or SN transcriptome. **e** Proportion of cells in each cluster by treatment/genotype. **f** Expression of complement pathway components, receptors or regulators by cell type.

Transcripts from single cell microglia and single nucleus libraries derived from hippocampi were combined and clusters were identified with Seurat. 

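Hippocampal microglia and nuclei of 4 groups were barcoded together: WT mice on water (WT-veh), WT mice on PMX205 (WT-PMX), Arctic mice on water (Arc-veh) and Arctic mice on PMX205 (Arc-PMX). PMX205 was given at 20 μg/ml in drinking water from 7.5 to 10 months of age by the paper's text, and the sample labels give 12 weeks of treatment. The authors deposited transcript counts per barcode and gene for 7 sublibraries, without normalization and without a filter on cells. Each sublibrary mixes all 48 wells of the first barcoding round, 24 with single cells (SC) selected on CD11b and 24 with single nuclei (SN), so the well and not the sublibrary is the biological replicate. A single-cell well pools cells of 2 to 3 mice, and a single-nucleus well holds nuclei of 1 mouse. Each group has 6 wells per preparation, 3 of females (F1 to F3) and 3 of males (M1 to M3). The 7 count tables list 1516119 barcodes. After the paper's filters and the removal of doublets, 3823 single cells and 43886 single nuclei remained, with a median of 649 and 4414 transcripts each. Single-cell wells then held 6826 to 155686 transcripts in WT-veh (median 39560.5), 1135 to 188798 in WT-PMX (median 59422), 11207 to 1430787 in Arc-veh (median 206472.5) and 47863 to 392472 in Arc-PMX (median 160440.5). Single-nucleus wells held 5776765 to 23712924 transcripts in WT-veh (median 12236184), 6084846 to 30001858 in WT-PMX (median 10361733.5), 6833028 to 22358133 in Arc-veh (median 13991384) and 4389302 to 20624277 in Arc-PMX (median 12422550.5).
Cells and nuclei were clustered separately per preparation and clusters were named from fixed marker genes. Counts were then summed per well and cell type, and the sums of wells with at least 10 cells were compared by edgeR's quasi-likelihood test with sex as a covariate and Benjamini-Hochberg adjustment. The paper's methods name a Wilcoxon rank sum test over cells with Bonferroni adjustment, which takes cells as replicates, and that test was not repeated. No table assigns the deposited barcodes to the paper's subclusters, so each microglial (M) or astrocyte (A) subcluster was represented by its gene list in Supplementary Data 2 or 3. The paper took these lists from the same wells, so they are not independent of the values reported for them. A list's level in a well is the mean over its genes of log2 CPM (counts scaled to the library size of the well by edgeR's cpm, prior count 2). It was compared between groups of wells by a two-sided exact permutation test. For shares, each cell was thinned to 500 transcripts and assigned to the list with the highest mean score, which gives a range of scores and not a cell type. CPM below are means over wells, given with the SD and the number of wells (n). The CPM given with an edgeR fold change scale counts to edgeR's library size. That size is summed over the genes that passed the filter on low counts and multiplied by edgeR's normalization factor. Such CPM differ from counts scaled to all transcripts, by amounts that vary between wells and types. CPM of *Xist*, Y-linked genes and *App* over all cells of a well are scaled to all its transcripts.
The sex and genotype labels of the wells were checked on marker transcripts. *Xist* lay between 410.3 and 1087 CPM in the 12 female single-nucleus wells and between 1.51 and 7.20 CPM in the 12 male ones, whose Y-linked transcripts lay between 227 and 315 CPM. In single cells, *Xist* was at least 1294 CPM in each female well and at most 104 CPM in each male one. The male single-cell well Arc-veh M1 with 12 cells had 1 count of *Xist* (89.2 CPM) and 0 of the Y-linked genes, and WT-PMX M1 with 2 cells had 0 of both, too few to check its label. In the female single-cell wells WT-veh F1 and F2 the Y-linked genes had 96.3 and 62.0 CPM. *App* in neuronal nuclei was 637 ± 60.1 CPM (SD, n = 12 wells) in Arc and 508 ± 31.0 CPM (n = 12) in WT. Each Arc well lay above each WT well, although the human transgene is not part of the mouse reference. The well labelled WT-veh F2 had levels of Arc-associated microglial lists within the range of the Arc wells in the single-cell data.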

Of the 42 Seurat clusters containing 54,157 cells/nuclei identified (Figs. 1b, c, and 2a), 26 were identified as neurons, 5 as microglia, and 3 as astrocytes (Fig. 1b, d and Supplementary Data 1). 

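With each preparation clustered separately, the 3823 single cells formed 14 clusters and the 43886 single nuclei formed 40, for 47709 cells and nuclei with doublets removed and 48969 with doublets kept. Of the 54 clusters, 19 carried neuronal markers, 7 microglial markers and 4 astrocyte markers, and 11 stayed unnamed because they carried markers of more than 1 type or too few markers. Neuron-like clusters held 26342 nuclei, microglia-like clusters 2058 cells and 1516 nuclei, and astrocyte-like clusters 100 cells and 5437 nuclei. The rule that leaves a cluster unnamed was set after the clusters had been seen, and the numbers therefore hold for these names and not for the integrated clusters of Fig. 1b.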

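In the single-nucleus wells, neuron-like nuclei made up 65.1% ± 6.17 of nuclei (SD, n = 6 wells) in WT-veh, 62.9% ± 2.91 (n = 6) in WT-PMX, 54.8% ± 3.00 (n = 6) in Arc-veh and 56.5% ± 6.01 (n = 6) in Arc-PMX. Neurons had a median of 7653.5 transcripts per nucleus, against 1771 in astrocytes and 1007.5 in microglia. Nuclei in unnamed clusters made up 6.29% ± 1.42, 6.65% ± 1.72, 6.11% ± 2.06 and 7.57% ± 3.07 in the same order of groups (n = 6 each).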

Among the single nucleus samples, neurons made up the majority of cell types sequenced from each of the treatment groups (Fig. 2b). 

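Among the single cells, 2058 of 3823 (53.8%) fell in microglia-like clusters, and among the single nuclei 1516 of 43886 (3.45%) did. These microglia had a median of 641 transcripts per single cell and 1007.5 per nucleus. Single-cell microglia were spread unevenly over wells, with 41.9% of the 1232 Arc-veh cells in the well F1, 57.0% of the 114 WT-veh cells in F2, 40.5% of the 131 WT-PMX cells in F2 and 31.2% of the 581 Arc-PMX cells in F3. Single cells outside the microglia-like clusters included 294 endothelial-like, 178 pericyte-like, 122 ependymal-like or choroid plexus-like and 1036 unnamed cells. Unnamed cells made up 47.3% of the single cells of WT-veh, 35.2% of WT-PMX, 16.1% of Arc-veh and 31.3% of Arc-PMX. The groups' microglia did not lie in the same clusters, since cluster SC-5 held 77.2% of them in WT-veh, 83.2% in WT-PMX and 48.4% in Arc-PMX, while in Arc-veh the cluster with most of them, SC-9, held 27.8%.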

While most clusters were derived from single nucleus populations, microglial clusters were derived mostly from single cell isolation although one microglial cluster was exclusively derived from single nucleus (Fig. 1d). Interestingly, some microglial clusters (13, 16 and 23) from SN- and SC-RNA-seq were segregated between nuclear and whole cell locations (Fig. 1c, d), which is likely the result of compartment-dependent differences in mRNA half-life and/or populations^32^. We also identified 2 clusters of oligodendrocytes and 2 of oligodendrocyte progenitor cells (OPCs), as well as single clusters of endothelial cells, pericytes, and two “mixed” clusters that are likely a mixture of astrocytes and microglia (and thus were excluded from subsequent analyses) (Fig. 1d).

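Single-nucleus clusters with oligodendrocyte markers held 4155 nuclei and those with OPC markers 1293 nuclei. Endothelial-like clusters held 437 nuclei and 294 single cells, and pericyte-like clusters 313 nuclei and 178 single cells. Clusters that the marker rules did not name were left out of the comparisons, which removed 1036 single cells and 2945 nuclei.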

**Fig. 2:**
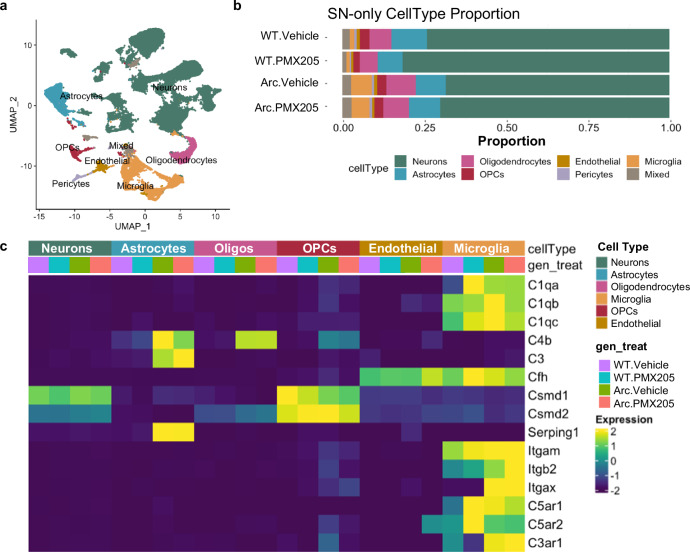
Single cell and single nucleus RNA-Seq clustered by cell type reveals cell-specific complement gene expression. Microglia or nuclei were isolated from hippocampi, fixed, and sequenced. **a** U-Map of all cell types with all treatment groups included (counts per cell type were: Neurons 37512, Astrocytes 4612, Oligodendrocytes 3478, Microglia 4891, OPCs 1259, Endothelial 898, Mixed 1017, Pericytes 490). **b** Proportion of isolated cell types in the single nucleus (SN) RNA-seq by genotype and treatment group. **c** Differential cell type-specific expression of complement pathway components and regulators of the complement system derived from single nucleus RNA-seq.

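Over both preparations, named clusters held 26342 neurons, 5537 astrocytes, 4155 oligodendrocytes, 3574 microglia, 1293 OPCs, 731 endothelial cells and 491 pericytes. A further 1102 ependymal or choroid plexus cells, 419 fibroblasts and 84 T cells were named, and 3981 cells and nuclei stayed unnamed.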

Specific clusters were overrepresented in the Arc samples compared to WT, including microglial clusters 13 and 15, and astrocyte cluster 10 (Fig. 1e). 

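Microglia made up 6.89% ± 1.20 of nuclei (SD, n = 6 wells) in Arc-veh and 0.964% ± 0.743 (n = 6) in WT-veh, and every Arc-veh well lay above every WT-veh well. The difference was 5.92 percentage points (exact permutation test over wells, two-sided p = 0.00216, the smallest that 6 wells against 6 allow, adjusted p = 0.0108 over 10 types). Oligodendrocytes made up 11.8% ± 1.57 against 6.64% ± 3.92 (n = 6 each, exact permutation p = 0.00216, adjusted p = 0.0108). The share of neurons changed by −10.3 percentage points from WT-veh to Arc-veh (exact permutation p = 0.00433, adjusted p = 0.0144, n = 6 each). The WT-veh wells F3 and M3 held 15 and 28 oligodendrocytes, 0 and 3 microglia and 941 and 937 neurons among 1277 and 1318 nuclei. The other WT-veh wells held 181 to 238 oligodendrocytes each. The sizes of the rise of oligodendrocytes and of the fall of neurons lean on F3 and M3, and what sets these wells apart was not tested. Astrocytes made up 11.7% ± 0.979 in Arc-veh and 12.4% ± 1.68 in WT-veh, which is within the spread of the wells (exact permutation p = 0.346, n = 6 each). Shares of one preparation sum to 100%, so a rise of one type lowers the others. In Arc-PMX, microglia made up 5.59% ± 1.82, not separable from Arc-veh (exact permutation p = 0.184, adjusted p = 0.700, n = 6 each) and 4.63 percentage points above WT-veh (adjusted p = 0.0216 from the same exact test). Naming each nucleus by its highest marker score, keeping doublets or leaving out single wells moved none of the calls for microglia.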

Because we used a treatment to modulate complement activation-mediated signaling, we further explored the relative complement gene expression in each cell cluster and genotype/treatment group (Fig. 2, Supplementary Fig. 2a). Neuronal clusters expressed relatively high levels of complement regulatory genes *Csmd1* and *Csmd2* (irrespective of genotype), and astrocytes had high transcript levels of *C4b*, *C3* and *Serping1* (C1 Inhibitor) expressed predominantly in Arc mice (cluster 10) (Figs. 1f, and 2c). 

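*Csmd1* (ENSMUSG00000060924, chromosome 8 of GRCm38 from 15892537 to 17535586) had 6477 ± 695 CPM (SD, n = 6 wells) in WT-veh neurons and 6675 ± 336 CPM (n = 6) in Arc-veh neurons. Arc-veh and WT-veh differed by 0.04 log2 units (standard error 0.08, adjusted p = 0.925 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With PMX205 it had 6026 ± 504 CPM in WT and 6223 ± 731 CPM in Arc neurons (n = 6 each). *Csmd2* had 725 ± 94.1 CPM in WT-veh and 788 ± 109 CPM in Arc-veh neurons (n = 6 each), a log2 fold change of 0.12 (adjusted p = 0.782 from the same edgeR test). A transcript of *Csmd1* was found in 99.5% of the 26342 neurons, and one of *Csmd2* in 86.5%. In astrocytes, *C4b* (ENSMUSG00000073418, chromosome 17 of GRCm38 from 34728380 to 34743882) had 178 ± 31.1 CPM in WT-veh, 957 ± 516 CPM in Arc-veh and 783 ± 245 CPM in Arc-PMX (n = 6 each). Its log2 fold change between Arc-veh and WT-veh was 2.40 (standard error 0.28, edgeR adjusted p = 3.1e-08) and stayed between 2.10 and 2.53 with each well left out. *C4b* has a near-identical neighbour, *C4a*, in the mouse genome, so its reads could have been split between the 2 genes. *C3* (chromosome 17 of GRCm38 from 57203970 to 57228136) had 2.61 ± 3.43 CPM in WT-veh and 37.2 ± 21.2 CPM in Arc-veh astrocytes (n = 6 each), a log2 fold change of 3.40 (standard error 0.55, edgeR adjusted p = 1.6e-05). *Serping1* (chromosome 2 of GRCm38 from 84765387 to 84775444) had 1.84 ± 2.10 CPM and 33.4 ± 12.8 CPM (n = 6 each), a log2 fold change of 3.64 (standard error 0.48, edgeR adjusted p = 3.8e-07). *Csmd1* rose in astrocytes too, with a log2 fold change of 1.14 (edgeR adjusted p = 3.0e-06), which fell to 0.16 (adjusted p = 0.771) when each nucleus was named by its highest marker score. Over all 7301 genes tested in astrocytes, 565 rose and 364 fell in Arc-veh compared with WT-veh.

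**Figure D1:**
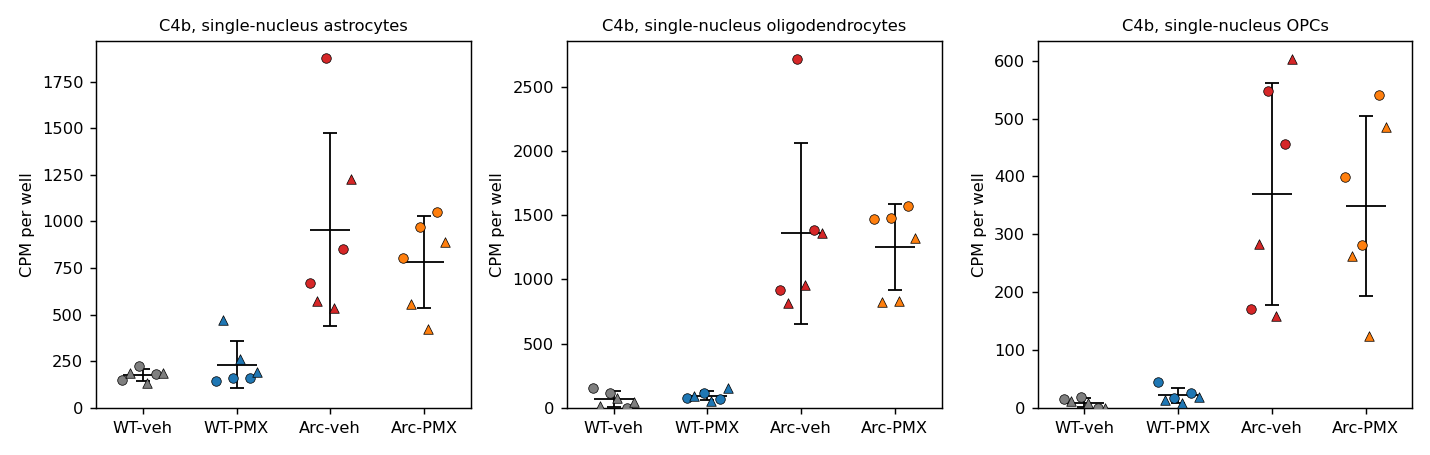
*C4b* in CPM per single-nucleus well (y axis) in astrocytes, oligodendrocytes and OPCs by group (x axis). Circles are female wells, triangles male wells, and bars the mean and SD of 6 wells. The Arc means in astrocytes are 957 and 783 CPM against 178 CPM in WT-veh.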

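In single-cell microglia, *C1qa* had 365 ± 413 CPM (SD, n = 3 wells) in WT-veh and 878 ± 468 CPM (n = 5) in Arc-veh. In the same groups, *C1qb* had 146 ± 127 and 623 ± 320.3 CPM, and *C1qc* 148 ± 158 and 459 ± 338 CPM. Their log2 fold changes were 2.31, 1.93 and 1.97, with adjusted p of 0.293, 0.303 and 0.345 by edgeR over 969 tested genes. Adjusted over the complement genes named in the paper alone, edgeR's p were 0.0358, 0.0358 and 0.0487. In single-nucleus microglia, *Itgax* had 10.1 ± 20.3 CPM (n = 4) in WT-veh and 213 ± 75.4 CPM (n = 6) in Arc-veh, a log2 fold change of 3.99 (standard error 0.84, adjusted p = 0.00151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In nuclei the log2 fold changes were −0.21 for *C1qb*, −0.24 for *Itgam* and 0.48 for *Itgb2*, none past the edgeR threshold (adjusted p = 0.895, 0.624 and 0.660). *C3ar1* had 5 counts over the WT-veh and 61 over the Arc-veh nuclei, and *C5ar1* 0 and 19, too few for the test. A transcript of *C5ar1* was found in 2.18% of 1516 microglial nuclei (median 1007.5 transcripts) and in 0.0266% of 26342 neuronal nuclei (median 7653.5 transcripts).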

Microglial clusters, again particularly those unique to Arctic mice, expressed *C1qa*, *C1qb*, *C1qc*, *Cfh* (Factor H), *Itgam* (CD11b), *Itgb2* (CD18), *Itgax* (CD11c), *C5ar1*, *C5ar2*, and *C3ar1* (Figs. 2c and 1f). 

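In OPC nuclei, *C4b* had 9.20 ± 7.91 CPM (SD, n = 6 wells) in WT-veh and 369.6 ± 193 CPM (n = 6) in Arc-veh, a log2 fold change of 4.79 (standard error 0.45, adjusted p = 4.4e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Csmd1* and *Csmd2* did not change in OPCs, with log2 fold changes of −0.13 and 0.19 (adjusted p = 0.680 and 0.651, edgeR). In neurons, *C4b* had a log2 fold change of 2.05 between Arc-veh and WT-veh (adjusted p = 0.0689, edgeR) and of 2.44 between Arc-PMX and WT-veh, where it was called (adjusted p = 0.00894, edgeR, n = 6 wells each). A transcript was found in 0.615% of neuronal nuclei. Between Arc-veh and WT-veh, its adjusted p was 0.0315 with doublets kept and with DESeq2 0.0236. In endothelial nuclei (n = 3 WT-veh and 5 Arc-veh wells), *C4b* had 2 counts in WT-veh and 26 in Arc-veh, too few for the test. The test called 38 of 2997 genes in OPCs, 11 of 14936 in neurons and 0 of 1429 in endothelial nuclei, where 44 genes had an unadjusted p under 0.05 and DESeq2 called 0.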

When only looking at SN samples, neuronal, endothelial, and OPC expression of complement genes was unchanged, while complement genes in astrocytes and microglia were upregulated in Arc compared to WT (Fig. 2c). To discriminate in a more focused analysis on the C5aR1-dependent and -independent gene expression, microglia, and astrocyte data were separately re-clustered.

### PMX205 treatment results in downregulation of inflammatory and neurotoxic microglia genes

We subclustered the SC and SN microglia clusters without the other brain cell types to identify 11 clusters (Fig. 3a). Based on very low expression levels of known microglial genes such as *Csf1r*, *Hexb*, *Cx3cr1*, we determined that cluster M11 had limited microglia, and it was excluded from further analysis (Supplementary Fig. 2b). 

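The gene list of cluster M11 in Supplementary Data 2 has 133 genes, 7 of them among 12 neuronal genes taken from the M2 list. Its cells were few: 0.939% ± 1.01 of the thinned single-cell microglia (SD, n = 5 wells) in Arc-PMX and 0.486% ± 0.686 (n = 5) in Arc-veh lay nearest to it. Of the microglial nuclei, 3.16% ± 3.41 (n = 4) in WT-veh and 2.01% ± 1.57 (n = 6) in Arc-veh did so. In microglial nuclei, *Csf1r* had 1708 ± 591 CPM in WT-veh (n = 4) and 1301 ± 319 CPM in Arc-veh (n = 6).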

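The share of microglial nuclei nearest to each list of Supplementary Data 2 was compared between wells with at least 10 thinned cells, 4 of WT-veh, 5 of WT-PMX and 6 of each Arc group. In single cells, only the 2 Arc groups had enough such wells, 5 each, since thinning left out 62 of 114 WT-veh, 58 of 131 WT-PMX, 280 of 1232 Arc-veh and 199 of 581 Arc-PMX cells. In these single cells, no share of M1 to M11 differed between Arc-PMX and Arc-veh after adjustment (exact permutation tests, two-sided, smallest possible p = 0.00794, smallest adjusted p = 0.786). Of the single cells, 507 of 1459 had a second list within 0.1 of the highest score, and of the nuclei 564 of 1493. Without thinning, the share of nuclei nearest to M7 changed its direction between Arc-veh and WT-veh, from 1.99 to −2.06 percentage points.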

Comparisons of the proportional distributions of microglial clusters within each genotype/treatment group revealed clusters that were enriched in WT cells (cluster M5), clusters that were specific to Arctic cells regardless of PMX205 treatment (clusters M3 and M8), clusters that were highly enriched in Arctic cells but ablated with treatment of PMX205 (clusters M4, M6 and M9), and clusters that were enriched in cells upon PMX205 treatment (cluster M1) (Fig. 3b). Hierarchical clustering was used to segregate microglial clusters based on similarities of marker gene expression and then to assess proportions among SC/SN preps (Fig. 3c) and treatment groups (Fig. 3d).

**Fig. 3:**
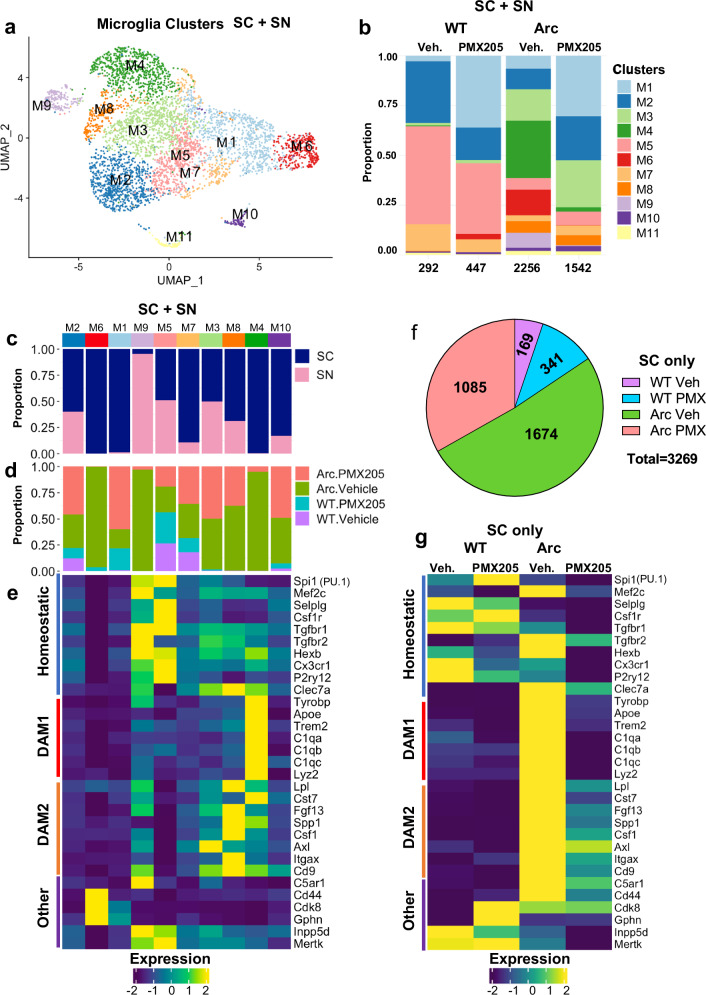
DAM1 gene expression is suppressed in Arctic-PMX205 hippocampal microglia. **a** Cells/nuclei identified as microglia were re-clustered separately. **b** Proportion of microglia (SC + SN) clusters in WT-Veh, WT-PMX, Arc-Veh, and Arc-PMX samples. **c** Proportion of cells in each cluster originating from SC or SN transcriptome. **d** Proportion of cells/nuclei in each cluster by treatment/genotype. **e** Relative expression of genes representative of homeostatic microglia, DAM1, DAM2, or other genes of interest within the different microglial clusters. **f** Pie chart demonstrating proportion of SC microglia samples derived from different treatment groups. **g** Relative expression of homeostatic, DAM1, or DAM2 genes in different treatment groups, with SC data alone.

Based on the current categorization that is widely used in the literature^33^, we assessed relative expression of homeostatic, DAM1, and DAM2 genes by clusters as well as other genes of interest with SC and SN preparations grouped together (Fig. 3c–e) and with SC microglia analyzed separately (Fig. 3f, g). DAM1 gene transcripts (Cluster M4, Fig. 3c–e) are primarily found in the single cell, not the nuclear preparations. 

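The DAM1 list was made of *Apoe*, *C1qa*, *C1qb*, *C1qc*, *Tyrobp*, *Trem2*, *Lyz2* and *Cst7*, and its level in Arc-veh was 8.30 ± 0.93 log2 CPM (SD, n = 5 wells) in single cells and 6.90 ± 0.33 (n = 6) in nuclei. A transcript of *C1qa* was found in 30.3% of the 2058 single-cell microglia and in 8.18% of the 1516 microglial nuclei, although nuclei had more transcripts (median 1007.5 against 641). A transcript of *C1qa* was also found in 15.2% of 178 pericyte-like single cells (median 779 transcripts), where free RNA and mixed or misnamed cells were not told apart, and in 0.106% of 26342 neuronal nuclei. In thinned Arc-veh single cells, 12.4% ± 13.3 (n = 5) lay nearest to the M4 list, and in Arc-veh nuclei 5.80% ± 3.05 (n = 6).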

Interestingly, DAM1 genes were overexpressed in Arc females compared to Arc males (Supplementary Fig. 3) that is consistent with an accelerated timeline to neuroinflammation in females. 

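In the Arc-veh single-cell microglia, the DAM1 level was 8.19 ± 1.13 log2 CPM (SD, n = 3 wells) in females and 8.47 ± 0.91 (n = 2) in males. Females and males differed by −0.28 (exact permutation test, two-sided p = 0.800, smallest possible p = 0.100). Without Arc-veh F2, F3 or M2 the sign changed, with differences of 0.03, 0.06 and 0.41. Without Arc-veh F1 or M3 the differences were −0.98 and −0.93. Of the 4 DAM1 genes with enough counts for edgeR, 1 was higher in females. No split of 3 wells against 2 can pass the threshold. In the Arc-veh nuclei, the level was 6.77 ± 0.44 in females and 7.02 ± 0.17 in males (n = 3 each, exact permutation p = 0.600, smallest possible p = 0.100). For Arc-veh females against males, edgeR's quasi-likelihood test called 1 of 969 genes in single-cell microglia, *Xist*, at the Benjamini-Hochberg threshold.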

Notably, cluster M5, with high expression of homeostatic microglial genes, such as *Selplg* and *P2ry12* (Fig. 3e and Supplementary Data 2), was highly represented in WT microglia, regardless of PMX205 treatment (Fig. 3b). 

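In microglial nuclei, 60.4% ± 6.32 (SD, n = 4 wells) lay nearest to the M5 list in WT-veh, 44.6% ± 22.3 (n = 5) in WT-PMX, 12.4% ± 2.45 (n = 6) in Arc-veh and 14.1% ± 5.56 (n = 6) in Arc-PMX. The difference between Arc-veh and WT-veh was −47.9 percentage points (exact permutation test, two-sided p = 0.00476, the smallest that 6 wells against 4 allow, adjusted p = 0.0175 over the lists). *Selplg* (ENSMUSG00000048163, chromosome 5 of GRCm38 from 113818536 to 113832644) had 1072 ± 392 CPM in WT-veh (n = 4) and 495 ± 141 CPM in Arc-veh nuclei (n = 6), a log2 fold change of −1.10 (standard error 0.29, edgeR adjusted p = 0.00830). Without WT-veh M1 its adjusted p was 0.0846, and without WT-veh M2 0.0562. *P2ry12* (ENSMUSG00000036353, chromosome 3 of GRCm38 from 59216272 to 59262871) had 1487 ± 536 CPM and 888 ± 132 CPM (n = 4 and 6), a log2 fold change of −0.73 (standard error 0.19, edgeR adjusted p = 0.00799). Without WT-veh F2 its adjusted p was 0.114, without WT-veh M2 0.0659, and with nuclei named by their highest marker score the fold change was 0.00. In single-cell microglia, *P2ry12* had 1067 ± 729.6 CPM (n = 3) in WT-veh and 736 ± 294 CPM (n = 5) in Arc-veh, a log2 fold change of 0.10 (standard error 0.46, edgeR adjusted p = 0.966). The means and the model differ in sign here. The WT-veh wells held 8 counts each and lay far apart, at 261, 1682 and 1259 CPM, so no direction is given. Their microglia held 47548, 6431 and 9130 transcripts in all, so these CPM are above 8 counts scaled to all transcripts.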

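In microglial nuclei, 22.6% ± 6.24 (SD, n = 6 wells) of Arc-veh and 21.7% ± 4.10 (n = 6) of Arc-PMX lay nearest to the list of cluster M3, against 0 of 128 thinned WT-veh nuclei. A count of 0 of 128 allows a share of up to 2.34% by counting error alone, with the nuclei of all wells taken as independent. For the list of cluster M8 the shares were 13.1% ± 4.38 in Arc-veh and 15.2% ± 5.66 in Arc-PMX (n = 6 each), against 0 of the same WT-veh nuclei. Both shares were above WT-veh in every Arc-veh well (exact permutation tests, two-sided p = 0.00476 each, adjusted p = 0.0175), and neither differed between Arc-PMX and Arc-veh (exact permutation p = 0.773 and 0.474). *Axl* (ENSMUSG00000002602, chromosome 7 of GRCm38 from 25757273 to 25788705) had 46.9 ± 74.2 CPM in WT-veh (n = 4), 465 ± 149 CPM in Arc-veh and 446 ± 109.6 CPM in Arc-PMX nuclei (n = 6 each). Its log2 fold change was 3.58 between Arc-veh and WT-veh (standard error 0.61, adjusted p = 0.000110 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.04 between Arc-PMX and Arc-veh (adjusted p = 1.00). *Spp1* had too few counts in nuclei for the test, with 0 in WT-veh, 48 in Arc-veh and 65 in Arc-PMX. The difference of the DAM1 list between Arc-veh and WT-veh nuclei was 1.28 log2 units (exact permutation p = 0.00476, adjusted p = 0.00847).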

Clusters M3 (*Axl*) and M8 (*Itgax* and *Spp1*) were present only in the Arc mice regardless of PMX205 treatment and had low DAM1 gene expression. M8 had the highest relative expression of DAM2 genes (Fig. 3e). This suggests that the DAM2-induced responses to injury represented in clusters M3 and M8 were independent of C5aR1 signaling.

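The DAM2 list (*Axl*, *Itgax*, *Spp1*, *Lpl*, *Csf1*, *Cd9*, *Ccl6* and *Clec7a*) had a level of 5.20 ± 0.13 log2 CPM (SD, n = 4 wells) in WT-veh, 7.69 ± 0.24 (n = 6) in Arc-veh and 7.53 ± 0.26 (n = 6) in Arc-PMX nuclei. It rose by 2.49 log2 units from WT-veh to Arc-veh (exact permutation test, two-sided p = 0.00476, the smallest possible, adjusted p = 0.00847), and 2 of the list's genes are also in the M8 list.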

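With PMX205 in Arctic mice, the DAM2 level changed by −0.16 log2 units in nuclei (exact permutation test, two-sided p = 0.316, adjusted p = 0.641, n = 6 each) and by −0.22 in single cells (exact permutation p = 0.502, adjusted p = 0.878, n = 6 and 5). Over the alternatives, these changes lay between −0.36 and 0.05 in nuclei and between −0.63 and 0.25 in single cells, so the direction is not settled. The M3 list changed by −0.08 and −0.21 log2 units in the 2 preparations and the M8 list by −0.08 and −0.22. A difference between the effects of PMX205 on DAM1 and on DAM2 genes was not tested.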

In contrast, clusters M4, M6, and M9 were highly induced in the Arc hippocampus, but only minimally detected in Arc-PMX205. 

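Of the single-cell microglia thinned to 500 transcripts, 12.4% ± 13.3 (SD, n = 5 wells) of Arc-veh and 0.328% ± 0.733 (n = 5) of Arc-PMX lay nearest to the M4 list (exact permutation test, two-sided p = 0.167, smallest possible p = 0.00794, adjusted p = 0.786). By well, the Arc-veh shares were 30.0% in F1, 21.5% in M2, 10.5% in M3 and 0 in F2 and F3. The Arc-PMX share was 1.64% in F3 and 0 in the 4 other wells. For M6 the shares were 23.7% ± 37.6 in Arc-veh and 14.1% ± 14.7 in Arc-PMX (n = 5 each, exact permutation p = 0.786), with 89.3% in Arc-veh F2 and at most 21.1% in the other Arc-veh wells. For M9 they were 5.86% ± 5.90 and 9.04% ± 4.92 (n = 5 each, exact permutation p = 0.357). In nuclei, M4, M6 and M9 had shares of 5.80% ± 3.05, 12.0% ± 7.56 and 11.5% ± 7.60 in Arc-veh and of 5.01% ± 2.47, 10.2% ± 10.6 and 8.31% ± 2.52 in Arc-PMX (n = 6 each). None differed between the 2 groups (exact permutation p = 0.639, 0.740 and 0.361). From WT-veh to Arc-veh nuclei, the level of the M4 list rose by 1.00 log2 units (adjusted p = 0.00847 from the exact test), that of M9 by 0.90 (adjusted p = 0.00847) and that of M6 by 0.66 (adjusted p = 0.0586). Without WT-veh F2, the rise of M6 in nuclei was 0.93 (adjusted p = 0.0173 by the exact permutation test). From Arc-veh to Arc-PMX, the levels of M4, M6 and M9 changed by −0.73, −0.48 and −0.11 log2 units in single cells (n = 6 and 5, exact permutation p = 0.126, 0.532 and 0.714). The M6 level was 12.63 in Arc-veh F2 and 9.46 to 10.08 in the other Arc-veh wells, so its fall leans on F2. The change of M4 lay between −1.25 and −0.17 over the alternatives.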

Top genes of cluster M4 included *Apoe*, *C1qa*, *C1qb*, *C1qc*, *Tyrobp*, *Trem2*, *Lyz2* and *Cst7* (Fig. 3e, Supplementary Data 2). These DAM1 genes were highly expressed in Arc microglia compared to WT microglia but were not so highly induced in Arc-PMX205 microglia (Fig. 3g). 

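In single-cell microglia, the DAM1 level was 5.84 ± 0.67 log2 CPM (SD, n = 3 wells) in WT-veh, 5.64 ± 0.48 (n = 3) in WT-PMX and 6.95 ± 0.95 (n = 6) in Arc-PMX. The Arc-veh level was 2.47 log2 units above WT-veh, with all 5 Arc-veh wells above all 3 WT-veh wells (exact permutation test, two-sided p = 0.0179, the smallest that 5 wells against 3 allow, adjusted p = 0.0952 over the lists). Without WT-veh F2 this difference was 2.88. WT-veh had the fewest single-cell microglia, 114 in 6 wells. A list of 12 neuronal genes, all of them from the paper's M2 list, rose by 1.07 log2 units in the same comparison. The Arc-PMX level was −1.36 log2 units from Arc-veh (exact permutation p = 0.0519, smallest possible p = 0.00216, adjusted p = 0.831). By well, it lay between 7.49 and 9.49 in Arc-veh and between 5.75 and 7.89 in Arc-PMX. Without Arc-veh F1 and M2, which hold most of the Arc-veh cells, the difference was −0.53 (exact permutation p = 0.298, smallest possible p = 0.0119). Within females and within males it was −0.64 and −1.90. Wider clusters, chosen after the data had been seen, gave −0.79. The fry test of limma, a rotation test, gave an unadjusted p = 0.0237 for this list (adjusted p = 0.341). The camera test gave an adjusted p of 4.0e-05 with its preset correlation between genes and of 0.272 with an estimated one. No list that camera's preset called between Arc-PMX and Arc-veh was called by fry or with an estimated correlation.
*Apoe* (ENSMUSG00000002985, chromosome 7 of GRCm38 from 19696109 to 19699188) had 277 ± 315 CPM (SD, n = 3 wells) in WT-veh, 3052 ± 2284 CPM (n = 5) in Arc-veh and 1083 ± 1063 CPM (n = 6) in Arc-PMX. Its log2 fold change was 3.04 between Arc-veh and WT-veh (standard error 0.81) and −1.61 between Arc-PMX and Arc-veh (standard error 0.47). By edgeR, adjusted p were 0.157 and 0.197 over all genes and 0.0117 and 0.0134 adjusted over the list alone. The study chose the list on these samples, so the second pair is not independent evidence. *C1qa*, *C1qb* and *C1qc* had 325 ± 309, 295 ± 243 and 195 ± 181 CPM in Arc-PMX (n = 6). Their log2 fold changes from Arc-veh were −1.32, −1.43 and −1.86 (edgeR adjusted p = 0.234, 0.169 and 0.169 over all genes and 0.00680, 0.00238 and 0.00205 adjusted over the list alone). Without Arc-veh F2, edgeR called *Apoe* (−1.92, adjusted p = 0.0173), *C1qa* (−1.70, adjusted p = 0.0173) and *C1qb* (−1.79, adjusted p = 0.0134) lower in Arc-PMX. *Tyrobp*, *Trem2*, *Lyz2* and *Cst7* did not pass edgeR's filter on low counts in enough wells. They had 251, 515, 183 and 225 counts in Arc-veh and 39, 73, 14 and 41 in Arc-PMX, from wells with a median of 258221 and 76248.5 microglial transcripts. In nuclei, the DAM1 level changed by −0.06 log2 units between Arc-PMX and Arc-veh (exact permutation p = 0.697, n = 6 each) and *Apoe* by 0.00 (edgeR adjusted p = 1.00). The effects of PMX205 on the DAM1 level in the 2 preparations differed by −1.29 log2 units (permutation test of the difference, p = 0.0781, adjusted p = 0.917). *Apoe* rose from WT-veh to Arc-veh nuclei by 2.09 (edgeR adjusted p = 0.0231), a call lost without WT-veh F1, F2 or M2 (adjusted p = 0.0796, 0.125 and 0.0685).

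**Figure D2:**
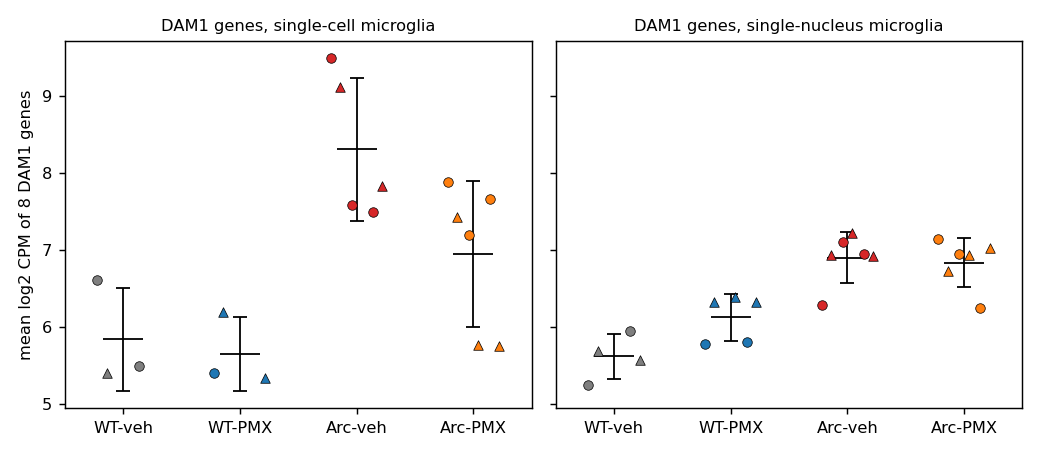
Level of the DAM1 list (y axis, mean log2 CPM) per well (symbols) of single-cell microglia and microglial nuclei by group (x axis). Circles are female wells, triangles male wells, and bars the mean and SD, with single-cell means of 8.30 in Arc-veh and 6.95 in Arc-PMX.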

GO analysis for cluster M4 identified pathways associated with synapse pruning, microglial cell activation, positive regulation of cell death, and regulation of myeloid cell differentiation (Supplementary Fig. 4a) suggesting that this population may be contributing to detrimental effects that are blocked by inhibition of C5aR1 signaling. Similarly, cluster M9 (with high expression of *C5ar1*) expressed disease-associated microglial genes *Inpp5d*, *Mertk*, and *Tgfbr2* (Supplementary Data 2). 

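The M9 list has 18 genes, and its first 2 by the paper's order, *AY036118* and *Gm26917*, belong to the transcripts linked to ribosomal RNA, which were taken in part from this list. *C5ar1* had 0, 0, 16 and 3 counts over all single-cell microglia of WT-veh, WT-PMX, Arc-veh and Arc-PMX, too few for a test. A transcript of it was found in 0.923% of these cells. Between Arc-veh and WT-veh single cells, the log2 fold changes were −0.83 for *Inpp5d*, −0.18 for *Mertk* and 1.11 for *Tgfbr2* (edgeR adjusted p = 0.303, 0.899 and 0.253). In nuclei they were −0.32, −0.29 and 1.04 (edgeR adjusted p = 0.176, 0.303 and 0.000911). *Tgfbr2* had 848 ± 135 CPM (SD, n = 4 wells) in WT-veh, 1803 ± 344 CPM in Arc-veh and 1935 ± 191 CPM in Arc-PMX nuclei (n = 6 each). From Arc-veh to Arc-PMX nuclei, the 3 genes changed by 0.04, 0.12 and 0.09 (edgeR adjusted p = 1.00, 1.00 and 1.00).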

GO analysis of cluster M9 genes revealed pathways associated with regulation of lymphocyte activation and cytokine production (Supplementary Fig. 4b). Cluster M6 was differentiated from other clusters by only 16 genes (Supplementary Data 2). 

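Of the 16 genes of M6, 10 are among the transcripts linked to ribosomal RNA, a set of 11 genes taken from the leading genes of the paper's M6, M9 and A7 lists before the data were examined, so this overlap follows from how the set was made. The set is *Gm42418*, *AY036118*, *Gm26917*, *Gm15564*, *Gm26561*, *Lars2*, *Cdk8*, *Cmss1*, *Camk1d*, *Filip1l* and *Gphn*. Its name is a label, and a link of each gene to ribosomal RNA was not tested. The level of these 11 genes in single-cell microglia was 11.62 ± 1.34 log2 CPM (SD, n = 5 wells) in Arc-veh and 11.15 ± 0.68 (n = 6) in Arc-PMX, with 13.93 in the well Arc-veh F2.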

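*Lars2* had 2363 ± 1251 CPM (SD, n = 3 wells) in WT-veh, 10779.8 ± 15009 CPM (n = 5) in Arc-veh and 3567 ± 1600.4 CPM (n = 6) in Arc-PMX single-cell microglia. In the same order, *Cmss1* had 6101 ± 2574, 45025 ± 52405 and 21034 ± 10046 CPM, and *Cdk8* 6993 ± 7775, 37663 ± 53516 and 16645 ± 19560.3 CPM. Most of the Arc-veh spread came from F2, in which *Lars2* had 37579 CPM, *Cmss1* 138394 CPM and *Cdk8* 130368 CPM. The other Arc-veh wells had 3168 to 5429, 16839 to 28952 and 3353 to 36815 CPM, so the fold changes of these genes lean on F2. *Cd44* (ENSMUSG00000005087, chromosome 2 of GRCm38 from 102811141 to 102901665) had 1, 12, 373 and 37 counts over the single-cell microglia of WT-veh, WT-PMX, Arc-veh and Arc-PMX. The log2 fold changes from WT-veh to Arc-veh were 2.10 for *Lars2*, 2.82 for *Cmss1* and 2.24 for *Cdk8* (adjusted p = 0.322, 0.181 and 0.425 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With no filter on low counts edgeR called the 3 genes, and DESeq2 called *Cmss1* (2.85, adjusted p = 0.0371).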

Among those genes were modulators of the immune system, *Lars2* that supports a higher metabolic state, *Cmss1* involved in translation, and *Cdk8* and *Cd44* that promote inflammation. Treatment with PMX205 completely suppresses those injury-induced inflammation-enhancing genes. In contrast, microglia cluster M2 made up a smaller proportion in Arc cells relative to WT but was largely rescued in Arc-PMX205 microglia. 

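Between Arc-PMX and Arc-veh single-cell microglia, *Lars2* changed by −1.46, *Cmss1* by −0.93 and *Cdk8* by −1.02 log2 units (standard errors 0.65, 0.63 and 0.79, edgeR adjusted p = 0.485, 0.630 and 0.630). These falls lean on Arc-veh F2, which had 37579 CPM of *Lars2*, 138394 of *Cmss1* and 130368 of *Cdk8*. In the same order, the other Arc-veh wells had 3168 to 5429, 16839 to 28952 and 3353 to 36815 CPM. Each of these ranges holds the Arc-PMX mean of its gene. With no filter on low counts, edgeR called *Lars2* lower (−1.56, adjusted p = 0.00115), with Arc-veh F2 included. In nuclei, the changes were 0.42, −0.48 and 0.25 (edgeR adjusted p = 1.00, 1.00 and 1.00, n = 6 wells each), and *Cd44* had 46 counts in Arc-veh and 20 in Arc-PMX.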

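Nuclei nearest to the M2 list made up 16.3% ± 11.9 of microglial nuclei (SD, n = 4 wells) in WT-veh, 8.45% ± 4.60 (n = 6) in Arc-veh and 10.6% ± 8.47 (n = 6) in Arc-PMX. Neither the difference between Arc-veh and WT-veh (exact permutation test, two-sided p = 0.162) nor that between Arc-PMX and Arc-veh (exact permutation p = 0.626) passed the adjustment over the lists. The level of the M2 list changed by 0.24 log2 units from WT-veh to Arc-veh nuclei and by 0.28 from Arc-veh to Arc-PMX (exact permutation p = 0.486 and 0.400, n = 6 against 4 and 6 against 6). In single cells, it changed by 0.90 and −0.12 log2 units (n = 5 against 3 and 6 against 5, exact permutation p = 0.0179 and 0.366). Of the 48 genes of this list, 12 form the neuronal list, which was taken from it, so this overlap follows from how that list was made. Whether free RNA of neurons adds to these genes in microglia was not tested.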

Genes found in microglial cluster M2 were associated with synapse organization, regulation of glutamatergic transmission, and maintenance of synapse structure (Supplementary Fig. 4c).

Finally, Cluster M1, which is dependent on PMX205 treatment regardless of genotype, contained genes associated with mRNA splicing and microtubule cytoskeleton organization and processes. 

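Single-cell microglia nearest to the M1 list made up 15.7% ± 19.5 (SD, n = 5 wells) in Arc-veh and 29.4% ± 15.9 (n = 5) in Arc-PMX (exact permutation test, two-sided p = 0.246, adjusted p = 0.786). In nuclei they made up 5.34% ± 2.47 (n = 4) in WT-veh, 11.0% ± 9.24 (n = 5) in WT-PMX, 4.53% ± 1.77 (n = 6) in Arc-veh and 5.32% ± 2.38 (n = 6) in Arc-PMX. From vehicle to PMX205, the level of the M1 list changed by 0.01 log2 units in Arc and 0.53 in WT single cells (exact permutation p = 0.968 and 0.700, n = 6 against 5 and 3 against 3), and by −0.04 and −0.28 in nuclei (exact permutation p = 0.578 and 0.159). With 3 WT wells against 3, the smallest possible p is 0.100. Of its 25 genes, 6 belong to the transcripts linked to ribosomal RNA.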

Although this cluster was not defined by many genes, it indicates that lack of C5aR1 signaling results in improved glial structural integrity and neuroprotective functions. 

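The homeostatic list (*Selplg*, *P2ry12*, *P2ry13*, *Tmem119*, *Gpr34*, *Sall1* and *Siglech*) had a level of 8.25 ± 0.25 log2 CPM (SD, n = 4 wells) in WT-veh, 8.33 ± 0.58 (n = 5) in WT-PMX, 8.00 ± 0.15 (n = 6) in Arc-veh and 7.95 ± 0.18 (n = 6) in Arc-PMX nuclei. The change from WT-veh to Arc-veh was −0.26 log2 units (exact permutation test, two-sided p = 0.0762, adjusted p = 0.0871), while limma's fry called the list lower (adjusted p = 0.000200). Without WT-veh F1 it was −0.34 (adjusted p = 0.0346 by the exact test). In single cells, the level was 7.55 ± 0.27 (n = 3) in WT-veh, 8.20 ± 0.10 (n = 3) in WT-PMX, 7.73 ± 0.68 (n = 5) in Arc-veh and 7.31 ± 0.49 (n = 6) in Arc-PMX. It changed by 0.18 from WT-veh to Arc-veh (exact permutation p = 0.679), or by 0.08 without WT-veh F2. Wider clusters gave −0.58 (adjusted p = 0.327 by the exact test), a setting chosen after the data had been seen.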

In summary, homeostatic genes were highly represented in WT-Veh and WT-PMX205 microglia, while DAM1 genes were highly upregulated in Arc-Veh cells. Treatment with PMX205 had a strong effect in reducing DAM1 gene expression, but less so on DAM2 expression. That is, C5aR1 is a driver of the detrimental inflammatory injury response to amyloid in the hippocampus and that inhibition in Arc mice enhances pathways associated with synaptic plasticity and learning while suppressing pathways associated with glial activation, synaptic loss, and cell death.

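Over all genes of the single-cell microglia, edgeR's quasi-likelihood test called 0 of 969 genes between Arc-PMX and Arc-veh and 0 between Arc-veh and WT-veh at a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05 it had 91 and 110 genes. DESeq2 called 1 and 13 genes in the same comparisons. Without Arc-veh F2, edgeR called 18 genes between Arc-PMX and Arc-veh, 5 higher and 13 lower, and without WT-veh F2 it called 11 between Arc-veh and WT-veh. With no filter on low counts it called 36 and 25, the largest counts of the alternatives set in advance. In simulated data of the same depth and numbers of wells, the test recovered 98.5% of 200 genes changed 4-fold and 80% of those changed 2-fold between Arc-PMX and Arc-veh, and 91.5% and 18.5% between Arc-veh and WT-veh. With 200 of 969 genes changed, the adjustment is easier to pass than with few, and simulated genes vary independently within a well. These shares may therefore be too high for the data.
In nuclei, the same test called 929 of 7301 genes in astrocytes between Arc-veh and WT-veh, 261 of 2374 in microglia and 123 of 4654 in oligodendrocytes, and the count in microglia was 154 without WT-veh F2. Between Arc-PMX and Arc-veh it called 1 gene, *AY036118*, in astrocytes, oligodendrocytes and OPCs, and 0 in microglia, neurons, endothelial cells and pericytes, where 51, 296, 30 and 12 genes had an unadjusted p under 0.05 and DESeq2 called 0. *AY036118* was not called by DESeq2 either and lost its call in astrocytes without Arc-veh M1 (−1.41, adjusted p = 1.00). All 929 genes called in astrocytes of Arc-veh moved the same way in Arc-PMX compared with WT-veh, and 697 were called in both, with a median absolute log2 fold change of 0.87 in Arc-veh and of 0.79 along the same direction in Arc-PMX. Both comparisons share the WT-veh wells and the genes were chosen by their call in Arc-veh, so part of this likeness comes from the design. In microglial nuclei, 210 genes were called in both, with medians of 1.38 and 1.26. Across the 929 genes, 64.7% moved in opposite directions in the 2 contrasts that share the Arc-veh wells, against 47.0% to 52.6% in 100 simulations without an effect of PMX205. The genes were chosen by their call in the real Arc-veh wells and kept for every simulation. Chance deviations of these wells then move back in the data alone, so the gap does not show a reversal. Across all genes of astrocytes, which are not independent replicates, Pearson's r between the contrasts was −0.219, and simulations gave −0.223 to −0.178. In WT, PMX205 changed 0 genes in every type by edgeR at the same threshold, with 10 to 495 genes per type at an unadjusted p under 0.05, while DESeq2 called 5 in single-cell microglia and 0 in the other types. Without WT-veh M2, edgeR called 6 in single-cell microglia. From a strong reduction of DAM1 expression and a weaker effect on DAM2 expression, and from the GO terms of the clusters lost or gained with PMX205, the paper concludes that C5aR1 drives the detrimental inflammatory response to amyloid and that its inhibition favours synaptic functions.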

### PMX205 treatment reduces expression of some neurotoxic astrocyte genes

Astrocyte clusters were also isolated and re-clustered for further exploration of astrocyte subpopulations. Twelve astrocyte (A) clusters were defined (Fig. 4a) and confirmed to contain astrocytes based on gene expression (Supplementary Fig. 2c). Of these, clusters A1 and A2 were dominant in WT cells, while cluster A3 was specific to Arc cells regardless of PMX205 treatment and cluster A7 was high in Arc cells and ablated with PMX205 treatment (Fig. 4b). In contrast, cluster A6 was depleted in Arc but rescued in Arc-PMX205.

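Among astrocyte nuclei thinned to 500 transcripts, 19.6% ± 5.10 (SD, n = 6 wells) of WT-veh, 18.3% ± 4.68 of WT-PMX, 5.62% ± 2.46 of Arc-veh and 5.45% ± 3.09 of Arc-PMX lay nearest to the A1 list (n = 6 each). For A2, a list of 1 gene, the shares were 39.9% ± 5.99 in WT-veh, 44.2% ± 5.15 in WT-PMX, 32.3% ± 5.61 in Arc-veh and 33.7% ± 8.51 in Arc-PMX. A1 was lower in Arc-veh than in WT-veh (exact permutation test, two-sided p = 0.00216, adjusted p = 0.0130, n = 6 each), and A2 did not pass the adjustment (exact permutation p = 0.0498, adjusted p = 0.0996). By the same exact test, A2 did pass it without thinning (a difference of −23.2 percentage points, adjusted p = 0.00866), without the transcripts linked to ribosomal RNA (−8.55, adjusted p = 0.0445) or without Arc-veh M2 (−9.46, adjusted p = 0.0303). For A3 the shares were 0.170% ± 0.190 in WT-veh, 0.275% ± 0.215 in WT-PMX, 4.75% ± 3.68 in Arc-veh and 8.50% ± 3.25 in Arc-PMX. They were higher in Arc-veh than in WT-veh (exact permutation p = 0.0152, adjusted p = 0.0364) and not different between Arc-PMX and Arc-veh (exact permutation p = 0.0952). For A7 they were 3.00% ± 0.971, 5.76% ± 2.43, 25.9% ± 12.4 and 18.0% ± 5.05 in the same order. They were higher in Arc-veh and in Arc-PMX than in WT-veh (exact permutation adjusted p = 0.0130 and 0.00866) and not different between Arc-PMX and Arc-veh (exact permutation p = 0.193, adjusted p = 0.462). By well, the A7 share lay between 15.4% and 46.2% in Arc-veh and between 12.4% and 23.8% in Arc-PMX. Of the 5435 nuclei, 1334 had a second list within 0.1 of the highest score. A mean score over few genes spreads more widely, which can favour short lists such as A2 and A7, the latter with 10 genes against 185 in A3. Cluster SN-9 held 88.6% of the astrocytes in WT-veh, and cluster SN-34 51.9% in Arc-veh and 47.5% in Arc-PMX, so comparisons of astrocytes by genotype span different clusters.

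**Figure D3:**
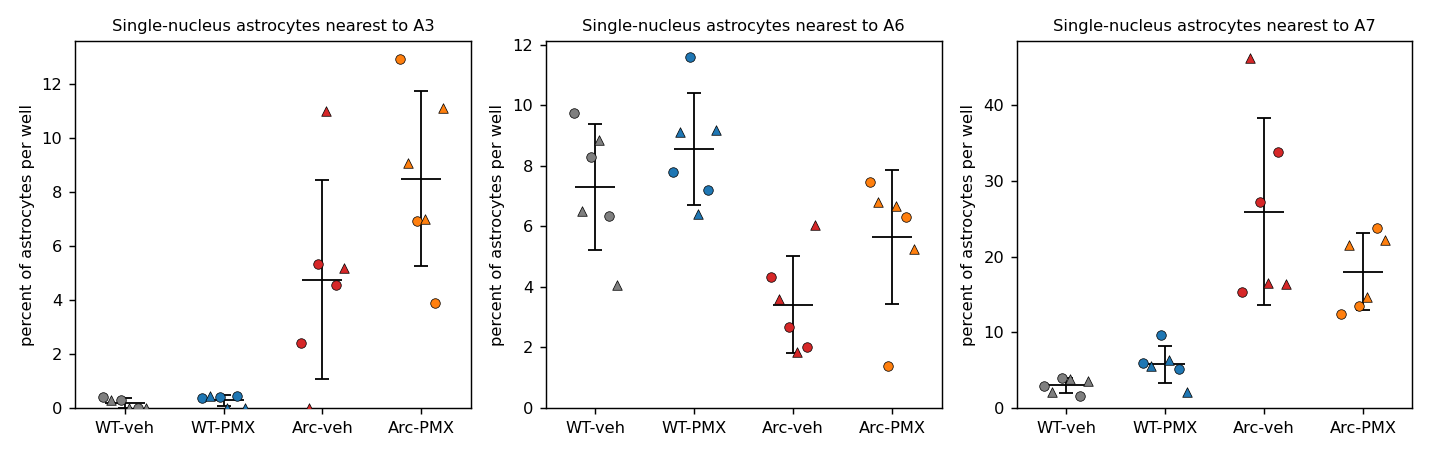
Percent of astrocyte nuclei nearest to the A3, A6 and A7 lists (y axis) per single-nucleus well by group (x axis). Circles are female wells, triangles male wells, and bars the mean and SD of 6 wells, for A7 25.9% ± 12.4 in Arc-veh and 18.0% ± 5.05 in Arc-PMX.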

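Nuclei nearest to the A6 list, which has 42 genes, made up 7.30% ± 2.07 of astrocytes (SD, n = 6 wells) in WT-veh, 8.55% ± 1.85 in WT-PMX, 3.41% ± 1.59 in Arc-veh and 5.66% ± 2.21 in Arc-PMX (n = 6 each). The share was lower in Arc-veh than in WT-veh (exact permutation test, two-sided p = 0.00649, adjusted p = 0.0260). It did not differ after adjustment between Arc-PMX and Arc-veh (exact permutation p = 0.0714, adjusted p = 0.331) or between Arc-PMX and WT-veh (exact permutation p = 0.225). The level of the list changed by −0.40 log2 units from WT-veh to Arc-veh (adjusted p = 0.0133 by the exact test) and by 0.08 from Arc-veh to Arc-PMX (exact permutation p = 0.444, n = 6 each).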

**Fig. 4:**
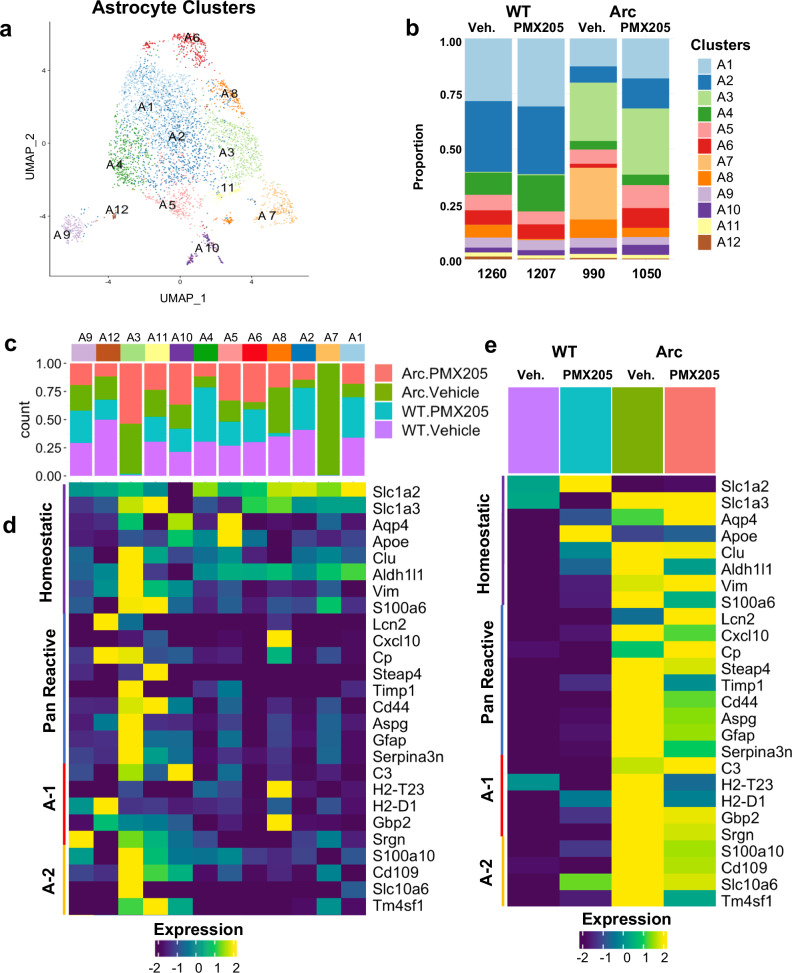
Reactive Astrocyte gene expression is largely suppressed in Arctic-PMX205 hippocampus. **a** Cells identified as astrocytes were re-clustered separately. **b** Proportion of astrocyte populations in WT-Veh, WT-PMX, Arc-Veh, and Arc-PMX samples. **c** Proportion of cells in each cluster by treatment/genotype. **d** Relative expression of genes representative of homeostatic astrocytes, pan-reactive, A-1 neurotoxic, or A-2 neuroprotective astrocytes within the different astrocyte clusters. **e** Relative expression of homeostatic, pan-reactive, A-1, or A-2 genes in the different treatment groups.

Cluster A3, which included *Gfap*, *C4b* and *Cd44* amongst its top genes (Supplementary Data 3), had GO terms associated with tyrosine kinase signaling pathways, nerve development, response to wounding, and JAK-STAT pathway (Supplementary Fig. 5a). 

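The level of the A3 list rose by 1.00 log2 units from WT-veh to Arc-veh (exact permutation test, two-sided p = 0.00216, adjusted p = 0.00433, n = 6 wells each) and changed by −0.04 from Arc-veh to Arc-PMX (exact permutation p = 0.519). *Gfap* (ENSMUSG00000020932, chromosome 11 of GRCm38 from 102887336 to 102900912) had 154 ± 31.0 CPM (SD, n = 6) in WT-veh, 1394 ± 389 CPM in Arc-veh and 1289 ± 417 CPM in Arc-PMX astrocytes. The log2 fold change was 3.14 between Arc-veh and WT-veh (standard error 0.21, edgeR adjusted p = 2.5e-14). *Cd44* had 31.7 ± 14.2, 219.6 ± 53.0 and 183 ± 58.9 CPM (n = 6 each), a log2 fold change of 2.70 (standard error 0.25, edgeR adjusted p = 1.7e-10). With PMX205 in Arctic mice, *Gfap*, *C4b* and *Cd44* changed by −0.13, −0.30 and −0.27 log2 units (edgeR adjusted p = 1.00, 1.00 and 1.00).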

Interestingly, cluster A3 was highly enriched for pan-reactive and A-2^34^ reactive genes (Fig. 4d), thus supporting that the function of this population is associated with disease-mitigating response to inflammation and injury that is independent of C5aR1 signaling.

Cluster A6 was suppressed in Arc astrocytes and was rescued by PMX205 (Fig. 4b, c). Cluster A6 GO terms included axon guidance, protein processing, and neuron differentiation (Supplementary Fig. 5b). 

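In astrocyte nuclei, 1.70% ± 1.04 (SD, n = 6 wells) of WT-veh, 2.12% ± 2.32 of Arc-veh and 2.47% ± 0.823 of Arc-PMX lay nearest to the A10 list (n = 6 each), with 6.57% in the well Arc-veh F3. Neither the comparison of Arc-veh with WT-veh (exact permutation test, two-sided p = 0.790) nor that of Arc-PMX with Arc-veh (exact permutation p = 0.786) showed a difference. *Enkur* and *Dnah11*, among the first genes of the A10 list, were also fixed markers of ependymal or choroid plexus nuclei. Nuclei rich in them could be among the 980 named so and left out of the astrocytes. These shares therefore cannot decide the paper's claim on A10. The level of the A10 list, which has 228 genes, rose by 0.46 log2 units from WT-veh to Arc-veh (adjusted p = 0.00433 by the exact test) and changed by 0.06 from Arc-veh to Arc-PMX (exact permutation p = 0.478).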

Interestingly, cluster A10, increased slightly in Arc but more so in PMX205-treated Arc, had GO terms including synaptic signaling and neuron projection development (Supplementary Fig. 5c)., Thus, enhancement of clusters A6 and A10 by PMX205 is consistent with a heightened phenotype in astrocytes when C5a-C5aR1 signaling is inhibited that results in support of neuronal functions in response to inflammatory injury.

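Of the 10 genes in the A7 list, 3 (*AY036118*, *Gm42418* and *Gm26917*) belong to the transcripts linked to ribosomal RNA, which were taken in part from this list. *Arhgef4* (chromosome 1 of GRCm38 from 34678188 to 34813309) had 591 ± 81.8 CPM (SD, n = 6 wells) in WT-veh, 1103 ± 133 CPM in Arc-veh and 1074 ± 118 CPM in Arc-PMX astrocytes (n = 6 each). It changed by 0.89 log2 units between Arc-veh and WT-veh (standard error 0.12, adjusted p = 2.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Enox1* (ENSMUSG00000022012, chromosome 14 of GRCm38 from 77156763 to 77721760) had 264 ± 42.9, 1202 ± 181 and 1102 ± 163 CPM, and a log2 fold change of 2.19 (standard error 0.13, edgeR adjusted p = 1.1e-15). *Rgs6* (ENSMUSG00000021219, chromosome 12 of GRCm38 from 82588292 to 83162056) had 452 ± 76.5, 629 ± 219 and 656 ± 86.8 CPM, and a log2 fold change of 0.43 (standard error 0.17, edgeR adjusted p = 0.103). It was called by edgeR without Arc-veh F3 (0.56, adjusted p = 0.0231) or Arc-veh M2 (0.53, adjusted p = 0.0370) and with no filter on low counts (0.44, adjusted p = 0.0205). From Arc-veh to Arc-PMX, *Arhgef4*, *Rgs6* and *Enox1* changed by −0.04, 0.09 and −0.13 log2 units (edgeR adjusted p = 1.00, 1.00 and 1.00). The level of the whole A7 list was 9.12 ± 0.16 log2 CPM in WT-veh, 10.38 ± 0.37 in Arc-veh and 10.07 ± 0.17 in Arc-PMX (n = 6 each). This is a change of 1.26 with genotype (exact permutation p = 0.00216) and of −0.31 with PMX205 (exact permutation p = 0.0693, adjusted p = 0.996). Over the alternatives, the change with PMX205 lay between −0.40 and −0.06. For the change with PMX205, camera's adjusted p was 0.00729 with a preset and 0.174 with an estimated correlation. *AY036118* alone had a log2 fold change of −3.05 between Arc-PMX and Arc-veh (edgeR adjusted p = 0.0430). It had 19044 CPM in Arc-veh M1 and 509 to 4806 CPM in the other Arc-veh wells, and the call was lost without M1.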

Cluster A7, which was unique to Arc astrocytes and not found in Arc-PMX205 cells, was only defined by 10 genes including *Arhgef4*, *Rgs6*, and *Enox1* (Supplementary Fig. 5d), and had low relative expression of previously identified reactive astrocyte genes (Fig. 4d, Supplementary Data 3). Of these defining genes, *Arhgef4* (Rho guanine nucleotide exchange factor 4) has been reported to play a role in G protein-coupled receptor-mediated responses to extracellular stimuli^35^. *Rgs6* also encodes a protein associated with regulation of G protein signaling^36^. SNPs of *Rgs6* have been implicated in numerous psychiatric disorders^37^ and its overexpression promotes inflammation and oxidative stress in spinal cord injury^38^. Lastly, *Enox1*, involved in plasma membrane electron transport pathways, is associated with memory deficits in patients with psychiatric conditions^39^. Thus, existing evidence supports that astrocyte cluster A7 contains a population of disease-enhancing astrocytes that promote inflammation and neuronal dysfunction in Arctic mice that is completely suppressed by inhibition of C5aR1 signaling, defining a previously undescribed disease-associated astrocyte that is induced only in the presence of C5aR1 signaling.

Astrocyte clusters were analyzed for genes associated with pan-reactive, A-1 neurotoxic, or A-2 astrocytes^34^. The WT-enriched clusters A1 and A2 had very low expression of reactive genes (Fig. 4d). In contrast, cluster A3, highly elevated in all Arctic samples regardless of PMX205 treatment as mentioned above, showed high expression of pan-reactive and A-2 astrocyte genes, demonstrating these as response to injury independent of C5aR1 signaling. 

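Over all astrocyte nuclei, the pan-reactive list (13 genes, among them *Gfap*, *Cd44*, *Serpina3n* and *Vim*) had a level of 3.29 ± 0.21 log2 CPM (SD, n = 6 wells) in WT-veh, 3.42 ± 0.13 in WT-PMX, 5.32 ± 0.19 in Arc-veh and 5.27 ± 0.25 in Arc-PMX (n = 6 each). It rose by 2.03 log2 units from WT-veh to Arc-veh, with every Arc-veh well above every WT-veh well (exact permutation test, two-sided p = 0.00216, adjusted p = 0.00433). The A-2 list, with 12 genes, rose by 0.86 (exact permutation p = 0.00216, adjusted p = 0.00433), and the A-1 list, with 11 genes, by 1.35 (exact permutation p = 0.00216, adjusted p = 0.00433). With PMX205 in Arc, the 3 lists changed by −0.06, −0.04 and −0.17 log2 units (exact permutation p = 0.680, 0.747 and 0.158, n = 6 each).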

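*Lcn2* had 0, 0, 4 and 16 counts over the astrocyte nuclei of WT-veh, WT-PMX, Arc-veh and Arc-PMX, *H2-T23* 3, 2, 7 and 3, and *H2-D1* 3, 10, 17 and 13, too few for edgeR's test in each case. *Cp* (ENSMUSG00000003617, chromosome 3 of GRCm38 from 19957054 to 20009145) had 2.98 ± 3.74 CPM (SD, n = 6 wells) in WT-veh, 53.9 ± 31.6 CPM in Arc-veh and 77.7 ± 41.1 CPM in Arc-PMX astrocytes (n = 6 each). Its log2 fold change was 3.80 between Arc-veh and WT-veh (standard error 0.55, edgeR adjusted p = 2.5e-06) and 0.42 between Arc-PMX and Arc-veh (standard error 0.29, edgeR adjusted p = 1.00).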

Interestingly, pan-reactive markers *Lcn2* and *Cp* (ceruloplasmin) were more highly expressed in Arc-PMX205 astrocytes compared to Arc-Veh, while A-1 genes *H2-T23* and *H2-D1* were strongly downregulated in Arc-PMX205 astrocytes. Overall, while the previously identified pan-reactive, A-1, and A-2 genes were enhanced in Arc astrocytes, PMX205 treatment substantially decreased only A1 *H2*-*T23* and *H2*-*D1*, and muted A-2 *Tm4sf1* and pan-reactive *Serpina3n*, *Cxcl10* and *S100a6* (Fig. 4e).

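*Tm4sf1* had 24 counts in Arc-veh and 25 in Arc-PMX astrocytes and *Cxcl10* 28 and 20, against 1 and 1 in WT-veh, too few for a test. *Serpina3n* had 2.19 ± 2.72 CPM (SD, n = 6 wells) in WT-veh, 53.9 ± 15.8 CPM in Arc-veh and 38.8 ± 23.3 CPM in Arc-PMX (n = 6 each). It changed by 4.96 log2 units with genotype (standard error 0.62, edgeR adjusted p = 1.4e-07) and −0.37 with PMX205 (standard error 0.30, edgeR adjusted p = 1.00). *S100a6* had 4.88 ± 4.21, 28.9 ± 11.8 and 22.9 ± 9.29 CPM (n = 6 each) and changed by 2.15 with genotype (edgeR adjusted p = 0.000603) and −0.42 with PMX205 (edgeR adjusted p = 1.00).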

To determine if earlier treatment with PMX205 would also mediate downregulation of reactive microglia and astrocyte genes, hippocampal mRNA from a younger (7 mo) cohort of Arc mice that was treated for 2–12 weeks prior to perfusion was assessed by qPCR (Supplementary Fig. 6). While starting PMX205 treatment at 4 mo of age for 12 weeks did not significantly affect hippocampal levels of microglial marker *Cst7* or *Itgax*, reduced levels of *Tyrobp* (*p* < 0.05), *Inpp5d* (*p* < 0.001), *Lcn2* (*p* < 0.001), *Tnf* (*p* < 0.05) and *Ccl4* (*p* < 0.01) were detected compared to non-treated Arc mice. Delaying the initiation of treatment and for a shorter period of time (6 weeks) did not result in a significant reduction of inflammatory gene expression, with the exception of the astrocyte gene *Lcn2*, although 2 weeks of treatment show rapid reduction of *Tyrobp, Lcn2* and*Ccl4* (*p* < 0.05, 0.01 and 0.056 respectively). While reduced expression of microglial genes with PMX205 treatment was generally consistent with single cell RNA-seq data, expression of reactive astrocyte marker *Lcn2* was decreased in the younger cohort treated from 4.5 to 7 months, but not in the Arc mice treated with PMX205 from 7.5 to 10 months. These data suggest that while earlier treatment may be beneficial, excessive glial activation (reflected here by *Tyrobp* and *Ccl4*, microglial and astrocyte dominant, respectively) can be mitigated even in later stages of the disease by C5aR1 inhibition.

### PMX205 treatment promotes neurotrophic and neuroprotective signaling pathways in Arctic mice

Given that C5aR1 inhibition has selective suppressive effects on glial gene expression in the hippocampus of Arctic mice, CellChat was used to infer the probability and strength of intercellular communications between different brain cell populations that were affected by inhibition of C5aR1 (Supplementary Fig. 7a–d). OPCs were the greatest contributor to cell-cell signaling regardless of genotype or treatment (Supplementary Fig. 7e–h), highlighting their role monitoring and responding to their environment^40^. The number of intercellular signals and the strength of those signals was greater in the Arctic mouse relative to the wildtype, and both the number and strength of interactions was reduced by inhibition of C5aR1 in the Arctic mouse (Supplementary Fig. 7i, j).

To further interrogate altered intercellular signaling, CellChat was used to plot predicted relative information flow of significantly altered pathways in Arc vs WT and in Arc vs Arc-PMX205 cells (Fig. 5). 

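CellChat's probabilities were not analysed here, and expression of genes for ligands is given instead. In astrocytes, *Angpt1* (ENSMUSG00000022309, chromosome 15 of GRCm38 from 42424723 to 42676977) had 151 ± 19.8 CPM (SD, n = 6 wells) in WT-veh and 477 ± 103 CPM (n = 6) in Arc-veh, a log2 fold change of 1.67 (standard error 0.15, adjusted p = 9.2e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pros1* had 24.9 ± 7.15 and 68.2 ± 13.2 CPM, a log2 fold change of 1.33 (standard error 0.25, edgeR adjusted p = 0.000109). *Agrn* had 82.4 ± 8.57 and 116 ± 39.2 CPM, a log2 fold change of 0.45 (edgeR adjusted p = 0.238). *Tnc* had 116 ± 57.5 and 71.0 ± 25.9 CPM, a log2 fold change of −0.48 (edgeR adjusted p = 0.349). *Fgf1* had 151 ± 34.0 and 101 ± 18.9 CPM, a log2 fold change of −0.60 (standard error 0.15, edgeR adjusted p = 0.00565). *Fgf2* rose by 0.93 (edgeR adjusted p = 0.0142), a call lost without WT-veh F2 (adjusted p = 0.0813) or WT-veh M1 (adjusted p = 0.0782), and *Fgf1* lost its call with nuclei named by their highest marker score (adjusted p = 0.134). In endothelial nuclei, *Cdh5* changed by −0.37 log2 units (n = 3 WT-veh and 5 Arc-veh wells, edgeR adjusted p = 0.999).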

Of the pathways that were significantly altered between WT and Arc cells (Fig. 5a), several were unique to the Arctic hippocampus and not found in WT cells, including Tenascin, ANGPT, FGF, MPZ, PROS, CDH5, and AGRN (Fig. 5b). The greater number of pathways observed in Arc compared to WT cells is reflected by higher relative number of interactions (Supplementary Fig. 7i). Other pathways relatively overrepresented in Arctic compared to WT include CLDN, FN1, VTN, SEMA4, Collagen, CDH, EGF, Laminin, MAG, and PTN. Conversely, the number of pathways that were suppressed in Arc cells compared to WT were very few (CSF, PECAM1, and NRG). Of the pathways that were unique to Arc cells, Tenascin, ANGPT, PROS, and AGRN were suppressed by C5aR1 antagonism, while FGF, MPZ, and CDH5 were further enhanced by treatment (Fig. 5b and Supplementary Fig. 7j). 

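Between Arc-PMX and Arc-veh astrocytes, *Angpt1* changed by −0.07, *Pros1* by −0.10, *Agrn* by −0.17 and *Tnc* by 0.21 log2 units (edgeR adjusted p = 1.00, 1.00, 1.00 and 1.00, n = 6 wells each). The change of *Tnc* leans on Arc-PMX F2, with 196 CPM against 41.5 to 84.5 CPM in the other Arc-PMX wells. *Fgf2* changed by 0.16 log2 units (edgeR adjusted p = 1.00), and *Cdh5* in endothelial nuclei by 0.91 (standard error 0.49, edgeR adjusted p = 0.998). Which pathways CellChat finds in these groups was not analysed here.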

We identified three additional pathways that were unique to Arc-PMX205 cells, which were SEMA7, TGFß, and BMP.

**Fig. 5:**
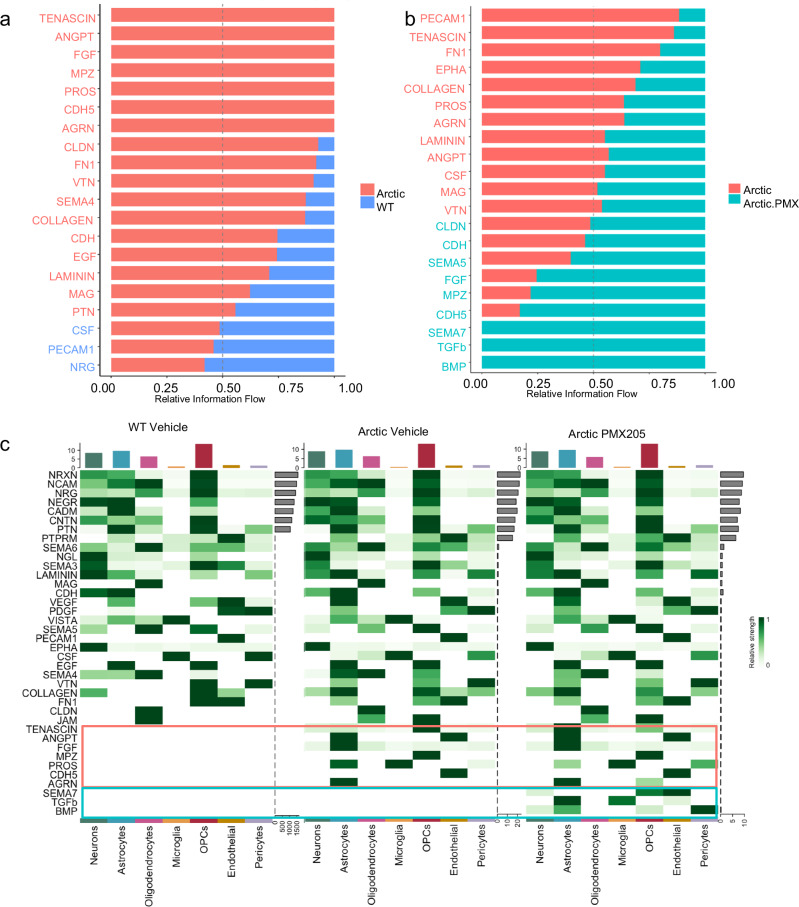
Relative information flow of pathways significantly enhanced or suppressed in Arctic mice and altered by PMX205 treatment. **a** Relative information flow of pathways that are differentially expressed between WT-veh (blue) and Arc-veh (salmon). **b** Relative information flow of differential pathways in Arc-veh (salmon) and Arc-PMX (teal). **c** Cellular senders of differential pathways in WT-veh (left), Arc-veh (middle), and Arc-PMX (right).

Interestingly, the majority of signaling that was enhanced in Arctic cells compared to WT cells derived from astrocytes (Fig. 5c). These included ANGPT, FGF, PROS, and AGRN (Fig. 5c, orange boxes). PROS signaling was also observed from microglia (Fig. 5c). However, PMX205 treatment enhanced some signaling pathways derived from astrocytes (Fig. 5c, blue boxes), including BMP and TGFß, as well as from OPCs and endothelial cells, all demonstrating the broad downstream effects of inhibition of C5aR1. 

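In microglial nuclei, *Pros1* had 407 ± 47.8 CPM (SD, n = 4 wells) in WT-veh, 542 ± 96.3 CPM (n = 6) in Arc-veh and 456 ± 65.1 CPM (n = 6) in Arc-PMX. A transcript was found in 32.8% of 1516 microglial nuclei, against 5.60% of 26342 neuronal nuclei with a higher median depth (7653.5 against 1007.5 transcripts). Its log2 fold change was 0.38 between Arc-veh and WT-veh and −0.23 between Arc-PMX and Arc-veh (edgeR adjusted p = 0.434 and 1.00).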

Many pathways were preserved between Arc-Veh and Arc-PMX205 cells. These pathways play important roles in cell adhesion and are known to bind to the extracellular matrix (NCAM, NRXN, NRG, CADM, NEGR, CNTN, and PTN) to allow for synaptic stabilization and organization (NRXN, NRG, and PTN) (Supplementary Fig. 8). The specific ligand-receptor interactions between different cell types were also defined to determine the senders and receivers of specific signaling pathways influenced by treatment of Arc mice with PMX205 (Supplementary Fig. 9). For example, we identified enhanced FGF1 signaling from Arc-PMX astrocytes to neurons, microglia, oligodendrocytes, OPCs, endothelial cells, pericytes, and other astrocytes (Supplementary Fig. 9).

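*Fgf1* (ENSMUSG00000036585, chromosome 18 of GRCm38 from 38838673 to 38929472) had 102 ± 22.7 CPM (SD, n = 6 wells) in Arc-PMX astrocytes, a log2 fold change of 0.04 from Arc-veh (standard error 0.15, edgeR adjusted p = 1.00) and −0.56 from WT-veh (edgeR adjusted p = 0.0106). A transcript of it was found in 19.3% of 5437 astrocyte nuclei, 11.0% of 4155 oligodendrocyte nuclei and 5.07% of 26342 neuronal nuclei, with median depths of 1771, 1125 and 7653.5 transcripts.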

### PMX205 preserves beneficial glial responses to injury

Immunohistochemistry was used to assess plaque, microglia, and astrocyte markers in the hippocampus of the PMX205-treated vs untreated WT and Arctic mice. No differences in the pan-microglial marker Iba1 or in CD11b and CD11c, which make up part of the integrin receptors CR3 and CR4, respectively, were detected in the hippocampus between Arc-Veh and Arc-PMX (Fig. 6a–e). Additionally, no change in C5aR1 reactivity was noted with PMX205 (Supplementary Fig. 10) similar to that reported in other models^18^. Thus, combined with gene expression data above, C5aR1 inhibition in the Arc mouse selectively suppresses upregulation of some disease-associated microglial genes while having little effect on an increase of others, at least some of which may have beneficial roles (*Itgax*^41^).

**Fig. 6:**
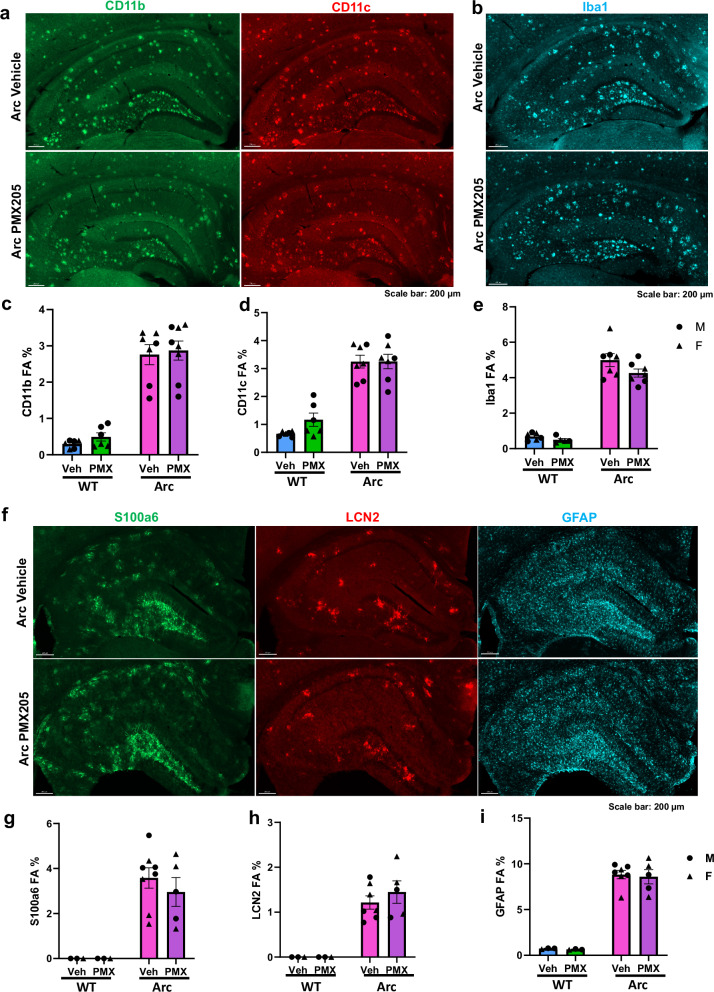
PMX205 does not prevent all glial responses to injury. Representative images of dorsal hippocampus stained for CD11b (A, left)and CD11c (**a** right) and Iba1 (**b**) in Arc-veh (top panel) and Arc-PMX (bottom panel) 10X magnification, scale bar 200 μm. **c–e** Quantification of percent field area (FA %) of WT-veh, WT-PMX, Arc-veh, and Arc-PMX for CD11b (**c**), CD11c (**d**), and Iba1 (**e**). **f** Representative images of dorsal hippocampus stained for S100a6 (left), LCN2 (middle), and GFAP (right) in Arc-veh (top panel) and Arc-PMX (bottom panel) 10X magnification, scale bar 200 μm. Quantification of FA% of WT-veh, Arc-veh, and Arc-PMX for S100a6 (**g**), LCN2 (**h**), and GFAP (**i**). Males (circles) and females (triangles) are designated in all graphs. Data shown as mean ± SEM of 3-4 images per mouse. Two-way ANOVA, *n* = 3-8 mice/genotype/treatment (CD11b, *n* = 6 WT-veh, *n* = 6 WT-PMX, *n* = 7 Arc-veh, *n* = 8 Arc-PMX. CD11c, *n* = 6 WT-veh, *n* = 6 WT-PMX, *n* = 7 Arc-veh, *n* = 7 Arc-PMX. Iba1, *n* = 6 WT-veh, *n* = 5 WT-PMX, *n* = 7 Arc-veh, *n* = 7 Arc-PMX. S1006a *n* = 3 WT-veh, *n* = 3 WT-PMX, *n* = 8 Arc-veh, *n* = 5 Arc-PMX. LCN2 *n* = 3 WT-veh, *n* = 3 WT-PMX, *n* = 7 Arc-veh, *n* = 5 Arc-PMX. GFAP *n* = 3 WT-veh, *n* = 3 WT-PMX, *n* = 7 Arc-veh, *n* = 5 Arc-PMX.).

PMX205 treatment had no effect on hippocampal GFAP levels (Fig. 6f–i, Supplementary Fig. 11). C3 staining showed a trend for an increase upon PMX205 treatment correlating the RNA-seq data (Supplementary Fig. 11). There was variability in the S100a6 and LCN2 field area % in the hippocampus, but no statistically significant difference between Arc and Arc-PMX (Fig. 4f–h), demonstrating a narrow, targeted effect on astrocyte polarization. Finally, mice that were treated from 7.5 to 10 months did not have a reduction in fibrillar plaque staining (Supplementary Figs. 11 and 12), indicating that inhibition of C5aR1 signaling, while reducing detrimental gene expression, does not reduce plaque load in this aggressive model, demonstrating that it is the glial response to the plaque that dominates progression to impairment.

### Inhibition of C5a-C5aR1 signaling protects short-term spatial memory in female Arctic mice

To determine if the altered hippocampal signaling induced by C5aR1 inhibition is associated with hippocampal-dependent memory in Arc mice, we used the Y maze spatial reference test (Fig. 7) to test male and female mice. Female Arc mice spent significantly less time exploring the novel, previously blocked arm of the Y maze compared to WT mice (19% vs 29%, *p* = 0.025). However, this deficit was eliminated in female Arc mice treated with PMX205, who spent 47% of the trial in the novel arm and significantly outperformed Arc-Veh mice (*p* = 0.0014) (Fig. 7b). Male Arc mice did not show a deficit in spatial memory in the Y maze, with most male mice exploring the novel arm 40-44% of the time allotted (Fig. 7c), suggesting that in this cohort disease progression and the onset of memory deficits is slower in male Arctic mice. The deficit in hippocampal-dependent memory in female Arc mice (prevented by C5aR1 antagonism) compared to male mice is consistent with the overexpression of DAM1 genes in microglia derived from female Arc mice compared to male Arc mice (Supplementary Fig. 3).

**Fig. 7:**
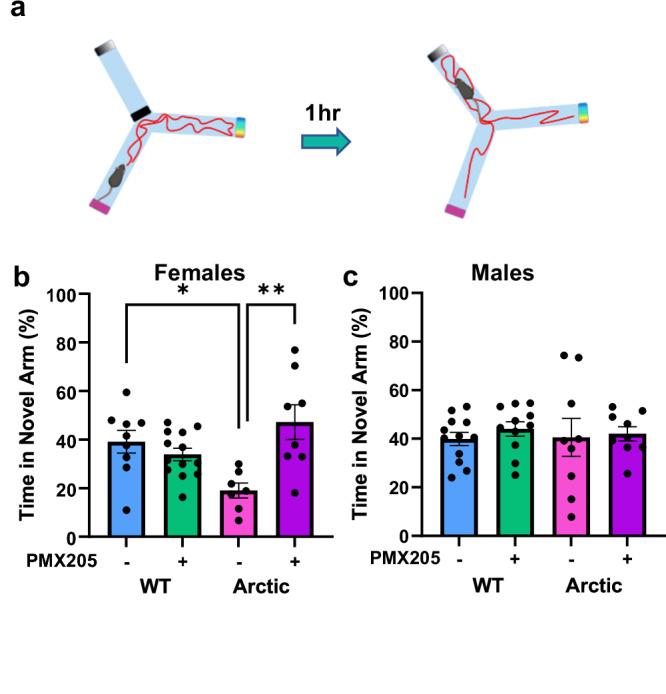
PMX205 protects against spatial memory deficits in Arctic females. **a** Overview of Y maze experiment completed at 10 months of age. Time spent in the novel arm during the test trial in females (**b**) and males (**c**). Data shown as mean ± SEM. *p < 0.05; **p < 0.01, Two-way ANOVA with Tukey’s *post hoc*. WT-veh vs Arc-veh, *p* = 0.0253; Arc-veh vs Arc-PMX, *p* = 0.0014. *N* = 12M9F (WT-veh), 11M13F (WT-PMX), 9M7F (Arc-veh) and 9M8F (Arc-PMX).

Finally, plasma NfL levels were measured before and after PMX205 treatment as a biomarker for axonal injury. Surprisingly, PMX205 treatment did not alter plasma NfL levels in Arc mice compared to untreated mice (Fig. 8a). To determine if earlier onset of treatment would yield a stronger effect, we assessed plasma NfL in our smaller cohort of younger Arc mice treated for 2, 6, or 12 weeks (4.5–6.5 months to 7 months of age) with PMX205. In this younger cohort, Arc- H_2_O mice had higher levels of NfL compared to WT mice at 7 months of age (p < 0.0001) and compared to their pretreatment levels (at 4.5 months). Treatment with PMX205 for 2- (*p* < 0.05), 6- (*p* < 0.01), or 12- (*p* = 0.13) weeks prevented this time-dependent increase (Fig. 8b). Thus, C5aR1 antagonism may be most beneficial when started at early stages of plaque accumulation.

**Fig. 8:**
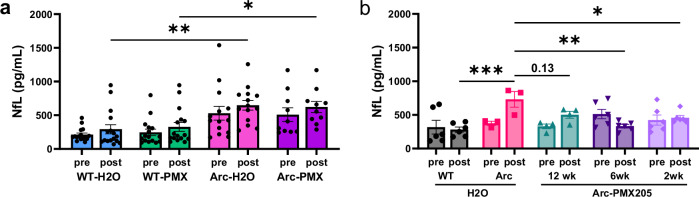
Early treatment with PMX205 suppresses neurofilament light levels in plasma of Arc mice. **a** Plasma NfL levels of WT and Arctic mice before (pre) and after (post) PMX205 or water treatment from 7.5 to 10 months. **b** Plasma NfL levels in WT and Arc pretreatment and at 7 mo after (post) PMX205 treatment for 2, 6, or 12 weeks. Data shown as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001, Repeated measures Two-way ANOVA with Tukey’s post hoc, WT-H_2_O (post tx) vs Arc- H_2_O (post tx) *p* = 0.002; WT-PMX (post tx) vs Arc-PMX (post tx) *p* = 0.0316. N = 16 (WT- H_2_O), 16 (WT-PMX), 14 (Arc- H_2_O) and 10 (Arc-PMX) (**a**) and Sidak’s post hoc, Arc vs WT, *p* = 0.0004; Arc vs Arc-PMX 12 wk *p* = 0.13; Arc vs Arc-PMX 6 wk *p* = 0.0018; Arc vs Arc-PMX 2 wk *p* = 0.0486. N = 6 (WT- H_2_O), 3 (Arc- H_2_O), 4 (Arc-PMX 12 wk), 6 (Arc-PMX 6 wk), and 6 (Arc-PMX 2 wk) (**b).** Males and females were included in both studies with no apparent sex differences evident in any genotype/treatment group.

## Discussion

Complement activation contributes to proper synaptic connectivity and plasticity during development as well as in adults^42–44^. However, with age and injury, complement pathway components are induced in the brain and when activated can lead to excessive synaptic pruning, neuroinflammation and cell death^11,45^. Activation of the classical complement pathway can be triggered by interaction of C1q in the C1 complex by fibrillar Aβ plaques, neurofibrillary tangles as well as the exposure of damage-associated molecular patterns on neuronal cell surfaces^46–49^, all of which can lead to downstream production of C5a, C3a and C5b-9. In brain, C5aR1 and C3aR are prominently induced in microglia in response to injury (reviewed in ref. ^50^). If complement is activated and C5 is present locally to enable production of C5a, C5aR1 signaling can initiate pro-inflammatory patterns of gene expression. Here, we demonstrate that pharmacologic inhibition of C5a-C5aR1 signaling even after substantial plaque accumulation improved cognitive outcomes in the aggressive Arctic mouse model of AD, decreased transcription of disease-enhancing microglial genes while retaining protective gene expression and altered astrocyte polarization.

Inhibition of C5aR1 signaling has been shown to suppress several parameters of glial activation in the slower progressing Tg2576^21,22^ and 3xTg^22^ AD mouse models. However, in those models C5aR1 inhibition decreased amyloid plaque accumulation by 50%. Here, in the more aggressive Arctic model, plaque load does not change upon inhibition of C5aR1, allowing a distinction between C5a-C5aR1-induced effects on the cellular response to amyloid pathology versus the plaque-induced effects that are independent of C5aR1 (Supplementary Fig. 13). In addition, in a more translationally relevant pharmacologic inhibition of C5a-C5aR1 signaling, versus previous studies with genetic ablation of C5aR1^20,51^, cognitive outcomes improved even when treatment was started well after the accumulation of amyloid, consistent with the hypothesis that inhibition of C5aR1 dampens detrimental amyloid-induced inflammatory responses. Here both single cell RNA-seq of microglia and single nuclei RNA-seq (used to obtain information about other cell types) provide insight on communication among hippocampal cellular subtypes as well as the molecular basis for the neuroprotective effects that result from inhibition of C5a-C5aR1 signaling.

Importantly, specific and previously undefined microglial and astrocyte clusters were identified as displaying consequences of the expression of the APP transgene that were C5aR1-independent and those that were dependent on C5aR1 signaling. Microglia clusters M4 and M9 were C5aR1-dependent and expressed genes that detrimentally modulated synapse pruning, microglial activation, cognition and cell death, whereas clusters M3 and M8 which had high expression of genes previously characterized as DAM-2 genes were induced in the Arctic without C5aR1 input (C5aR1-independent), and may have repair or restorative functions which are advantageous to maintain, rather than suppressed by more globally targeting strategies. In addition, M2, which contributes to organization of synapses, is suppressed in C5aR1-sufficient Arctic mice but is rescued by C5aR1 inhibition. These findings, that C5aR1 antagonism in Arc mice enhances pathways associated with synaptic plasticity and learning, importantly provide a mechanistic basis for the wide range of human and mouse studies demonstrating that some microglial responses are attempts to protect from injury and should not be inhibited (reviewed in refs. ^52,53^).

While differences were not as extensive in astrocytes, astrocyte clusters were differentially affected by the Arctic pathology and inhibition of C5aR1. For example, astrocyte cluster A6, a neuronal supportive cluster associated with axon guidance and synapse transmission, was suppressed in Arctic, but rescued with inhibition of C5aR1 signaling. Secondly, A3 astrocytes, expressing disease-mitigating genes, were induced in response to the APP transgene regardless of C5aR1 function (C5aR1-independent and therefore not negatively affected by PMX205). Finally, A7, disease-enhancing astrocytes, was induced in the Arctic mouse but completely absent in Arctic treated with PMX205, i.e. was C5aR1 dependent. Disease-specific changes in astrocyte gene expression have also been reported in snRNA-seq data from human AD samples^54^. Astrocyte activation has long been proposed to have positive effects in the CNS response to injury^55^. The data here are consistent with a model in which C5aR1-induced signals generated by microglia influence the activities of nearby astrocytes. Interestingly, *C3* expression, previously labeled as an “A-1” disease-associated astrocytic protein^34^, while increased as expected in the Arctic mouse, is further increased by inhibition of C5aR1. 

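In astrocyte nuclei, *C3* (ENSMUSG00000024164) had 42.7 ± 27.3 CPM (SD, n = 6 wells) in Arc-PMX, a log2 fold change of 0.13 from Arc-veh (standard error 0.32, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which stayed between −0.10 and 0.35 with each well left out. A transcript of *C3* was found in 2.63% of 5437 astrocyte nuclei and 0.0721% of 26342 neuronal nuclei.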

While often considered as enhancing inflammation and excessive synapse pruning due to extracellular complement activation, a role for intracellular C3 as a metabolic regulator for cells of the immune system has been documented^56^. It has been hypothesized that glial-derived C3 may be involved in intracellular signaling and/or metabolic reprogramming^57^ such that induction of astrocyte C3 under stress conditions (and thus a “disease associated” astrocyte protein) may very well have beneficial/mitigating effects, particularly if it enhances metabolism and thus supports astrocytic neuroprotective roles.

Although not the primary objective of this study, the single nucleus RNA-seq clearly demonstrated upregulation of individual complement proteins in specific clusters of cell type subsets that are induced by pathology. 

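In oligodendrocyte nuclei, *C4b* had 68.2 ± 61.1 CPM (SD, n = 6 wells) in WT-veh, 92.8 ± 35.0 CPM in WT-PMX, 1358 ± 706 CPM in Arc-veh and 1249 ± 334 CPM in Arc-PMX (n = 6 each). The log2 fold change was 4.04 between Arc-veh and WT-veh (standard error 0.28, adjusted p = 1.8e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 3.73 and 4.27 with each well left out, and −0.12 between Arc-PMX and Arc-veh (adjusted p = 1.00). A transcript was found in 35.9% of 4155 oligodendrocyte nuclei (median 1125 transcripts), 43.0% of astrocyte nuclei and 20.3% of 1293 OPC nuclei (median 2270 transcripts), against 1.45% of microglial nuclei.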

*C1q* was predominantly induced in M4 microglia, *C3* in A3 and A10 astrocytes, and *C4b* (the mouse *C4* gene) in both astrocytes and oligodendrocytes, supporting earlier reports of these individual components^34,58–61^. C5 (*Hc*) was detected in our samples at very low levels and in a small number of neurons and astrocytes, as reported by others^16,61–63^. In contrast, almost all clusters of neurons expressed the complement control proteins *Csmd1* and *Csmd2* (and captured OPCs), suggesting a cell autonomous regulation of complement activation by neurons. Both *Csmd1* and *Csmd2* variants have been associated with multiple disorders including those associated with cognition^64–66^.

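Transcripts of *Hc* (ENSMUSG00000026874, chromosome 2 of GRCm38 from 34983331 to 35061438) were found in 20 of 26342 neuronal nuclei (0.0759%, 95% Clopper-Pearson interval 0.0464% to 0.117%) and 13 of 5437 astrocyte nuclei (0.239%, 0.127% to 0.409%). They were also found in 16 of 980 ependymal-like or choroid plexus-like nuclei (1.63%) and 4 of 1293 OPC nuclei. None were found in 4155 oligodendrocyte nuclei, which allows a share of nuclei with a captured transcript of up to 0.0722%, or in 1516 microglial nuclei, which allows up to 0.198%. Intervals and limits cover counting error alone, and free RNA can give single transcripts in nuclei of another type.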

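A transcript of *Csmd1* was found in 99.8% and one of *Csmd2* in 94.2% of the 1293 OPC nuclei. In microglial nuclei, with a median of 1007.5 transcripts, the shares were 27.4% and 4.16%, and the part that free RNA of neurons adds was not tested.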

While *C5ar1* expression is dominant in activated microglia and peripheral myeloid cells, CellChat analysis of hippocampal snRNA-Seq data revealed that inhibition of C5a-C5aR1 signaling affected several intercellular pathways associated with not only microglia, but also astrocytes and oligodendrocytes, consistent with a complex cellular phase of AD initiated by C5aR1-induced secreted mediators^67^, that may be blunted by this targeted approach in multiple subtypes of AD^4,5^. CellChat revealed that PMX205 treatment in Arc mice promoted signaling of fibroblast growth factors (FGFs) from astrocytes. FGFs comprise a large family of polypeptides that are essential for cell development, maintenance, and repair^68^. FGFs promote astrocyte differentiation and proliferation^69^. In models of spinal cord injury, FGF2 is secreted by astrocytes to signal back to other astrocytes for regulating astrogliosis and promoting structural changes in glia, and promotes survival of OPCs^69^. FGF2 has been shown to be downregulated in the prefrontal cortex of AD patients^70^. In the APP23 mouse model of AD, overexpression of FGF2 is neuroprotective, restoring hippocampal-dependent spatial memory and reducing levels of Aβ and the APP cleaving enzyme (BACE)^70^. Attenuation of cognitive decline by FGF may involve stimulation of hippocampal neurogenesis^71^. However, in vitro studies show that glutamate- or oligomeric Aβ-induced toxicity promotes FGF2 secretion by neurons, and this event promotes microgliosis and phagocytosis of neuronal debris^72^.

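In astrocyte nuclei, *Tgfb2* (ENSMUSG00000039239, chromosome 1 of GRCm38 from 186622792 to 186705989) had 91.4 ± 24.1 CPM (SD, n = 6 wells) in WT-veh, 89.5 ± 17.8 CPM in Arc-veh and 107 ± 25.9 CPM in Arc-PMX (n = 6 each), with 157 CPM in the well Arc-PMX F2. Its log2 fold change was 0.29 between Arc-PMX and Arc-veh (standard error 0.16, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.13 between Arc-veh and WT-veh (adjusted p = 0.758).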

TGFβ2 signaling from astrocytes to microglia and endothelial cells was also enhanced in PMX205-treated Arctic mice. TGFβ is a super family of proteins that includes TGFβ, BMPs, and activins. TGFβ binding to its receptor activates SMAD3, which promotes amyloid-β uptake and iNOS production by microglia and astrocytes, respectively^73^. TGFβ signaling is important for microglial development and promotes expression of quiescent microglial genes including *P2ry12, Fcrls*, and *Sall1*^73^. Furthermore, microglia act via TGFβ to promote hippocampal neurogenesis in inflammatory or neurodegenerative contexts^74^. Cell-cell communication from pericytes to astrocytes was increased in Arc mice with PMX205 treatment relative to vehicle-treated Arc mice as is the BMP pathway, supporting the possibility that with C5aR1 inhibition, pericytes send trophic or survival factors, such as BMP5, to astrocytes. 

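In pericyte nuclei, *Bmp5* (ENSMUSG00000032179, chromosome 9 of GRCm38 from 75775364 to 75900310) had 378 ± 166 CPM (SD, n = 3 wells) in WT-veh, 365 ± 275 CPM (n = 2) in WT-PMX, 665 ± 369 CPM (n = 4) in Arc-veh and 751 ± 267 CPM (n = 4) in Arc-PMX. The log2 fold change was 0.31 between Arc-PMX and Arc-veh (standard error 0.61, adjusted p = 0.996 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.80 between Arc-veh and WT-veh (adjusted p = 0.874). A transcript was found in 25.6% of 313 pericyte nuclei and 25.3% of 419 fibroblast nuclei, against 0.323% of neuronal nuclei.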

Based on snRNA-Seq, CellChat predicts BMP5 signaling to be present in pericytes isolated from Arc-PMX hippocampi, with signaling directed towards astrocytes, neurons, and OPCs. Notably, this pathway was absent in Arc-Veh cells. Finally, evidence from preclinical models of ischemic stroke suggest that reactive astrocytes upregulate expression of tenascin to inhibit proliferation, possibly as a self-limiting mechanism^75^. The shift of tenascin signaling from OPCs to astrocytes in the Arc-PMX205 cells, in addition to FGF signaling, suggests that inhibition of C5aR1 promotes a return to homeostatic state in astrocytes exposed to amyloid pathology.

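*Tnc* had 85.5 ± 56.2 CPM (SD, n = 6 wells) in Arc-PMX astrocytes. *Tnr*, which encodes tenascin-R, changed in OPC nuclei by −0.03 log2 units from WT-veh to Arc-veh and by 0.05 from Arc-veh to Arc-PMX (edgeR adjusted p = 0.974 and 0.999, n = 6 each).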

The complete genetic knock out of C5aR1 results in protection from loss of spatial memory^51^ and rescues region specific pre-synaptic loss^45^ in AD models. The results presented here show that pharmacologic inhibition of C5aR1 in adult mice with substantial amyloid plaque load can also protect against hippocampal-dependent spatial memory deficits, highlighting its potential as a therapeutic target to slow or ameliorate cognitive decline in adults. While suppression of plasma NfL, a biomarker of neuronal injury, was noted at 7 months of age after 2-12 weeks of PMX205 treatment, unexpectedly, plasma NfL at 10 months of age was not impacted by C5aR1 inhibition. Thus, C5aR1 inhibition via PMX205 may be most effective if initiated at earlier stages of the disease for maximum effect, consistent with changes in human AD microglial states with disease progression^7^.

C5aR1 has become a target of interest for several neuroinflammatory conditions^76–78^. Clinical and preclinical studies reported increased complement proteins in the brain and CSF in amyotrophic lateral sclerosis, stroke, epilepsy, traumatic brain injury, multiple sclerosis, and Alzheimer’s disease (reviewed in refs. ^8,12^). Importantly, evidence supports that the less understood C5a receptor 2 (C5aR2) prevents lesion formation and promotes recovery after spinal cord injury^31^. Thus, targeting the pro-inflammatory receptor C5aR1 would be more beneficial than targeting the ligand C5a, which may interact with C5aR2 to promote healing. It is critical to note that complement is an important protective system against infection, and in clearing dead cells and debris^79^, and thus complete long-term inhibition of the system especially C1q through C3, while also blocking the downstream generation of C5a, would have significant immunocompromising effects. The 2021 FDA approval of the small molecule C5aR1 antagonist, avacopan (Tavneos) for treatment of the peripheral disorder, antineutrophil cytoplasmic antibody-associated vasculitis, as well as earlier small studies of PMX53 in humans, suggests a lack of toxicity when blocking this receptor in humans although with the possible reduced response to systemic candidemia^27,80^. Whether the newly approved avacopan or PMX205 will be effective in substantially slowing the progression of cognitive decline in Alzheimer’s disease or other neurodegenerative disorders awaits human clinical trials.

In summary, treatment with PMX205 when plaque accumulation is robust was sufficient to attenuate the inflammatory response to the plaques and preserve short-term spatial memory. Unique clusters of microglia and astrocytes were identified as being C5aR1-dependent, while other beneficial clusters induced in the present of amyloid plaques were C5aR1-independent and thus not affected by treatment with the antagonist. Assessment of RNA expressed by other brain cell types supports extensive communication between cell types that is also modulated by C5aR1 in the context of amyloidosis. Supported by observations from several animal models and positive effects in humans, it can be concluded that inhibition of C5aR1 reduces inflammatory responses while preserving protective functions of complement activation. Thus, targeting C5aR1 has high potential for treatment of neurodegenerative diseases, and therefore is a promising candidate for clinical trials in disorders such as AD.

## Methods

### Animals

The Institutional Animal Care and Use Committee of University of California at Irvine granted ethical approval for all animal procedures (#AUP-21-132). Experiments were performed according to the NIH Guide for the Care and Use of laboratory animals. Mice were single housed in ambient temperature and given access to food and water *ad libitum*. The Arctic48 mouse model of AD (hereafter referred to as Arc), which carries the human APP transgene with three mutations – the Indiana (V717F), the Swedish (K670N + M671L), and the Arctic (E22G), was generated on a C57BL6/J background and originally provided by Dr. Lennart Mucke (Gladstone Institute, San Francisco, CA). Mice were crossed with C57BL6/J wild-type (WT) mice to create Arc+/− and Arc−/− (WT) mice. The Arctic48 APP mutation results in rapid fibrillar formation, a conformation that is more stable and/or difficult to clear. As a result, this hemizygous mouse model produces fibrillar plaques as early as 2–4 months of age^20,81^.

### PMX205 treatment

C5aR1 antagonist PMX205 (Mimotopes, Victoria, Australia) was diluted in MilliQ H_2_O to a final concentration of 20 µg/ml. To fully solubilize PMX205 from powder form, we dissolved 5 mg in 1 mL of MilliQ H_2_O, then diluted to the final concentration. Drinking bottles were filled with 100 mL of PMX205 or vehicle (MilliQ H_2_O) and were weighed and refilled weekly. Mice were single housed throughout treatment in order to calculate drug consumption for each mouse. Mice were also weighed weekly to detect potential toxic effects of PMX205 treatment.

In a smaller pilot experiment, Arc mice were treated with PMX205 via drinking water for 2, 6, or 12 weeks beginning at 6.5, 5.5 or 4.5 months of age, respectively to detect biomarker changes. A cohort of age-matched WT and Arc mice were untreated and used as controls. For all cohorts, plasma samples were collected prior to treatment by submandibular puncture under anesthesia and at perfusion via cardiac puncture. Brains were perfused and collected for IHC, and hippocampi were dissected for RNA-seq and qPCR assays.

### Y maze spatial reference test

Mice were subjected to behavioral testing following PMX205 or vehicle treatment at 10 months of age. Female mice were tested before male mice, and equipment was thoroughly cleaned or changed between sex groups to eliminate odor cues. The Y maze test for spatial memory reference was adapted from ref. ^82^ to measure short-term hippocampal-dependent spatial memory. Briefly, mice were placed into an arm of a three-armed maze, with one of the arms blocked off and given 5 min to explore, after which mice were placed back in their home cages. After a 1-h intertrial interval, the block from the third arm was removed, and mice were again given 5 min to explore freely. Time spent in each arm was tracked with Noldus EthoVision. We compared total time spent in the novel arm between groups and preference for the novel arm over the two familiar arms within groups with Two-way ANOVA and Tukey’s post hoc test. This test took place in normal (200 Lux) lighting. The ends of each arm had distinct visual patterns so that mice could distinguish between a novel and familiar arm. The mazes were cleaned with 70% ethanol and dried thoroughly after each trial.

### Neurofilament light assay

Blood was collected before treatment via submandibular puncture and before perfusion via cardiac puncture for plasma isolation. Blood was immediately mixed with 0.2 M EDTA to a final concentration of 10 mM and centrifuged at 2400 × *g* (Eppendorf Centrifuge) for 10 minutes at 4 °C. Supernatant (plasma) was collected and stored in −80 °C until use. To measure plasma neurofilament light (NfL) levels, the MesoScale Diagnostics NfL kit (F217X-3) was used following manufacturer’s instructions. Samples were assessed in duplicate.

### Microglia isolation and fixation

Mice were deeply anesthetized with isoflurane, perfused transcardially with HBSS (without Ca^2+^, Mg^2+^) and half brains dissected to separate cortex and hippocampi^21^. Half hippocampi from 2–3 mice of the same sex, genotype and treatment were pooled per sample for processing in HBSS with an inhibitor cocktail to prevent artificial microglial activation (actinomycin D 5 μg/ml, anisomycin 27.1 μg/ml, and triptolide 10 μM)^83^ (3 samples per sex/genotype/treatment). To isolate microglia from hippocampi, we followed manufacturer protocols from Miltenyi Biotech^21,83^. Briefly, cells were incubated with anti-CD11b beads, and labeled microglia were collected in LS columns and then eluted from the columns. Microglia were centrifuged at 500 × *g* for 10 min at 4 °C, resuspended in 375 µL of cell buffer from the kit with 0.5% BSA, and counted before continuing to the cell fixation protocol provided by Parse Biosciences (V1.3.0). After incubation in cell permeabilization solution, 2 mL of cell neutralization buffer were added to each sample and they were centrifuged at 500 × *g* for 10 minutes at 4 °C. Pellets were resuspended in cell buffer with DMSO (1:20 dilution), counted again, aliquoted, and stored at −80 °C until ready for barcoding.

### Nucleus isolation and fixation

Nucleus isolation was done with Nuclei Extraction Buffer (Miltenyi Biotech 130-128-024) following manufacturer’s instructions. Briefly, perfused half hippocampi (3 per sex/genotype/treatment) were collected and frozen at −80 °C until use. Frozen hippocampi were placed directly into C-tubes with 2 mL lysis buffer (Nuclei Extraction Buffer with 0.2 U/µL RNase inhibitor) and processed in the Miltenyi gentleMACS^TM^ Octo Dissociator. Nuclei were passed through a 70 µm SmartStrainer. An additional 2 mL of lysis buffer was added to the C-tubes and passed through the strainer to capture more nuclei. Samples were then centrifuged at 350 × *g* at 4 °C for 5 min. Nuclei were resuspended in 1.5 mL of resuspension buffer (PBS with 0.1% BSA and 0.2 U/µL RNase inhibitor), passed through a 30 µm filter, and counted before proceeding to nuclei fixation protocol (Parse Biosciences V1.3.0). 4 million nuclei were collected from the stock of each sample preparation, centrifuged, and resuspended in 750 µL nuclei buffer with 0.75% BSA (Parse Biosciences). Samples were passed through a 40 µm filter, incubated in nuclei fixation solution for 10 min on ice, followed by incubation in nuclei permeabilization solution. 4 mL of nuclei neutralization buffer were added to each sample, and they were centrifuged at 500 × *g* for 10 min at 4 °C. Pellets were resuspended in nuclei buffer with DMSO (1:20), frozen and stored at −80 °C.

### Barcoding and library preparation for single cell and single nuclei RNA-seq

The Evercode Whole Transcriptome (WT) kit (Parse Biosciences V1.3.0) was used to prepare single nucleus and single cell microglia libraries for RNA-seq. Forty-eight samples (24 single cell and 24 single nucleus) diluted to 525 cells or nuclei/µL were each loaded onto a separate well in a 96-well plate provided by Parse Biosciences for initial barcoding. Following reverse transcription and barcoding, all SC and SN samples were pooled and incubated in ligation mix for a second round of barcoding. The pooled cells were then redistributed to a 96-well plate. This step was repeated once more for a total of 3 barcoding cycles. The cell/nuclei mix was then pooled again and counted to calculate final concentration. After cell counting, 7 separate aliquots of 12,500 cells or nuclei per sublibrary were processed in parallel, for a combined 87,500 cells/nuclei total. For each sublibrary, cells/nuclei were lysed, barcoded cDNA was amplified, fragmented, and a unique sublibrary index was added prior to sequencing. The seven sublibraries were sequenced on a single NextSeq2000 (Illumina) sequencing run for an average of 10902reads/cell. 

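Over the 47709 cells and nuclei that passed the filters, the files give 14077 reads per cell on average, with 2236 per single cell and 15109 per nucleus.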

Resulting Fastq files and data matrices were deposited in GEO with the accession ID GSE240950.

### RNA-seq processing and data analysis

Fastq files were processed using the Parse short-read split-pipe pipeline^84^. Doublets were removed using Scrublet^85^. 

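Scrublet's automatic threshold marked 182 of 45138 nuclei (0.403%) and 30 of 3831 single cells (0.783%), with thresholds that differed widely between sublibraries. A fixed Scrublet score of 0.25, chosen after these thresholds had been seen, marked 1252 nuclei (2.77%) and 8 single cells (0.209%), and these were removed.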

Cells and nuclei were filtered using different metrics from the matrices generated. Cells were filtered for more than 300 UMIs, <10% mitochondrial reads, <50,000 counts and >300 genes. 

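By these filters, 5297 barcodes of the single-cell wells had more than 300 transcripts, 5184 of them also under 10% mitochondrial transcripts, 5183 under 50000 transcripts and 3831 more than 300 genes.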

Nuclei were filtered for more than 300 UMIs, <1% mitochondrial reads, <50,000 counts and > 400 genes. 

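Of the barcodes of single-nucleus wells, 62911 had more than 300 transcripts, 56729 of them also under 1% mitochondrial transcripts, 56464 under 50000 transcripts and 45138 more than 400 genes.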

Then, the cells and nuclei were integrated with Seurat. In downstream analyses, normalization and clustering were calculated using Seurat SCTransform and Leiden algorithms, respectively^86^. Wilcoxon Rank Sum test was performed to identify differentially expressed genes between two or more groups of cells. *P* value adjustment was performed using Bonferroni correction based on the total number of genes in the dataset. Gene ontology (GO) analysis was performed for each Seurat cluster using Metascape^87^ by inputting cluster genes with adjusted *p* value <0.05. Intercellular communication between clusters of cells was inferred using CellChat^88^. Sequencing data is freely available in GEO with the accession ID GSE240950. Codes are available on GitHub (https://github.com/heidiiliang/R-code-for-ArcPMX205/tree/main).

### Quantitative PCR

Frozen hippocampi from 7 mo WT (*n* = 6) and Arc H_2_O controls (*n* = 4), and Arc mice treated for 2 (*n* = 6), 6 (*n* = 6), and 12 (*n* = 5) weeks with PMX205 were pulverized using mortar and pestle for RNA quantification of target genes^17^. The following FAM dye and MGB quencher TaqMan probes were used (ThermoFisher): Mm00438349_m1 (*Cst7*), Mm00498708_g1 (*Itgax*), Mm01324470_m1 (*Lcn2*), Mm00443260_g1 (*Tnf*), Mm0043111_m1 (*Ccl4*), Mm00449152_m1 (*Tyrobp*), and Mm00494987_m1 (*Inpp5d*). All probes were multiplexed with VIC dye and MGB quencher probe Mm01545399_m1 (*Hprt*) as an internal control for each well. cDNA from each hippocampus was tested in triplicate. Within each well, relative expression to *Hprt* was calculated by subtracting the VIC cycle threshold (Ct) value from FAM Ct value. ΔCt values within triplicates were averaged then exponentially transformed and multiplied by 1000 (2^−ΔCt^ * 1000). *P* values were calculated using one-way ANOVA followed by Dunnet’s multiple comparisons test.

### Immunohistochemistry

Mice were deeply anesthetized with isoflurane, perfused transcardially and half brains dissected, fixed in 4% paraformaldehyde for 24 hr, stored in PBS 0.1% sodium azide and 30 µm coronal sections were obtained for immunohistochemistry. After incubating sections in blocking solution (2% BSA, 10% normal goat or donkey serum, 0.1% Triton PBS) tissues were incubated in the following primary antibodies overnight at 4 °C with agitation: rabbit anti-Iba1 (1:1000, Wako #019-19741), rat anti-CD11b (1:1000, Biorad #MCA74G), hamster anti-CD11c (1:400, Biorad #MCA1369), goat anti-Lcn2 (1:50, R&D #AF1857), chicken anti-GFAP (1:1000, Abcam #ab4674), and rabbit anti-S100a6 (1:500, Novus #NBP1-89388), rat anti-CD88 10/92 (1:1000, BioRad #MCA2456), rat anti-C3 clone 11H9 (1:50, Hycult #HM1045), and rabbit anti-GFAP (1:2900, Dako #Z0334). Following washes in 0.1% Triton PBS, tissues were incubated in the appropriate Alexa Fluor secondary antibodies, diluted 1:500 in blocking solution^20^: goat anti-Armenian hamster alexa 568 (Abcam, # ab175716), goat anti-rabbit alexa 488 (Invitrogen #A11070), goat anti-rat alexa 488 (Invitrogen #A-11006), goat anti-rabbit alexa 555 (Invitrogen #A-21429), goat anti-rat alexa 555 (Invitrogen #A21434), goat anti-rabbit alexa 647 (Invitrogen #A-21244), donkey anti-goat alexa 555 (Invitrogen #A-21432), donkey anti-rabbit alexa 488 (Invitrogen #A-21206), and donkey anti-chicken alexa 647 (Jackson Immuno Research #803605155). Antigen retrieval buffer (50 mM TBS, 0.05% Tween, pH 9) was used before staining for the C5aR1 protein. To visualize plaques tissues were incubated for 10 min with Amylo-Glo (1:100 in PBS, Biosensis #TR-300-AG) or Thioflavine S (0.5% in milliQ water, Sigma, #T1892) for 10 min. Low magnification images (10X) were acquired using ZEISS Axio Scan.Z1 Digital Slide Scanner. The field area percent of markers for microglia, astrocytes, and plaques were quantified using the Surfaces feature of Imarisx64 (version 9.5.0). Quantitative comparisons between groups were carried out on multiple sections of each animal and processed at the same time with the same batches of solutions.

### Statistics and reproducibility

Power analysis was performed a priori to determine sample size needed to achieve power of 0.8 for behavioral assays using G*Power. Mice were randomly assigned to experimental groups and experimenters were blinded to allocation during testing and analysis. Statistical analyses were performed with GraphPad Prism (V 9.5.0). Treatment X genotype effects were analyzed using two-way ANOVA with Tukey’s *post hoc* test. Pre- and post-treatment effects were compared with repeated measures ANOVA with Sidak’s *post hoc* test. Data that were greater than 2 SD from the mean were excluded as outliers and are included in the source data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

All transcriptomic data are available in the supplementary materials. Fastq files and data matrices were deposited in GEO with the accession ID GSE240950.  Source data are provided with this paper.

# Supplementary material for: C5aR1 antagonism suppresses inflammatory glial responses and alters cellular signaling in an Alzheimer’s disease mouse model
**Source:** Nat Commun. 2024 Aug 15;15:7028. doi: 10.1038/s41467-024-51163-6
**Supplement:** Supplementary file 1 — Supplementary Information

C5aR1 antagonism suppresses inflammatory glial responses and alters  
cellular signaling in Alzheimer's disease mouse model

**Authors:** Nicole D. Scharzt<sup>1</sup>, Heidi Y. Liang<sup>2</sup>, Klebea Carvalho<sup>2</sup>, Shu-Hui Chu<sup>1</sup>, Adrian Mendoza-Arvilla<sup>1</sup>, Tiffany J. Petrisko<sup>1</sup>, Angela Gomez-Arboledas<sup>1</sup>, Ali Mortazavi<sup>2</sup>, Andrea J. Tenner<sup>1,3,4\*</sup>

Supplementary Figures

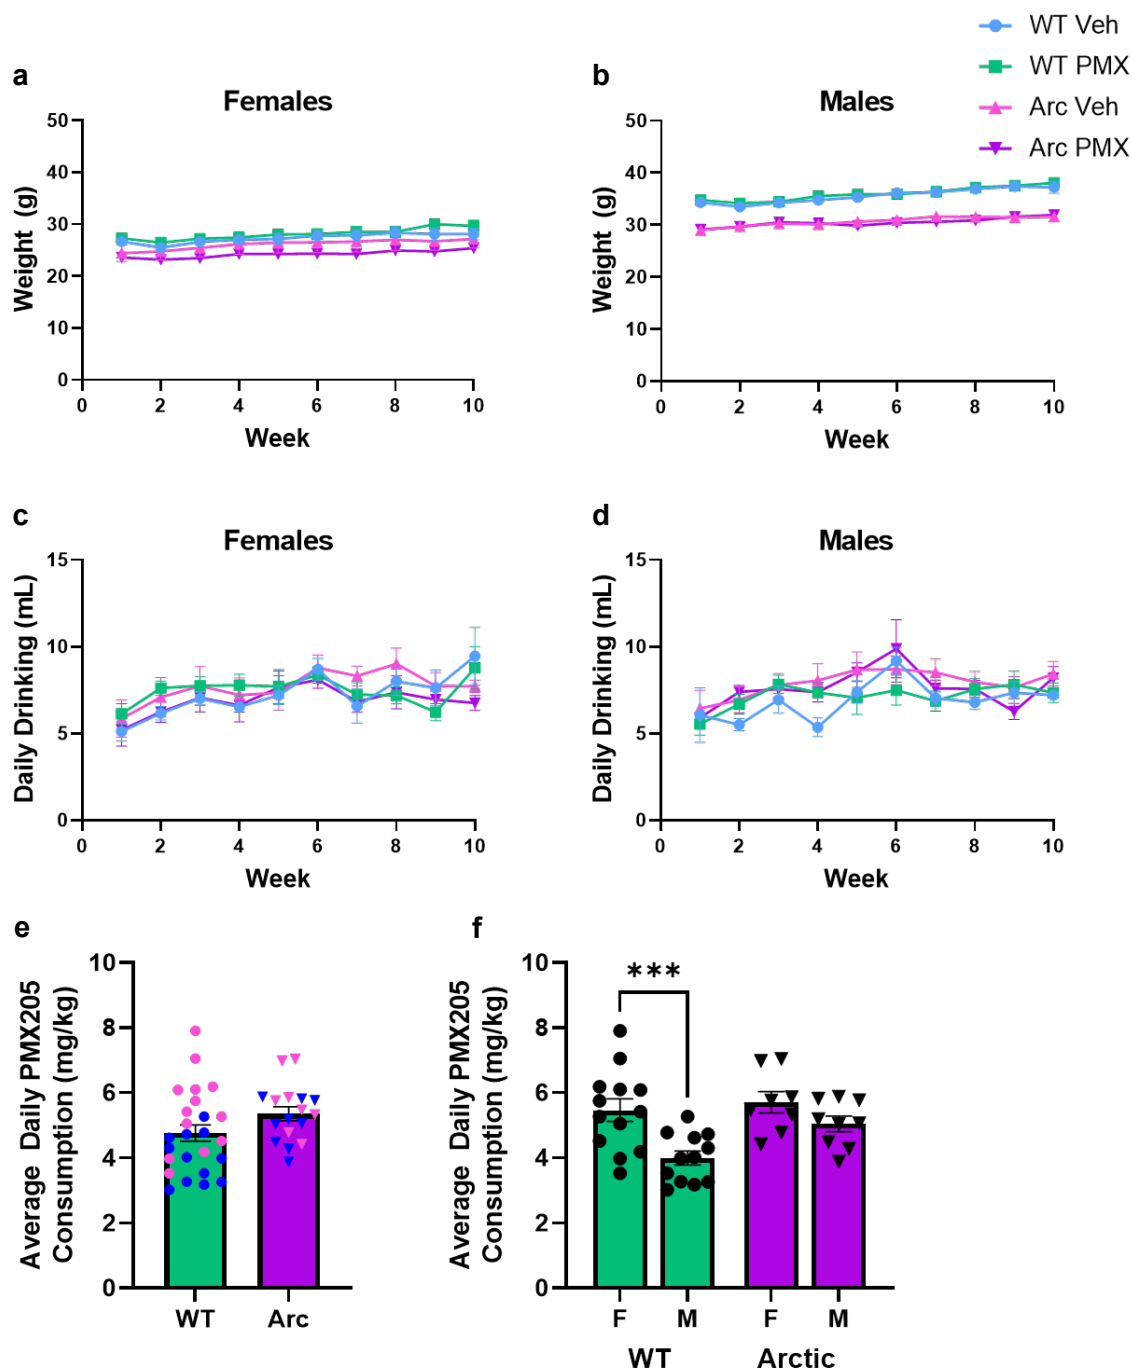

**Figure S1: PMX205 consumption did not have toxic physiological effects.** (a-b) Weight log (weekly) of female (a) and male (b) mice through 10 weeks of treatment with or without PMX205 (c-d) Average volume of water consumed per week throughout treatment. (e) PMX205 dose was calculated based on volume consumed by each animal (females shown in pink points, males in blue). (f) Comparison of average daily PMX205 dose between males and females. WT males had a 26.8% smaller dose than females. Although there was no difference in volume consumed, the relative dose in males was smaller due to higher body weight. Data shown as mean  $\pm$  SEM. \*\*\*  $p < 0.001$ , Two-way ANOVA with Sidak's *post hoc* test. N= 9F12M (WT-H<sub>2</sub>O), 12F12M (WT-PMX), 8F9M (Arc-H<sub>2</sub>O), 8F9M (Arc-PMX).

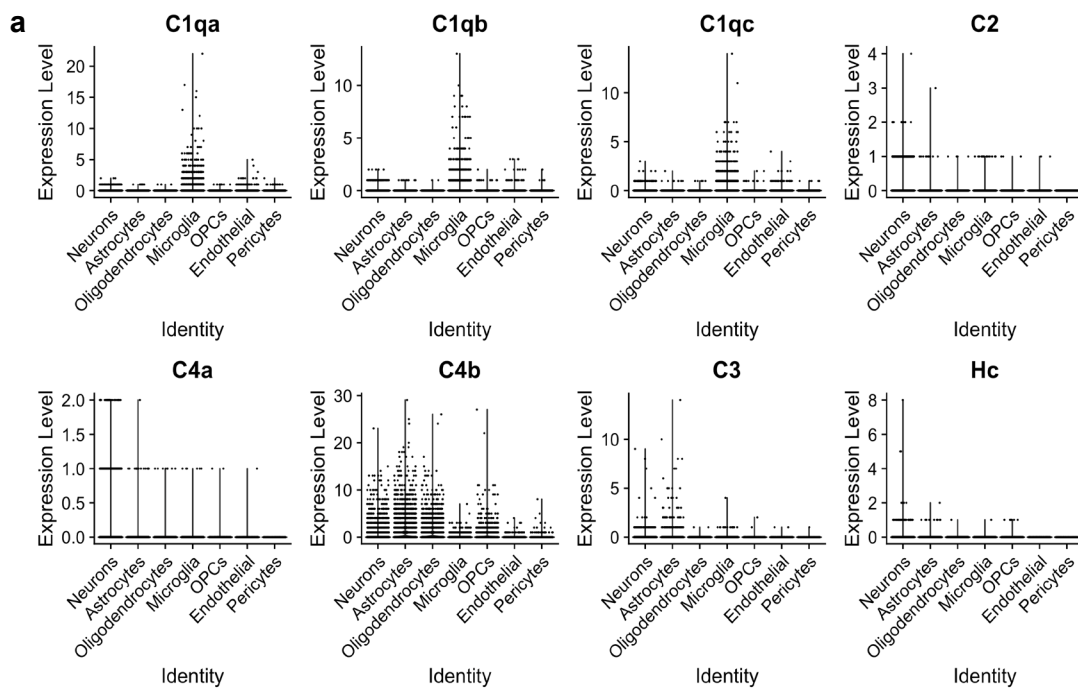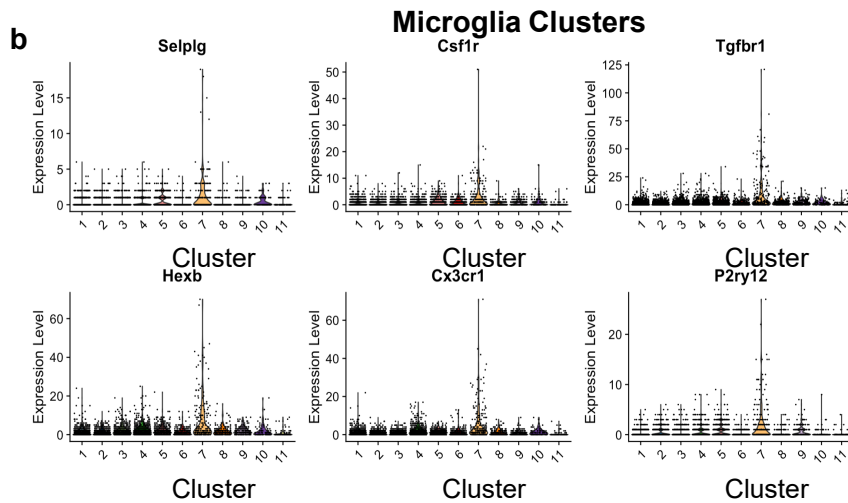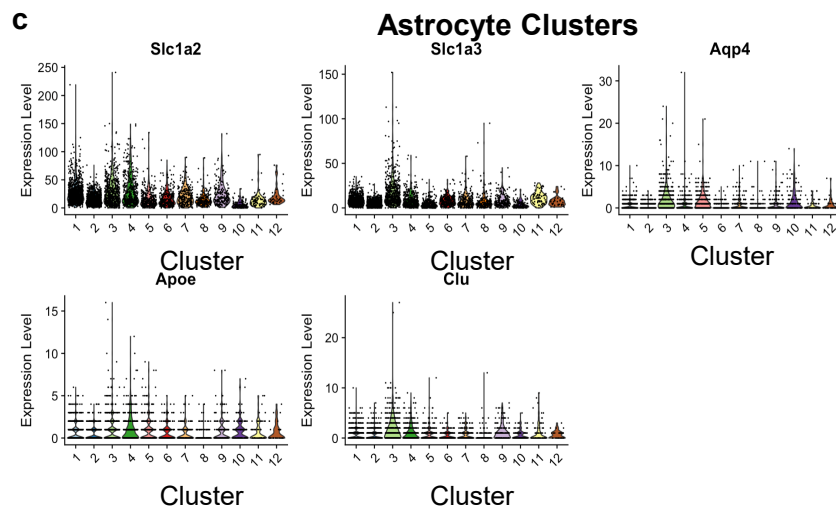

**Figure S2: Cell-specific complement expression and validation of microglia and astrocyte clusters with expression of known genes. (a)** Expression level (count) of complement genes in different cell populations **(b)** Expression levels of microglial genes Selplg, CSF1r, Tgfb1r, Hexb, Cx3cr1, P2ry12 in each microglia cluster. **(c)** Expression levels of astrocytic genes Slc1a2, Slc1a3, Aqp4, Apoe, and Clu in each astrocyte cluster.

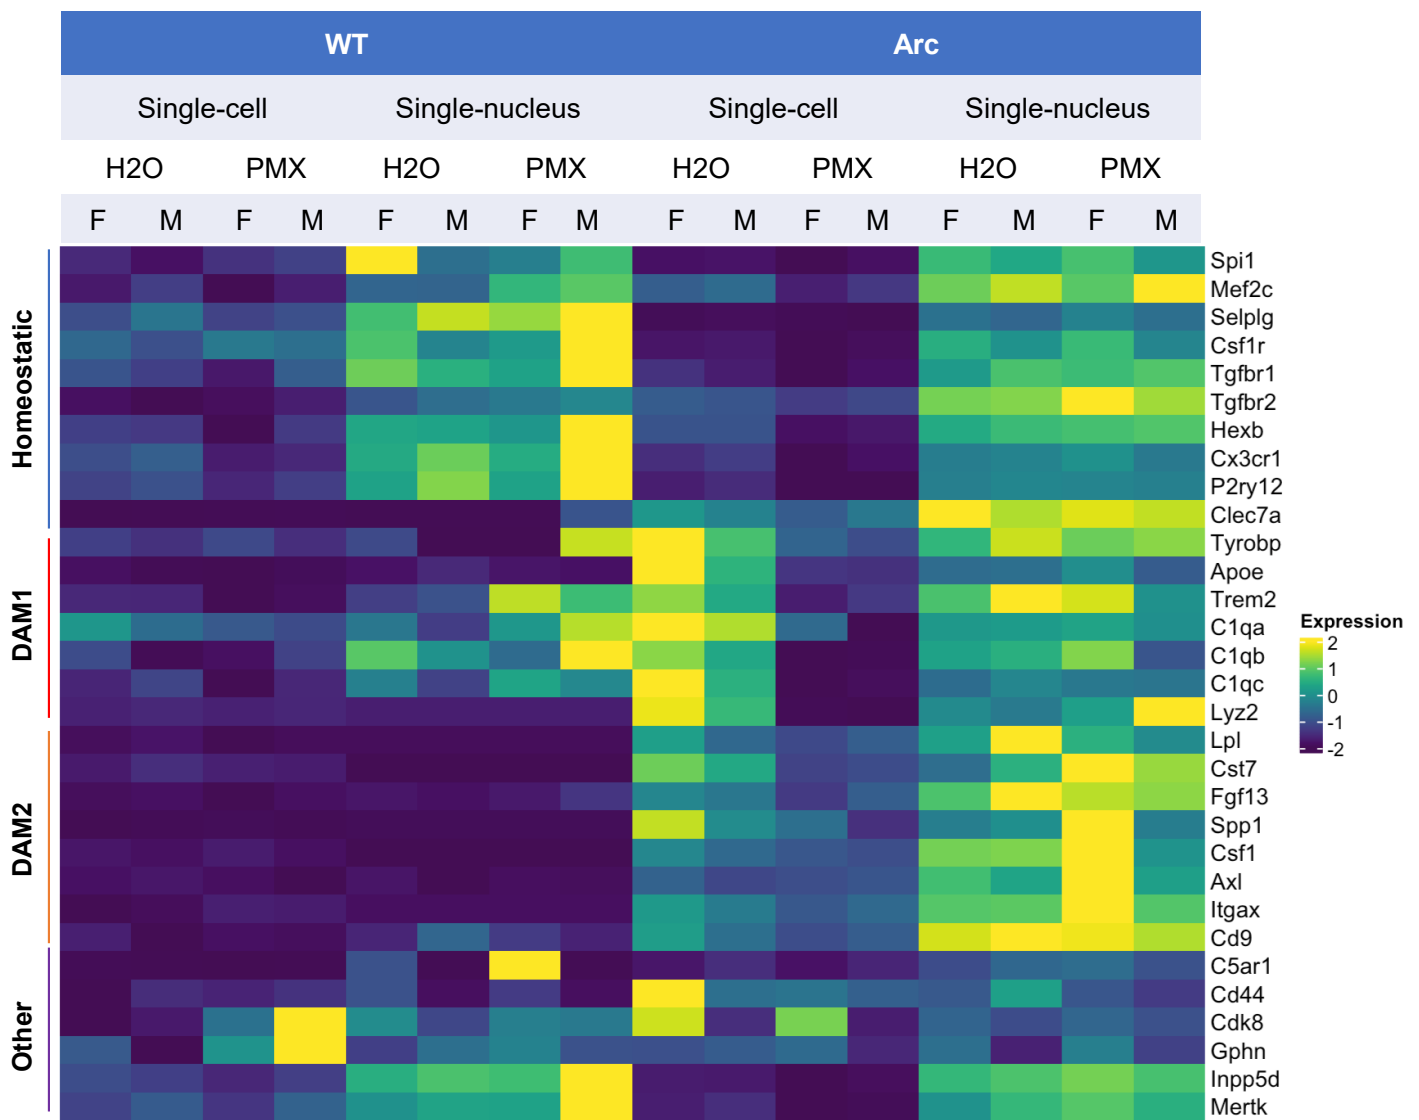

**Figure S3: Comparison of expression of microglial genes in single-cell and single nucleus and by sex.** Relative expression of homeostatic, DAM1, and DAM2 genes was visualized in single-cell and single-nucleus-derived samples. Expression was assessed by genotype, treatment of PMX205, and sex.

### a Microglia Cluster 4

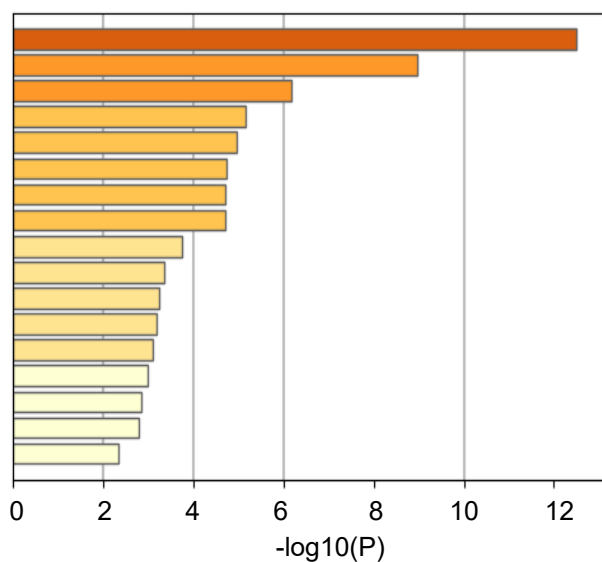

GO:0098883: Synapse pruning  
Mmu04142: Lysosome  
R-MMU-6798695: Neutrophil degranulation  
GO:0048002: antigen processing and presentation of peptide antigen  
GO:0030162: regulation of proteolysis  
GO:0050890: cognition  
R-MMU-2173782: Binding and Uptake of Ligands by Scavenger Receptors  
GO:0001774: microglial cell activation  
GO:0044403: biological process involved in symbiotic interaction  
GO:0045637: regulation of myeloid cell differentiation  
GO:0051651: maintenance of location in cell  
GO:0002697: regulation of immune effector process  
GO:0048871: multicellular organismal-level homeostasis  
Mmu04915: Estrogen signaling pathway  
WP523: Regulation of actin cytoskeleton  
GO:0097435: supramolecular fiber organization  
GO:0060348: bone development

### b Microglia Cluster 9

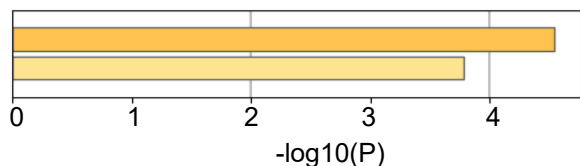

GO:0051249: regulation of lymphocyte activation  
GO:0001818: negative regulation of cytokine production

### c Microglia Cluster 2

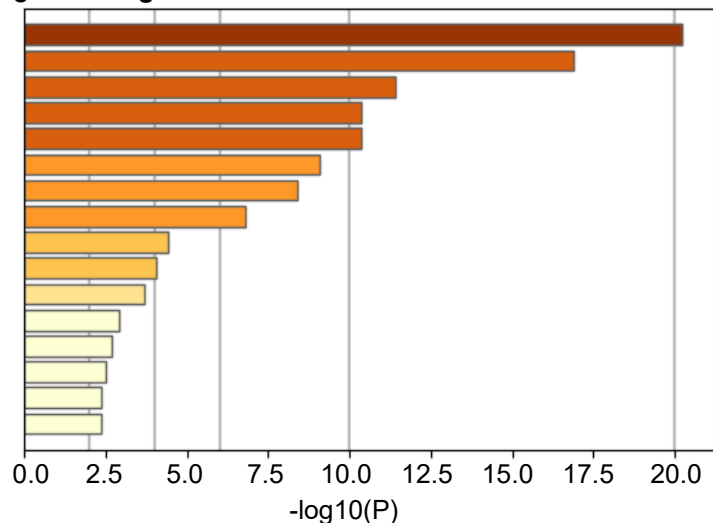

R-MMU-6794362: Protein-protein interactions at synapses  
GO:0050808: synapse organization  
GO:0035418: protein localization to synapse  
GO:0043113: receptor clustering  
GO:0099558: maintenance of synapse structure  
R-MMU-438066: Unblocking NMDA receptors, glutamate binding and activation  
GO:0007626: locomotory behavior  
GO:0048812: neuron projection morphogenesis  
GO:0019226: transmission of nerve impulse  
GO:0032412: regulation of monoatomic ion transmembrane transporter activity  
GO:0090659: walking behavior  
GO:0048814: regulation of dendrite morphogenesis  
GO:0051952: regulation of amine transport  
GO:0098657: import into cell  
R-MMU-397014: Muscle contraction  
GO:0030879: mammary gland development

**Figure S4: Gene Ontology analysis of microglia clusters:** Metascape was used to elucidate Gene Ontology (GO) terms for microglial clusters 4 (a), 9 (b), and 2 (c).

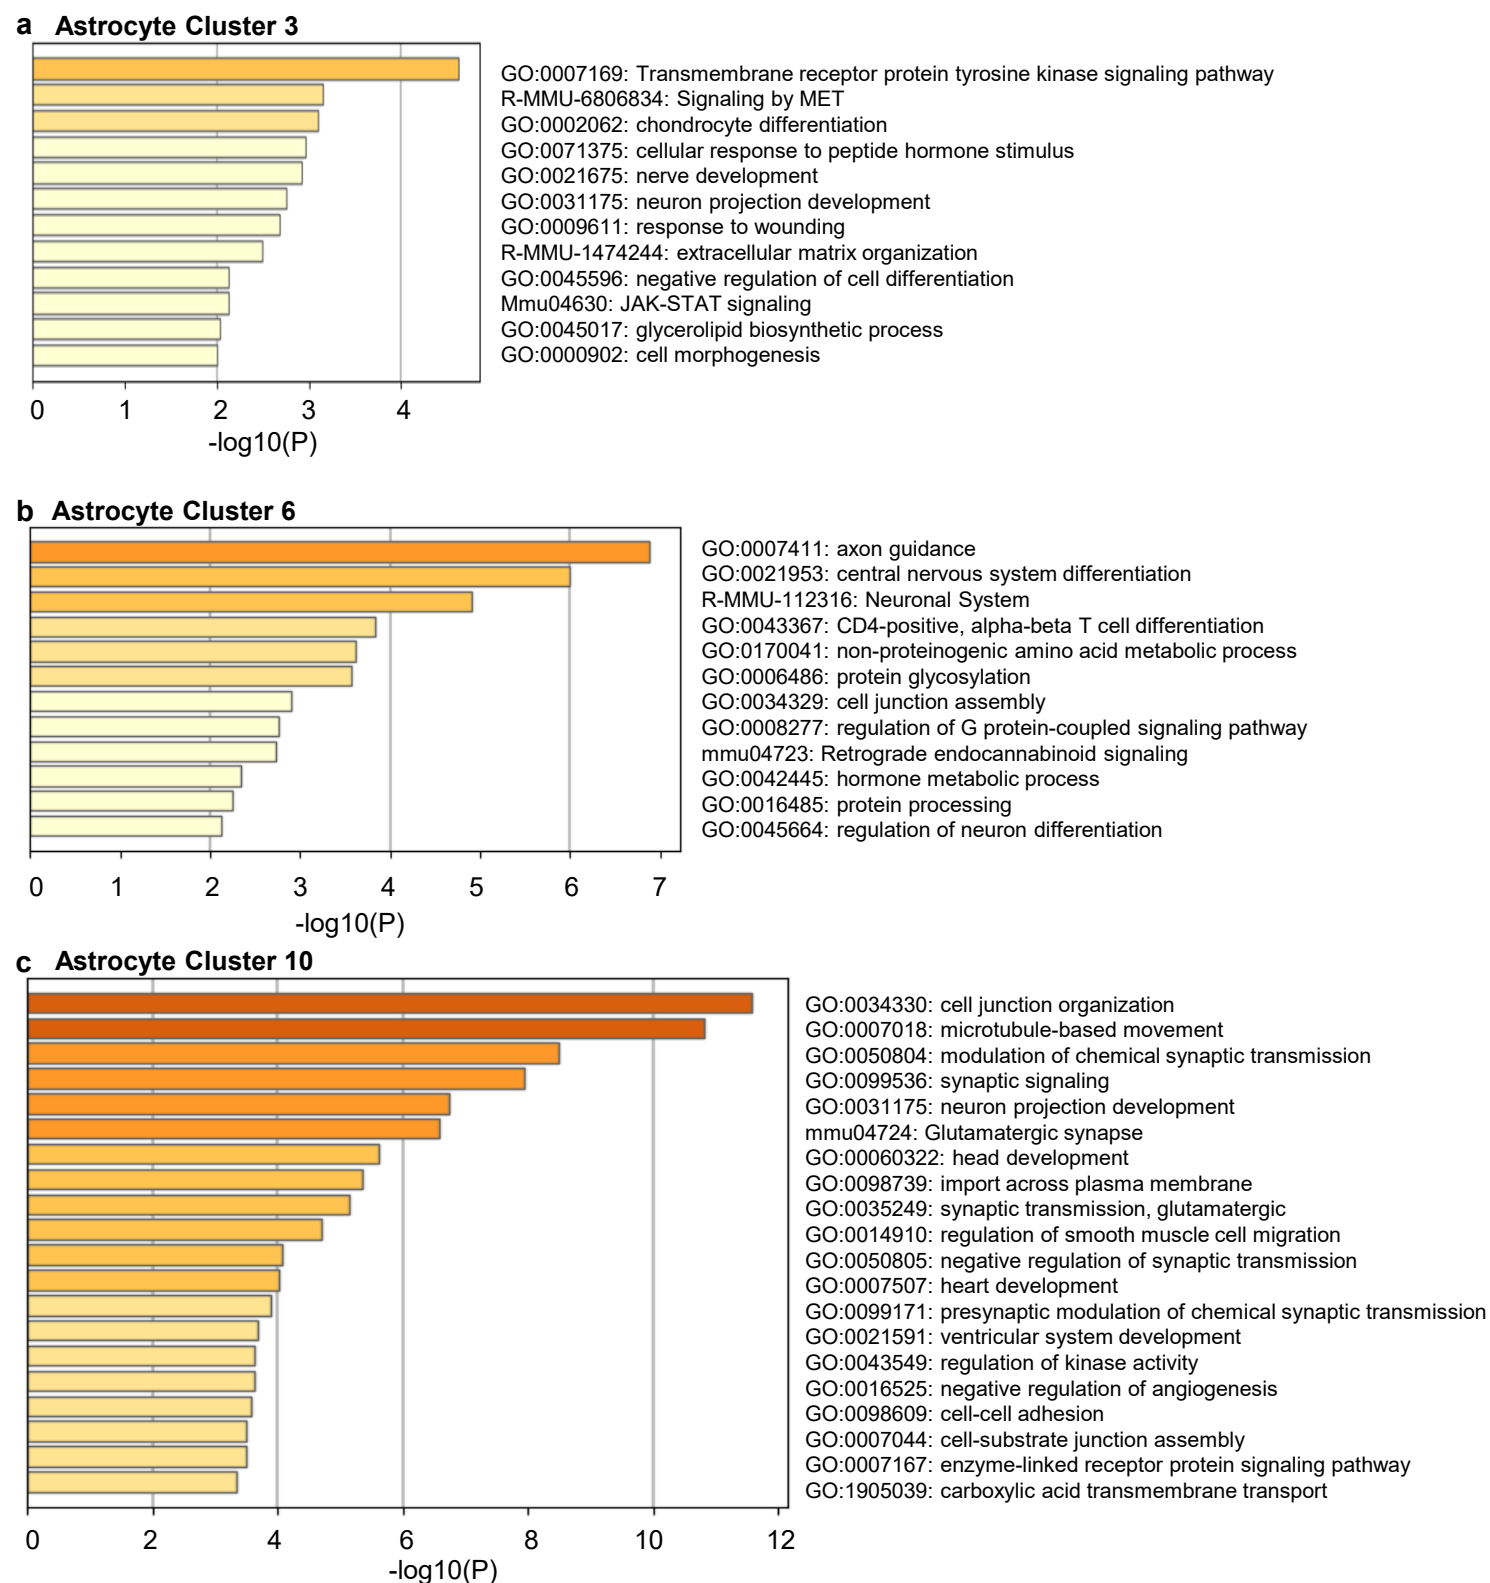

**Figure S5: Gene Ontology analysis of astrocyte clusters:** Metascape was used to elucidate Gene Ontology (GO) terms for microglial clusters 3 (a), 6 (b), and 10 (c).

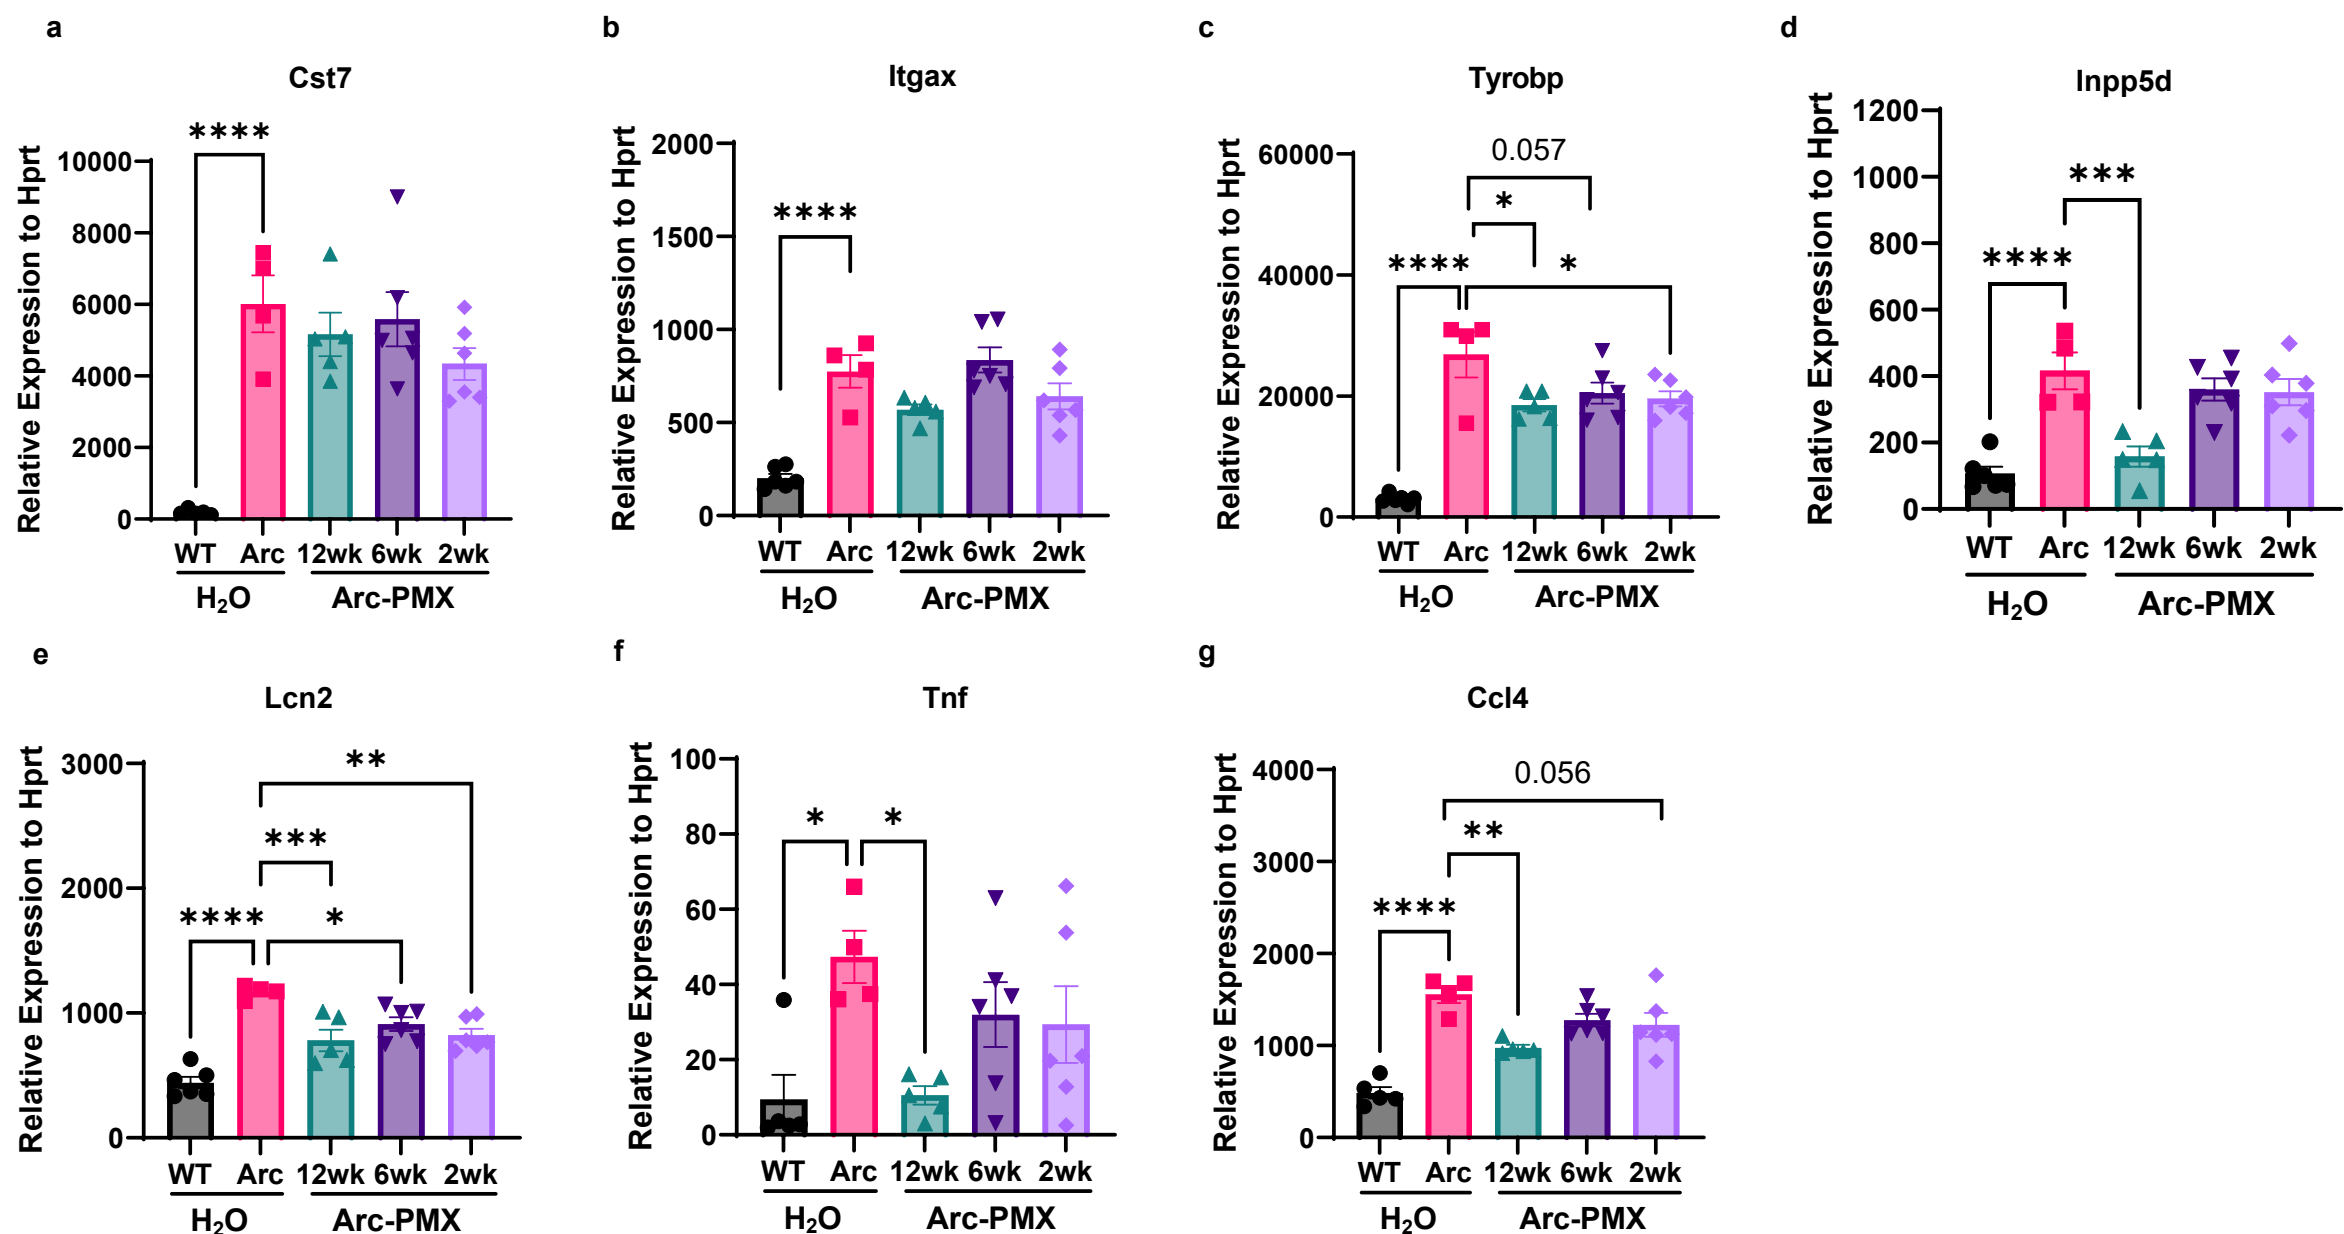

**Figure S6: Reduction in inflammatory gene expression with PMX205 treatment in a younger cohort.** RNA was extracted from hippocampal homogenates derived from 7-month-old mice treated with PMX205 for different durations and analyzed by qPCR for select reactive microglia genes (**a-d**), reactive astrocyte gene (**e**), or inflammatory cytokines (**f-g**). Data shown as mean  $\pm$  SEM. One-way ANOVA with Dunnett's *post hoc*. N = 5 (WT-H<sub>2</sub>O), 4 (Arc-H<sub>2</sub>O), 5 (Arc-PMX 12wk), 6 (Arc-PMX 6wk), 6 (Arc-PMX 2wk).

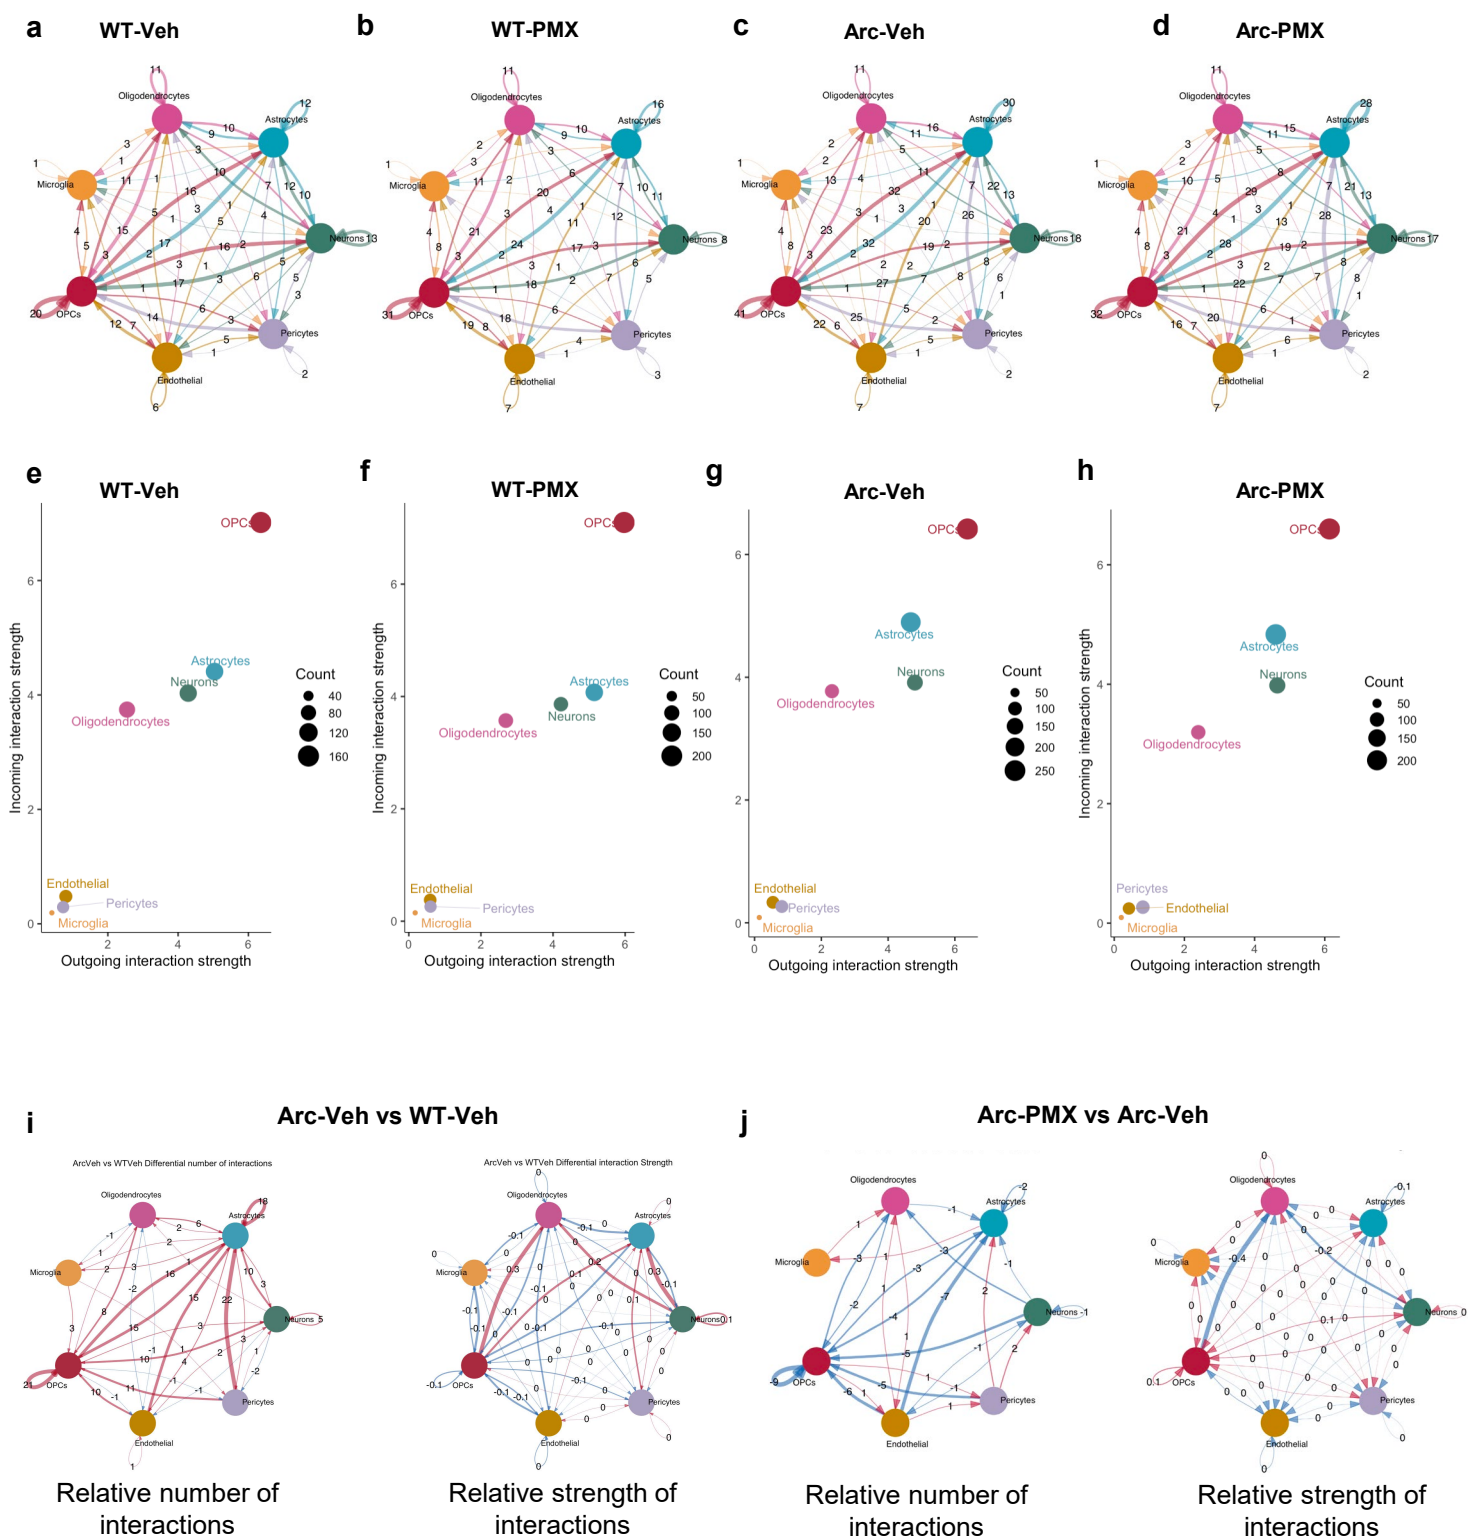

**Figure S7: Aberrant intercellular signaling in Arctic hippocampi is suppressed by C5aR1 inhibition.** (a-d) Aggregated cell-cell communication network hierarchy plot derived with CellChat in WT-Veh (a), WT-PMX (b), Arc-Veh (c), Arc-PMX (d). Cell-specific sender and receiver of intercellular signaling shown for WT-Veh (e), WT-PMX (f), Arc-Veh (g), Arc-PMX (h) shown as scatter plot made with CellChat. (i) Relative number and strength of interactions comparing Arc-veh with WT-veh. (j) Relative number and strength of interactions comparing Arc-PMX with Arc-veh. Increased interaction number or strength in Arc-veh (i) and Arc-PMX (j) are indicated by red lines while decreases are indicated in blue.

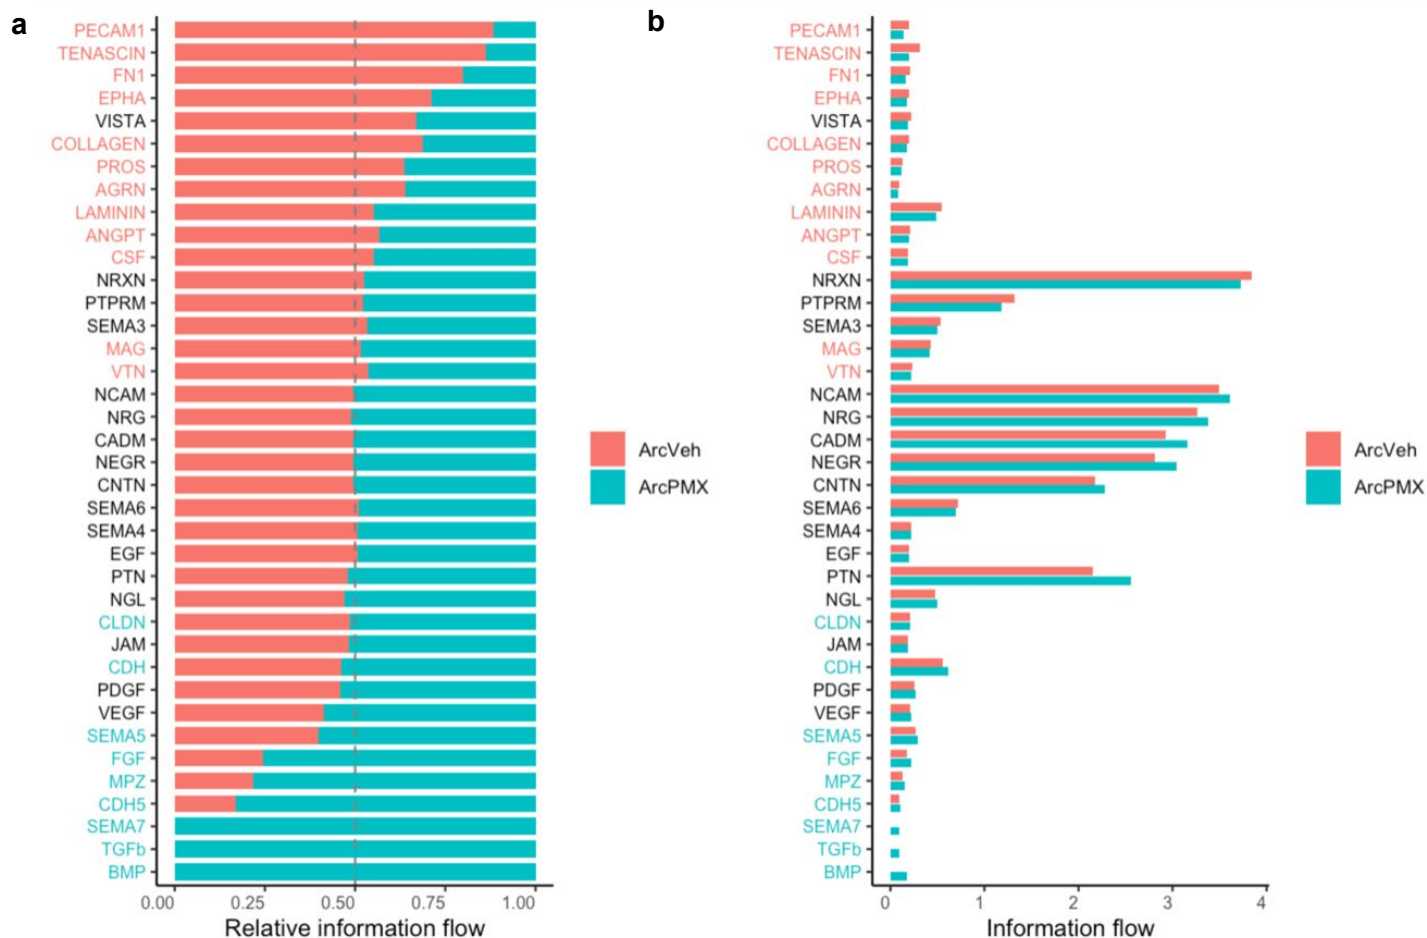

**Figure S8: Relative and absolute information flow of pathways enhanced or suppressed by PMX205 treatment in Arctic mice.** Total list of cell signaling pathways identified by CellChat in Arc-veh vs Arc-PMX. **(a)** Relative information flow of pathways enhanced by PMX205 treatment (text shown in teal), suppressed by PMX205 (text shown in salmon), or unchanged by treatment (text shown in black). **(b)** Absolute information flow of the pathways identified by CellChat in Arc-Veh and Arc-PMX cells.

### Increased signaling in Arctic-PMX205 vs Arctic-Vehicle

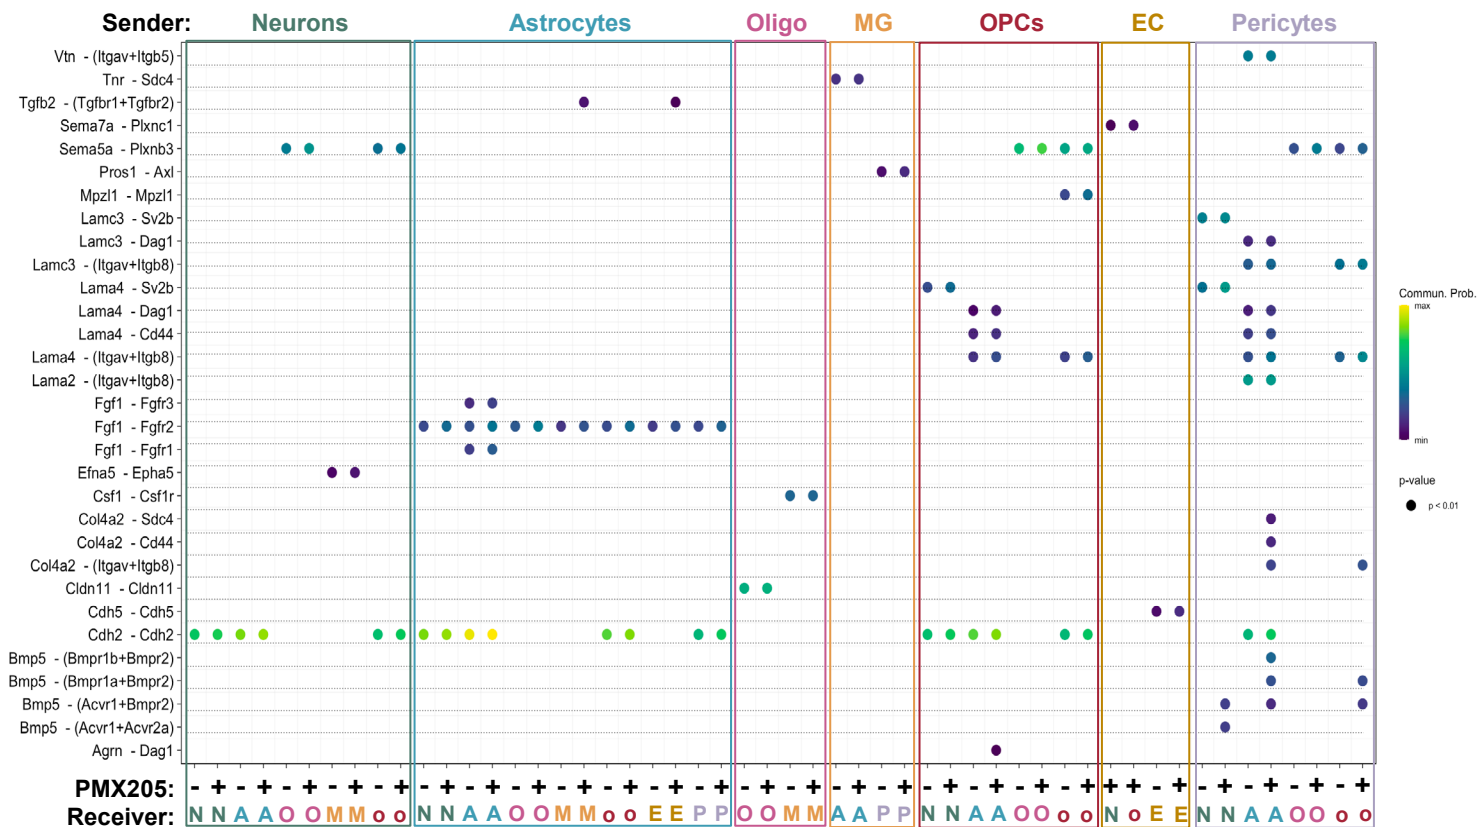

**Figure S9: Receptor-Ligand interactions mediated by different cell types in Arc-Veh and Arc-PMX.** Signaling probability of receptor-ligand communication, and cellular sender and receiver in pathways that were increased in Arc-PMX compared to Arc-Veh. (Abbreviations: N, Neuron; A, Astrocyte; O, Oligodendrocyte; M, Microglia; o, OPCs; E, Endothelial Cells; P, Pericytes)

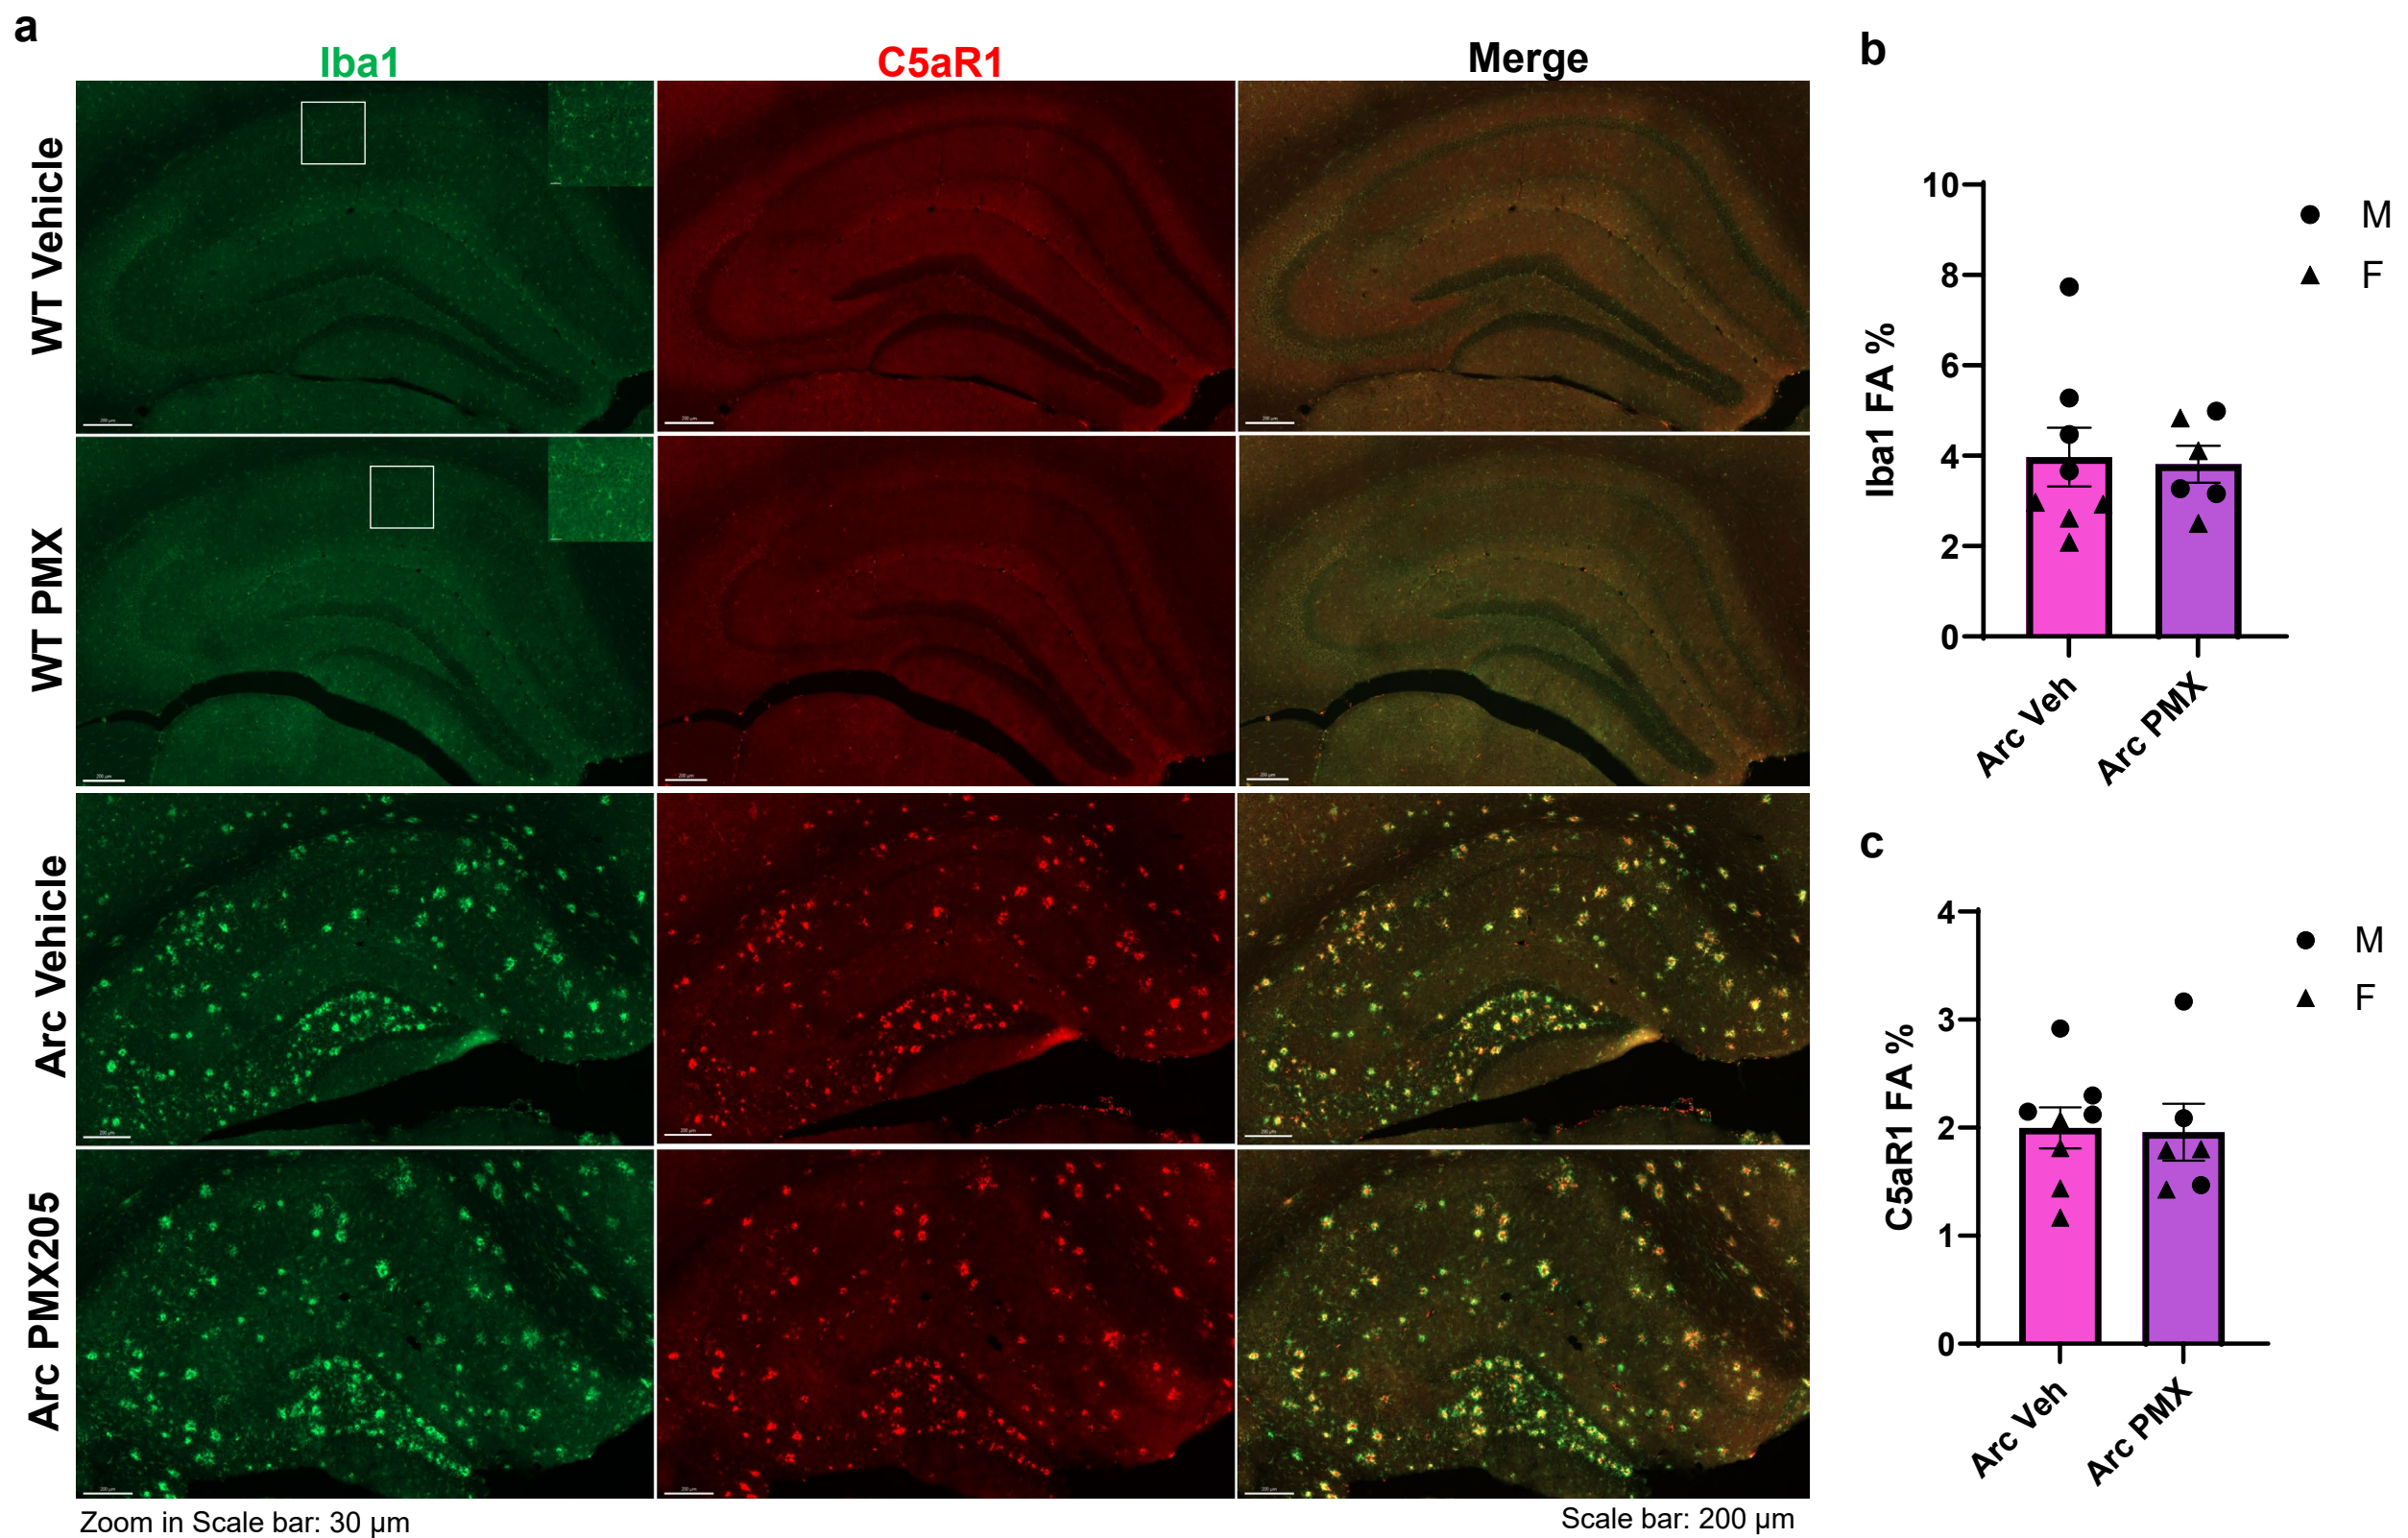

**Figure S10: PMX205 did not affect hippocampal C5aR1 protein expression in Arctic mice. (a)**

Representative images of Iba1 (green) and C5aR1 (red) staining and merged images (far right) in dorsal hippocampal sections derived from mice at 10 months of age. Boxes in the right upper corner of the Iba1 images of WT mice are enlarged from white boxes to show morphology of microglia in WT mice.

Quantification of percent field area (FA%) of Iba1 staining (**b**) and C5aR1 staining (**c**) in the hippocampus at 10 months. Data shown as mean  $\pm$  SEM. N = 6 Arc-Veh, 8 Arc-PMX.

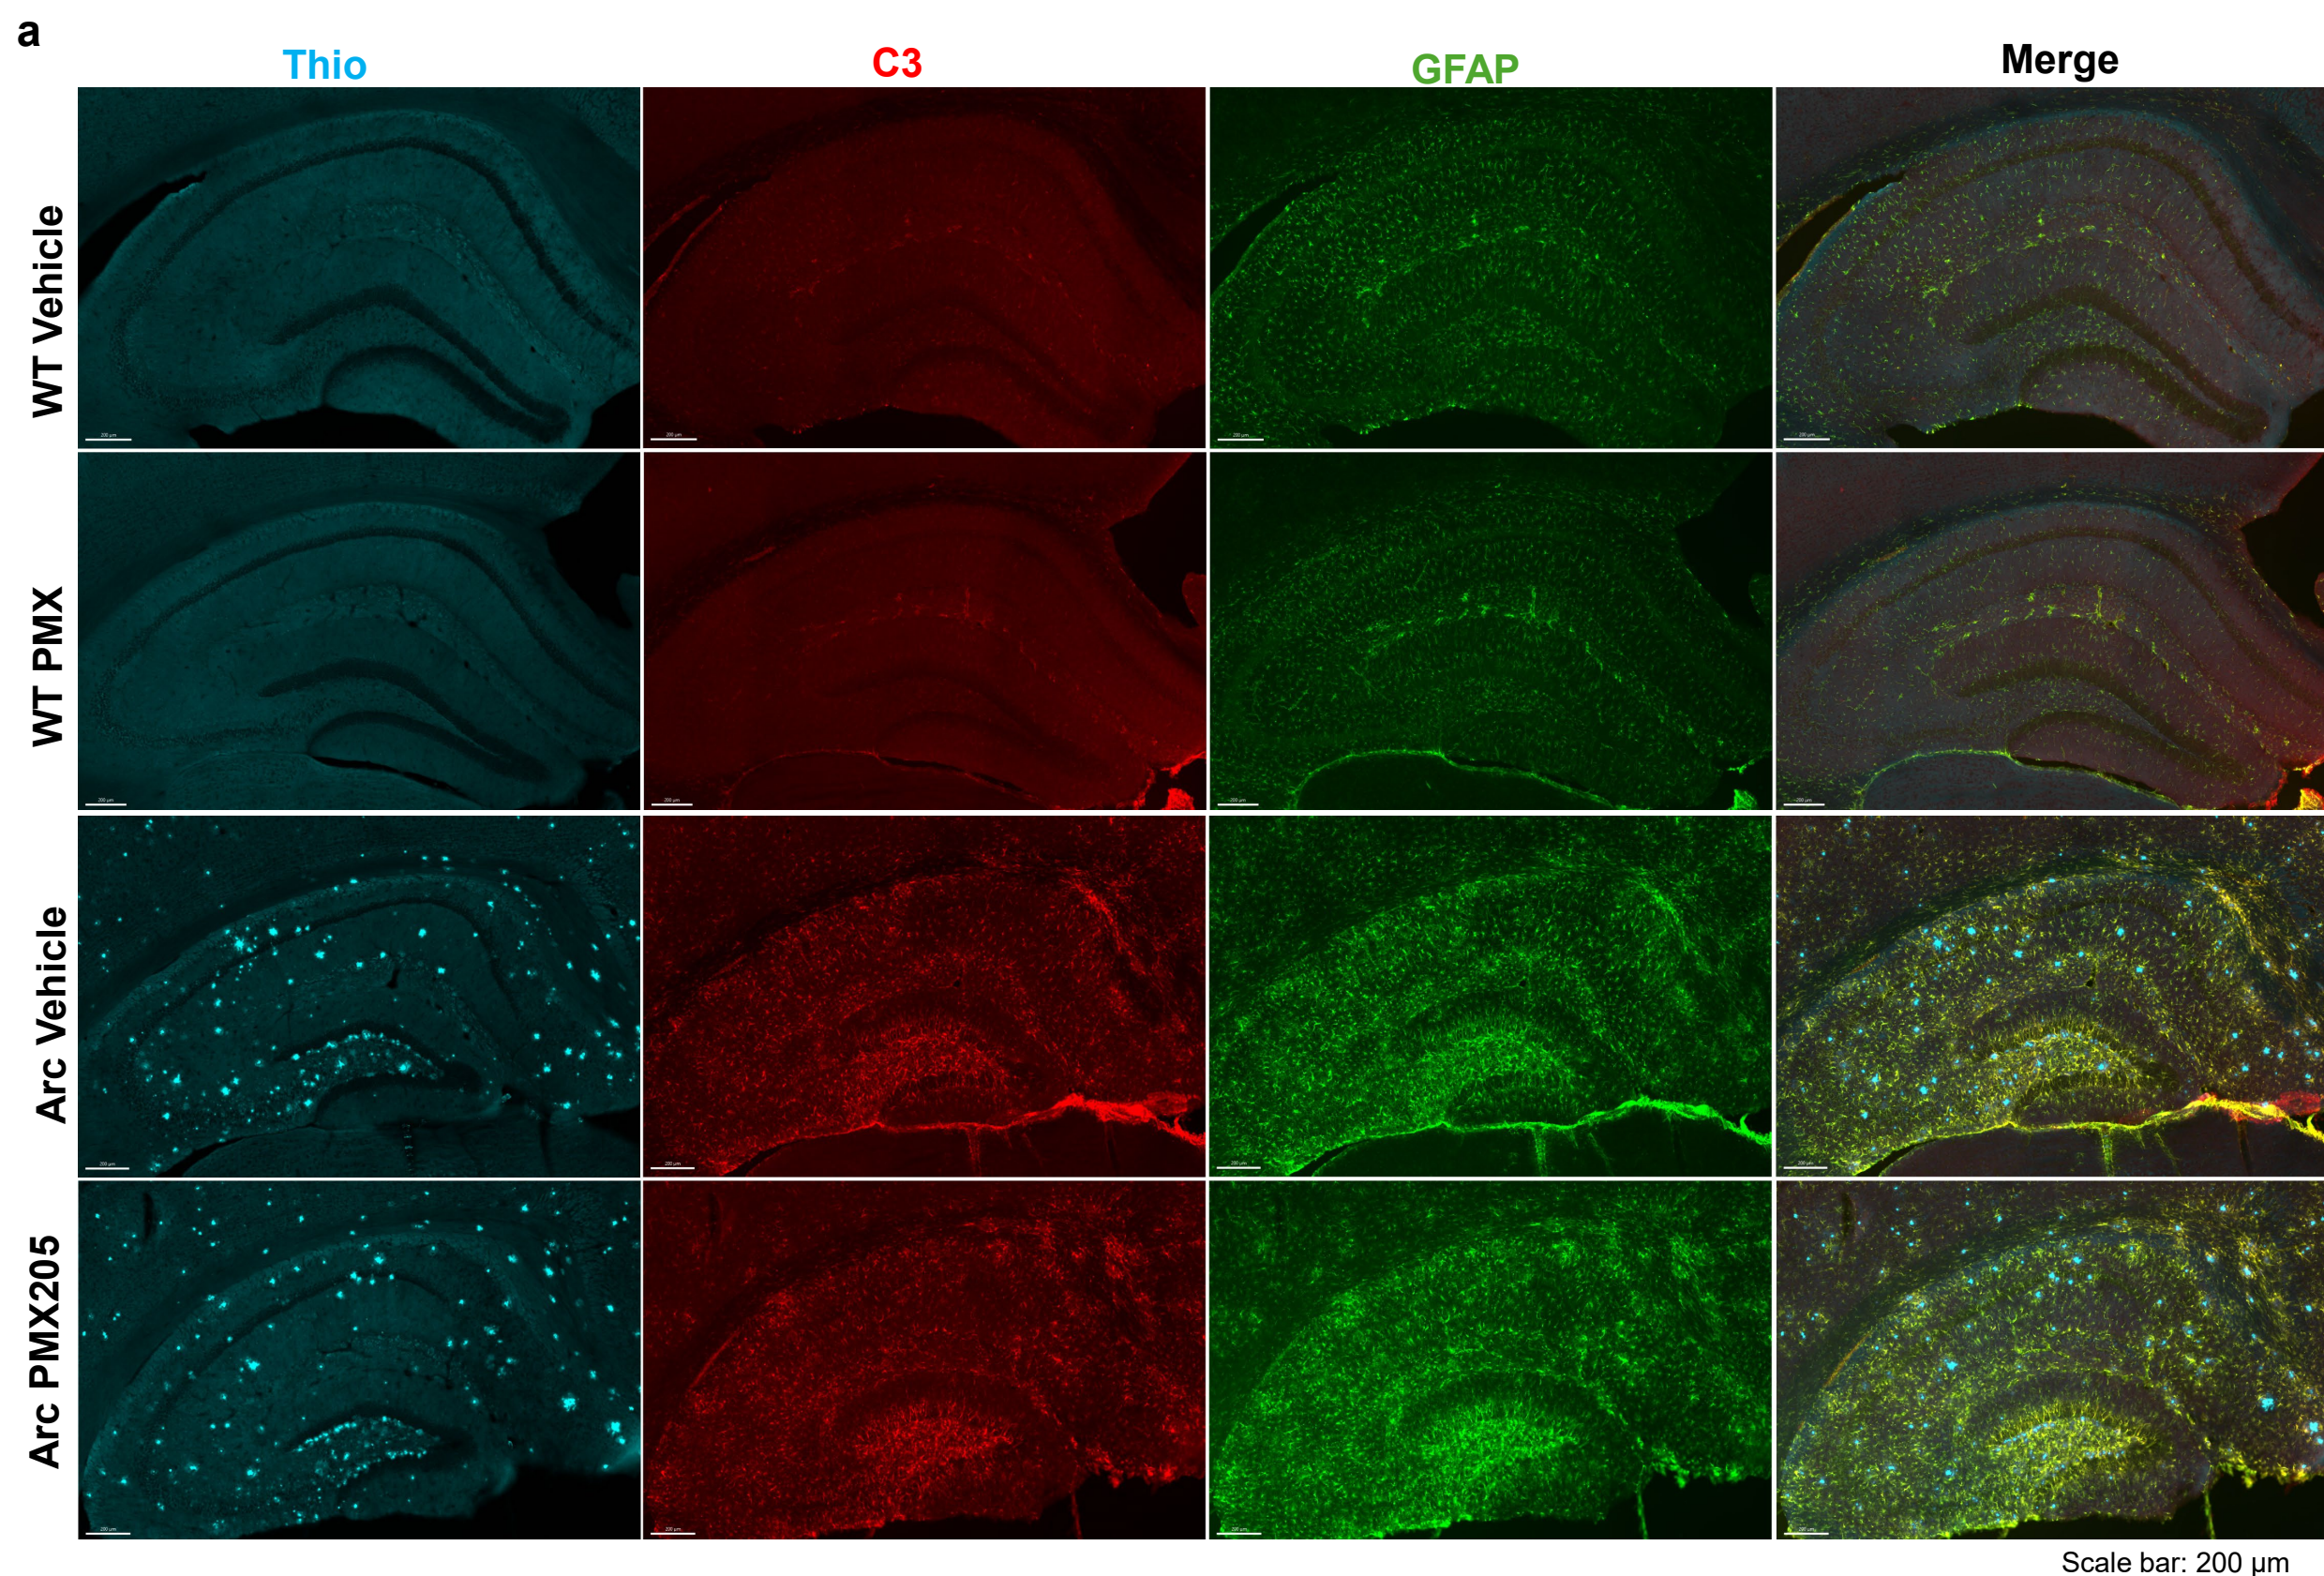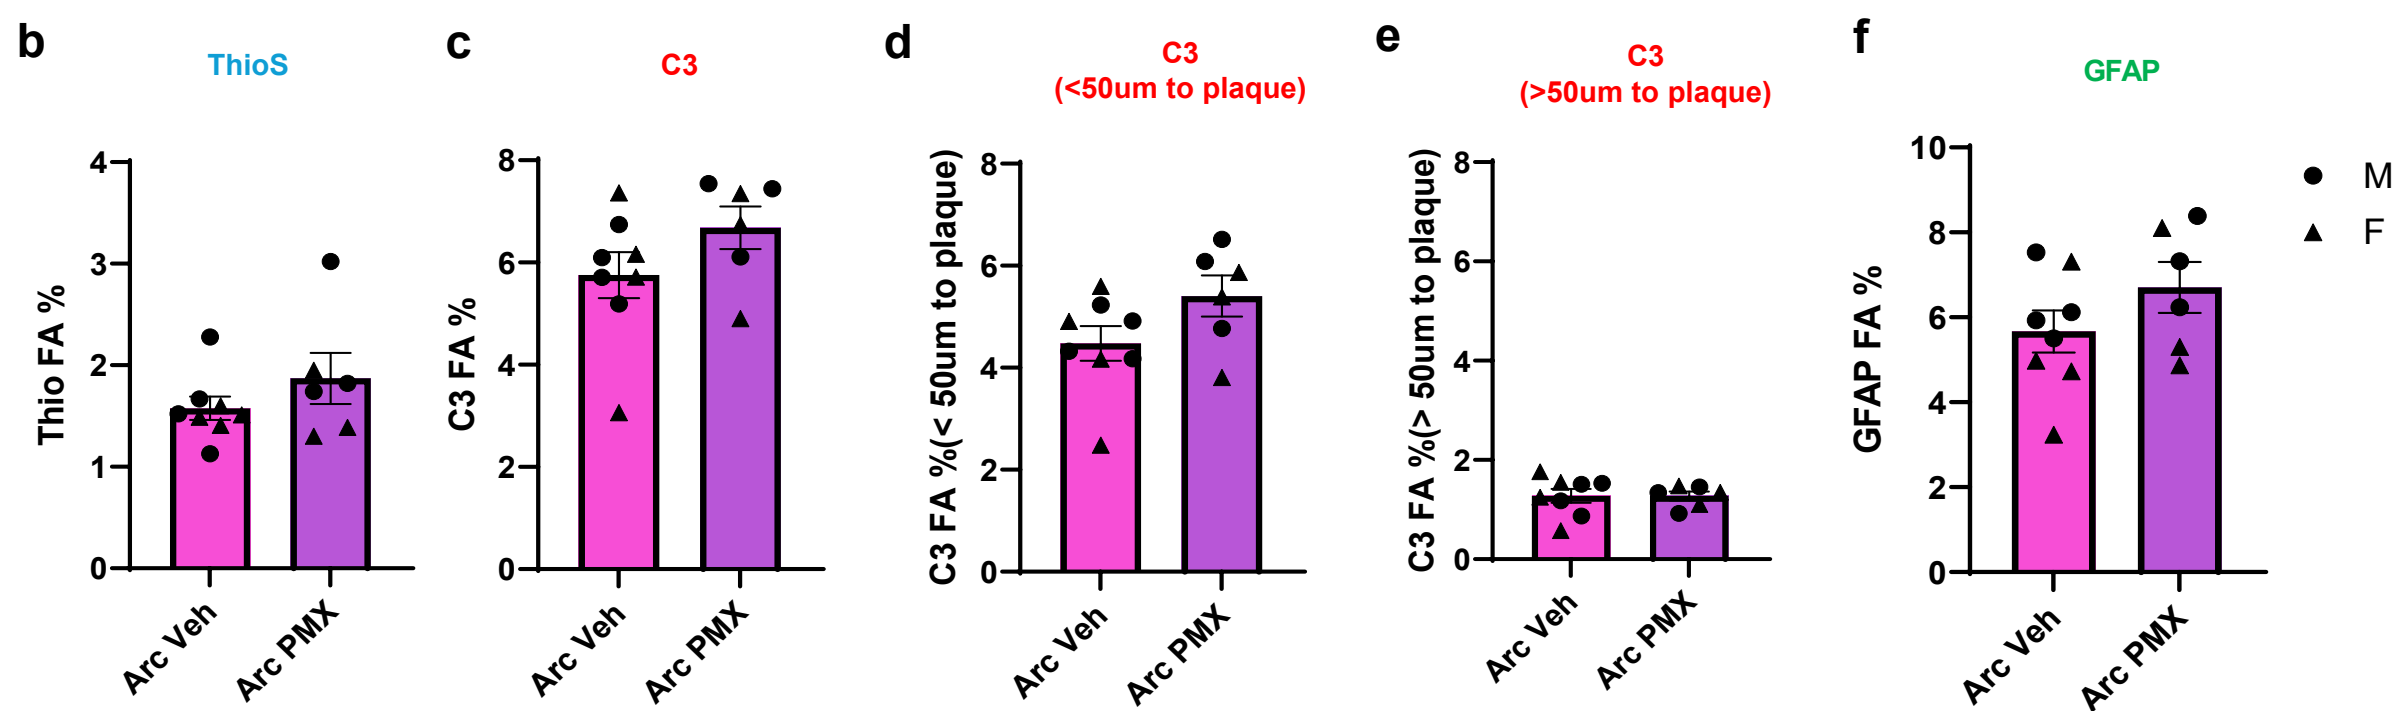

**Figure S11: C3 level is elevated around plaque in Arctic and correlated to GFAP level.** Representative images of Thioflavine S (pseudo color cyan), C3 (red), GFAP (green) and merged images (far right) in dorsal hippocampal sections derived from 10 months old WT mice with or without PMX205 treatment (top 2 rows) and Arctic mice with or without PMX205 treatment (bottom 2 rows). Quantification of percent field area of Thioflavine S staining (**b**), C3 staining (**c-e**) and GFAP staining (**f**) in the hippocampus at 10 months. Data shown as mean  $\pm$  SEM. N = 6 Arc-Veh, 8 Arc-PMX.

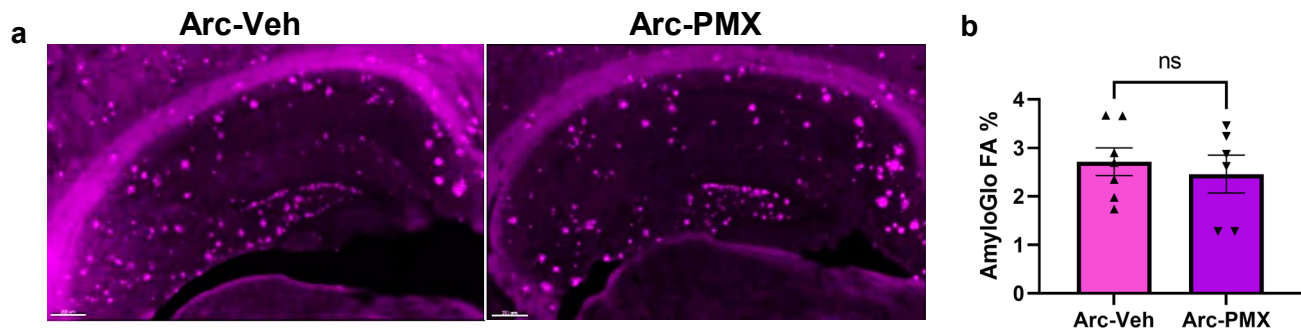

**Figure S12: C5aR1 inhibition does not alter hippocampal plaque deposition in Arctic mice.**

(a) Representative images of AmyloGlo staining in dorsal hippocampal sections derived from mice 10 months of age. (b) Quantification of percent field area of AmyloGlo staining in the hippocampus. Data shown as mean  $\pm$  SEM. t-test. N = 7 Arc-veh, 6 Arc-PMX.

## Microglia Clusters

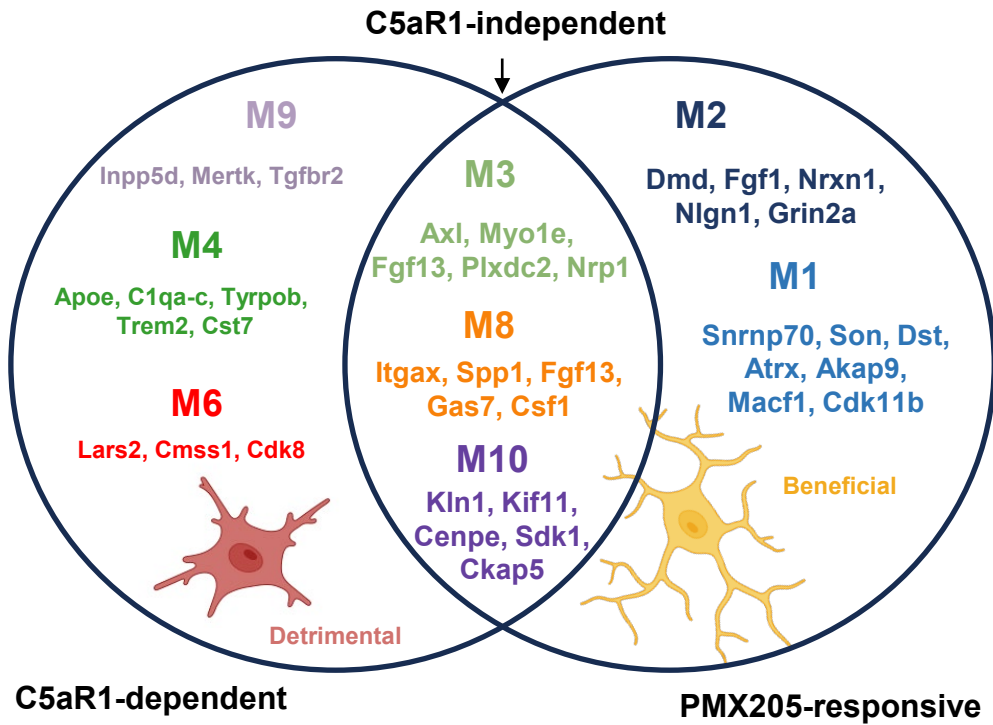

## Astrocyte Clusters

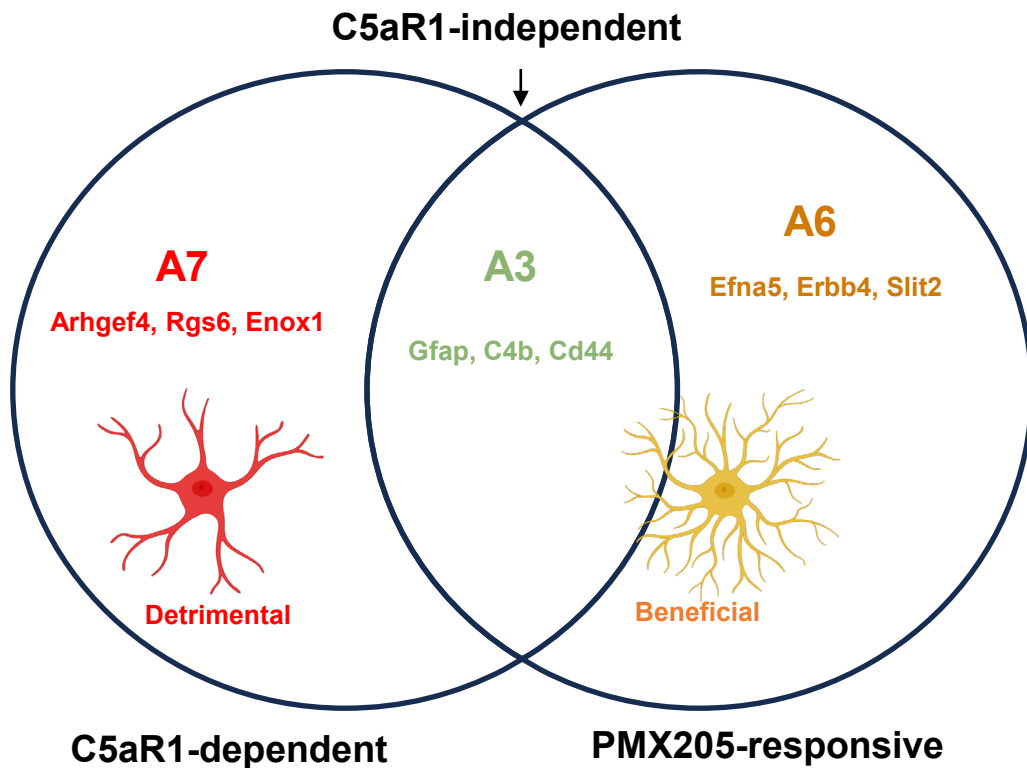

**Figure S13:** Graphic representation of microglia (top) and astrocyte (bottom) clusters that are affected by PMX205 treatment in Arctic hippocampal cells. Clusters were either upregulated (PMX205-responsive), downregulated (C5aR1-dependent), or unchanged (C5aR1-independent) in response to PMX205 treatment. Figure created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

# Supplementary material for: C5aR1 antagonism suppresses inflammatory glial responses and alters cellular signaling in an Alzheimer’s disease mouse model
**Source:** Nat Commun. 2024 Aug 15;15:7028. doi: 10.1038/s41467-024-51163-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1**

**Description:** Gene List of Clusters shown in Figure 1B

### **File Name: Supplementary Data 2**

**Description:** Gene list for Microglial Clusters as shown in Figure 3A

### **File Name: Supplementary Data 3**

**Description:** Gene list for Astrocyte Clusters as shown in Figure 4A

# Supplementary material for: C5aR1 antagonism suppresses inflammatory glial responses and alters cellular signaling in an Alzheimer’s disease mouse model
**Source:** Nat Commun. 2024 Aug 15;15:7028. doi: 10.1038/s41467-024-51163-6
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis GraphPad Prism V.10.0.2  
mm10 mus musculus genome assembly (NCBI RefSeq assembly GCF\_000001635.20)  
Fastq files and data matrices were deposited in GEO with the accession ID GSE240950  
Codes are available on GitHub (<https://github.com/heidiiliang/R-code-for-ArcPMX205/tree/main>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Fastq files and data matrices were deposited in GEO with the accession ID GSE240950

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used.*

*Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.*

*Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).*

*Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)*

*Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample size for behavior was determined by a priori power analysis with G\*power to determine number of animals per group required to achieve power of 0.8

### Data exclusions

Data were not excluded as statistical outliers. One sample was excluded as it was in the WT group but gene expression analysis confirmed that it was Arctic

### Replication

Measures were taken to ensure replicability. All experiments were piloted with animals and samples to optimize the methodology. Biological replicates (at least 3) and technical replicates (2-3) were used in assays such as neurofilament light, IHC, and qPCR. All attempts at replication were successful.

### Randomization

Mice were randomly assigned to vehicle or PMX205 treatment.

### Blinding

Experimenters were blinded to genotype and treatment during behavioural testing and analysis

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                               |
|-------------------------------------|-------------------------------|
| n/a                                 | Involved in the study         |
| <input checked="" type="checkbox"/> | Antibodies                    |
| <input type="checkbox"/>            | Eukaryotic cell lines         |
| <input type="checkbox"/>            | Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | Animals and other organisms   |
| <input type="checkbox"/>            | Clinical data                 |
| <input type="checkbox"/>            | Dual use research of concern  |
| <input type="checkbox"/>            | Plants                        |

## Methods

|                          |                        |
|--------------------------|------------------------|
| n/a                      | Involved in the study  |
| <input type="checkbox"/> | ChIP-seq               |
| <input type="checkbox"/> | Flow cytometry         |
| <input type="checkbox"/> | MRI-based neuroimaging |

## Antibodies

## Antibodies used

rabbit anti-Iba1 (1:1000, Wako #019-19741), rat anti-CD11b (1:1000, Biorad #MCA74G), hamster anti-CD11c (1:400, Biorad #MCA1369), goat anti-Lcn2 (1:50, R&D #AF1857), chicken anti-GFAP (1:1000, Abcam #ab4674), rabbit anti-S100a6 (1:500, Novus #NBP1-89388), Rat anti-CD88 10/92 (1:1000, BioRad #MCA2456), Rat anti-C3 clone 11H9 (1:50, Hycult #HM1045), and Rabbit anti-GFAP (1:2900, Dako #Z0334). Alexa Fluor secondary antibodies, diluted 1:500 in blocking solution, included goat anti-Armenian hamster alexa 568 (Abcam, # ab175716), goat anti-rabbit alexa 488 (Invitrogen #A11070), goat anti-rat alexa 488 (Invitrogen #A-11006), goat anti-rabbit alexa 555 (Invitrogen #A-21429), goat anti-rat alexa 555 (Invitrogen #A21434), goat anti-rabbit alexa 647 (Invitrogen #A-21244), donkey anti-goat alexa 555 (Invitrogen #A-21432), donkey anti-rabbit alexa 488 (Invitrogen #A-21206), and donkey anti-chicken alexa 647 (Jackson Immuno Research #803605155).

## Validation

1. Rabbit anti-Iba1 (1:1000, Wako #019-19741)
  - a. Host: Rabbit and cross-reactivity species: Human, mouse, and rat. Application: Immunocytochemistry and Immunohistology.
  - b. Lot #: CAG5175 (Received 2/24/2020) and LEJ1842 (Received 11/3/2021). Certificates and datasheet were filed.
  - c. <https://www.ncbi.nlm.nih.gov/pmc/articles/PMC9277945/>  
<https://www.ncbi.nlm.nih.gov/pmc/articles/PMC8065162/>
  - d. Iba1 IHC images were used in Figure 6A and B.
2. Rat anti-CD11b (1:1000, Biorad #MCA74G)
  - a. Host: Rat and cross-reactivity species: Mouse, human rabbit. Clone M1/70.15. Application: Flow Cytometry, Immunofluorescence, Immunohistology (frozen and paraffin) and Immunoprecipitation.
  - b. Batch number: 1804 (Received 5/26/2021) and 156410 (Received 5/28/2021). Specific datasheets by batch # were filed.
  - c. <https://europepmc.org/backend/ptpmcrender.fcgi?accid=PMC6407295&blobtype=pdf>  
<https://europepmc.org/backend/ptpmcrender.fcgi?accid=PMC10029189&blobtype=pdf>
  - d. CD11b IHC images were used in Figure 6A and B.
3. Hamster anti-CD11c (1:400, Biorad #MCA1369)
  - a. Host: Hamster and cross-reactivity species: Mouse. Application: Western Blot, Immunofluorescence, Immunohistology (frozen and paraffin) and Immunoprecipitation.
  - b. Lot number 1711 (Received 4/19 and 5/25/2021). Specific datasheet by batch # was filed.
  - c. <https://www.ncbi.nlm.nih.gov/pmc/articles/PMC9277945/>  
<https://actaneurocomms.biomedcentral.com/articles/10.1186/s40478-022-01416-6>
  - d. CD11c IHC images were used in Figure 6A and D.
4. Goat anti-Lcn2 (1:50, R&D #AF1857)
  - a. Host: Goat and cross-reactivity species: Mouse. Application: Flow Cytometry, Immunofluorescence, Immunohistology (frozen) and Immunoprecipitation.
  - b. Lot #: JZP0521011 (recid 9/16 and 10/7/2021). Certificates and datasheet were filed.
  - c. <https://jneuroinflammation.biomedcentral.com/counter/pdf/10.1186/s12974-022-02455-5.pdf>  
<https://europepmc.org/backend/ptpmcrender.fcgi?accid=PMC7503651&blobtype=pdf>
  - d. LCN2 IHC images were used in Figure 6E and G.
5. Chicken anti-GFAP (1:1000, Abcam #ab4674)
  - a. Host: Chicken and cross-reactivity species: Mouse, Rat. Application: Immunofluorescence, Immunohistology (frozen and paraffin) and Western blot.
  - b. GR33931871(9/15/21 received) and GR3438978-1 (6/2/22 received). Datasheet was filed.
  - c. <https://actaneurocomms.biomedcentral.com/articles/10.1186/s40478-022-01416-6>  
<https://europepmc.org/backend/ptpmcrender.fcgi?accid=PMC7396151&blobtype=pdf>
  - d. GFAP IHC images were used in Figure 6E and H.
6. Rabbit anti-S100a6 (1:500, Novus #NBP1-89388)
  - a. Host: Rabbit and cross-reactivity species: Human, Mouse, Rat. Application: Immunocytochemistry, Immunofluorescence, Immunohistology (frozen and paraffin) and Western blot.
  - b. batch #: 000013632 (received 2/20 and 9/30/2022). Certificates and datasheet were filed.
  - c. <https://www.ncbi.nlm.nih.gov/pmc/articles/PMC6675528/>

<https://www.ncbi.nlm.nih.gov/pmc/articles/PMC8015719/>

d. S100a6 IHC images were used in Figure 6E and F.

7. Rat anti-CD88 10/92 (1:1000, BioRad #MCA2456)

a. Host: Rat and cross-reactivity species: Mouse. Application: Immunofluorescence, Immunohistology (frozen) and Flow Cytometry.

b. 152778 (9/2/2021 received). Datasheet was filed.

c. <https://www.sciencedirect.com/science/article/pii/S016524780300052X?via%3Dihub>

<https://www.ncbi.nlm.nih.gov/pmc/articles/PMC2921960/>

d. CD88 (C5aR1) IHC images were used in Figure S10A and C.

8. Rat anti-C3 clone 11H9 (1:50, Hycult #HM1045)

a. Host: Rat and cross-reactivity species: Mouse. Application: Immuno assay, Immunofluorescence, Immunohistology (frozen), Western blot and Flow Cytometry.

b. batch #: 35786M0423 (received 3/18/2024). Datasheet was filed.

c. <https://www.sciencedirect.com/science/article/pii/S1286457905004314?via%3Dihub>

<https://www.ncbi.nlm.nih.gov/pmc/articles/PMC2574638/>

d. C3 IHC images were used in Figure S11A, C, D and E.

9. Rabbit anti-GFAP (1:2900, Dako #Z0334)

a. Host: Rabbit and cross-reactivity species: Human, cow, mouse, rat, and dog. Application: Immunofluorescence, Immunohistology (frozen and paraffin) and Western blot.

b. 20044021(5/10/17 received). Datasheet was filed.

c. <https://europepmc.org/backend/ptpmcrender.fcgi?accid=PMC6174950&blobtype=pdf>

<https://www.mdpi.com/1422-0067/22/6/3233>

d. GFAP IHC images were used in Figure S11A and F.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

*State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.*

Authentication

*Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.*

Mycoplasma contamination

*Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.*

Commonly misidentified lines  
(See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Palaeontology and Archaeology

Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.*

Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Arctic48 mouse model of AD which carries the human APP transgene with three mutations – the Indiana (V717F), the Swedish (K670N + M671L), and the Arctic (E22G), was generated on a C57BL6/J background and originally provided by Dr. Lennart Mucke

(Gladstone Institute, San Francisco, CA). Mice were between the ages of 4 months and 10 months during experimental timeline. Mice were single-housed at ambient temperature/humidity for the duration of treatment with free access to food and water.

Wild animals

None used.

Reporting on sex

Both males and females were used in this study. Results were compared on the basis of sex and where no differences were found, the sexes were analyzed as one group

Field-collected samples

None

Ethics oversight

The Institutional Animal Care and Use Committee of University of California at Irvine granted ethical approval for all animal procedures (#AUP-21-132). Experiments were performed according to the NIH Guide for the Care and Use of laboratory animals.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                                  | Yes                      |                            |
|-------------------------------------|--------------------------|----------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                                  | Yes                      |                                                                             |
|-------------------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## Plants

Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

## Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## ChIP-seq

## Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

*For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.*

## Files in database submission

*Provide a list of all files available in the database submission.*

## Genome browser session

(e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

## Replicates

*Describe the experimental replicates, specifying number, type and replicate agreement.*

## Sequencing depth

*Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.*

## Antibodies

*Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.*

## Peak calling parameters

*Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.*

## Data quality

*Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.*

## Software

*Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.*

## Flow Cytometry

## Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

*Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*

## Instrument

*Identify the instrument used for data collection, specifying make and model number.*

## Software

*Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*

## Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

## Gating strategy

Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

### Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

### Models & analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity

☐ ☐ Graph analysis

☐ ☐ Multivariate modeling or predictive analysis

|                                               |                                                                                                                                                                                                                           |
|-----------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Functional and/or effective connectivity      | Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).                                                                                         |
| Graph analysis                                | Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.). |
| Multivariate modeling and predictive analysis | Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

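The study measured RNA of hippocampal cells of wild-type and Arctic48 mice, with PMX205 or with vehicle, by split-pool barcoding. One barcoding run held CD11b-selected single cells in 24 wells of the first round and single nuclei in the 24 others, with 6 wells per group and preparation. The authors made the deposited transcript counts with the Parse split-pipe pipeline on mm10, without normalization and with all barcodes kept, as tested on the files. The deposited metadata give the transcripts, genes and mapped reads of each barcode and its first-round well, and the authors' sample sheet gives genotype, treatment and sex of each well. The 7 deposited libraries are sublibraries that share the 48 wells, so the counts of a well were summed over them. The reporting summary says that 1 WT sample was left out because its expression showed it to be Arctic, but names no well, so all wells were kept and none was relabelled.

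Cells had to pass the filters of the paper: more than 300 transcripts, fewer than 50000 transcripts, and for single cells under 10% mitochondrial transcripts and more than 300 genes, for nuclei under 1% and more than 400 genes. Doublets were scored per sublibrary and preparation by Scrublet in scanpy 1.11.5 (expected rate 0.06) and removed at a score above 0.25. Each preparation was normalized to equal depth per cell, log-transformed, scaled (values limited to 10) and clustered on 2000 variable genes, 30 principal components and 15 neighbours by the Leiden algorithm (leidenalg 0.10.2, resolution 1 for single cells and 1.5 for nuclei, seed 1). Clusters were named from marker genes fixed before the data were examined. A cluster was named if at least 3 markers of a type were each detected in 10% of its cells, and was left unnamed if a second type scored at least 0.8 of the best or if over 50% of it were doublets. It was also left unnamed if its top 10 genes held more markers of another type, if more than 5 of them were higher in another type, or if none was a marker of its type and its depth was under 0.333 of its wells' median. The score for doublets and the rules for leaving clusters unnamed were set after the clusters had been seen. The lists, marker genes, tests, comparisons, named genes and all alternatives not marked otherwise were fixed before the data were examined, when the paper with its figures and supplementary tables had been read.

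Counts were summed per well and type for wells with at least 10 cells of the type. Sums were compared by edgeR 4.0.16 (R 4.3.3) with TMM normalization, filterByExpr by group, glmQLFit and glmQLFTest, all 4 groups in one fit, sex as a covariate, and Benjamini-Hochberg adjustment at 0.05 over the genes of a type and contrast. The contrasts were Arc-veh minus WT-veh, Arc-PMX minus Arc-veh, Arc-PMX minus WT-veh, WT-PMX minus WT-veh, and the difference between the effects of PMX205 in Arctic and wild-type mice. The test was tried on simulated counts with the depth and the numbers of wells of each type and 200 changed genes. Named genes are each gene the paper names, in the cell type its claim is about, then per contrast of single-cell microglia and single-nucleus astrocytes the 5 genes with the largest absolute log2 fold change (adjusted p under 0.05, mean log2 CPM of at least 5, same sign in both sexes), then *Xist*, *Ddx3y* and *App* as checks of labels, then the transcripts linked to ribosomal RNA.

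List levels used edgeR's cpm with a prior count of 2 and the mean over the genes of a list that the matrix holds. The lists were DAM1, DAM2, homeostatic, pan-reactive, A-1, A-2, neuronal, the transcripts linked to ribosomal RNA, and the cluster lists M1 to M11 and A1 to A12 of Supplementary Data 2 and 3. Groups of wells were compared by two-sided exact permutation of the wells, with Benjamini-Hochberg adjustment over the lists of a type, and by fry and camera of limma 3.58.1. For shares nearest to a cluster list, cells were thinned to 500 transcripts, genes were standardized, and wells with at least 10 thinned cells were compared by the same exact test. The lists for cholesterol synthesis and ribosomal proteins were added after the data had been seen.

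Depth per well is given in the first passage of the Results. In single-cell microglia only 3 WT-veh, 3 WT-PMX, 5 Arc-veh and 6 Arc-PMX wells had at least 10 cells, and in microglial nuclei 4, 5, 6 and 6 wells did. The alternatives were size factors by relative log expression, DESeq2 1.42.0, no filter on low counts, no covariate, a fit of only the 2 groups compared, each well or each sublibrary left out, removal of transcripts linked to ribosomal RNA, doublets kept, a stricter filter of more than 500 transcripts and genes, cells named by their highest marker score, and the replicate number as a block. For lists they were a prior count of 0.5, the median over genes, lists without transcripts linked to ribosomal RNA, and females or males alone, and for shares no thinning. Adding the 2 unnamed single-cell clusters with microglia as best type ("wider clusters") was an alternative chosen after the data had been seen. The Wilcoxon test over cells, trajectories, CellChat, GO terms and the joint clustering of both preparations were not analysed here, and neither were behaviour, imaging and plasma. Tables were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.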

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

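The tests of 1 well for the transcripts linked to ribosomal RNA and of whole wells for *AY036118*, and the list of cholesterol synthesis genes, were chosen only after the results they concern had been seen. A well was set apart when its gap to the nearest well of its group of 4 to 10 wells, divided by the range of the group, was above Dixon's 95% critical value. Chance alone sets apart a well in about 1 in 20 groups. List levels were scanned in 160 groups and gave 10 such wells, cell type shares in 40 and gave 1, nearest-list shares in 114 and gave 13, and CPM of genes in 140 and gave 20. The genes scanned are those whose CPM the text gives, a selection narrowed after a first scan of a longer gene list had been seen. Lists share genes and shares of a well sum to 100%, so these counts are not independent of each other. Values near 0 are skewed, and there single cells can set a well apart.

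In single-cell microglia, the well Arc-veh F2 lay far above the other Arc-veh wells. Its level of the M6 list was 12.63 (other wells 9.46 to 10.08) log2 CPM and that of the transcripts linked to ribosomal RNA 13.93 (others 10.66 to 11.59). Of its cells, 89.3% lay nearest to M6 (others 0 to 21.1%). In CPM, it had 37579 (others 3168 to 5429) for *Lars2*, 138394 (others 16839 to 28952) for *Cmss1*, 130368 (others 3353 to 36815) for *Cdk8* and 2714 (others 50.5 to 348) for *Cd44*. The value of 13.93 is the one that drew attention to the well, so it is no test of whether a single well carries the level. Without this well, the rise of these transcripts from WT-veh to Arc-veh was 1.31 in place of 1.87 (exact permutation test, adjusted p = 0.190 and 0.167). A state of the cells in this pool of 2 to 3 mice, and transcripts from the ribosomal DNA locus counted under these genes in this well, both stay open. No biological explanation was tested, since the design gives none for a single well.

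In astrocyte nuclei, the well Arc-PMX F3 had a level of the A2 list of 8.78 (others 9.58 to 10.04) log2 CPM and of the A8 list of 10.14 (others 8.84 to 9.29). Its nearest-list shares were 16.5% (others 35.4% to 38.4%) for A2 and 40.3% (others 7.02% to 12.0%) for A8, and *AY036118* had 767 (others 391 to 489) CPM. The well Arc-PMX F2 had a share of 1.39% (others 5.26% to 7.46%) nearest to A6, and 776 (others 1110.4 to 1198) CPM of *Enox1*, 157 (others 82.9 to 105) of *Tgfb2* and 196 (others 41.5 to 84.5) of *Tnc*. Other astrocyte shares set apart were A10 in Arc-veh F3 at 6.57% (others 0% to 2.29%), A12 in Arc-PMX M2 at 0.637% (others 0%) and A9 in WT-veh F1 at 2.03% (others 0% to 0.619%), the last from 5 of 246 nuclei. A single-nucleus well is 1 mouse, so differences between mice and in the dissected tissue stay open for these wells, and neither they nor a biological explanation were tested.

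In microglial nuclei, the level of the DAM1 list was 6.28 (others 6.92 to 7.22) log2 CPM in Arc-veh F1, that of DAM2 8.05 (others 7.36 to 7.49) in Arc-PMX F1 and that of the homeostatic list 7.89 (others 8.33 to 8.41) in WT-veh F1. The neuronal list had 8.08 (others 8.99 to 9.49) in Arc-PMX M1. In WT-veh F2, the M6 list had 8.68 (others 7.50 to 7.70) and the transcripts linked to ribosomal RNA 9.84 (others 8.59 to 8.79). Nearest-list shares set apart were M10 in WT-veh F2 at 4.26% (others 0%), M11 in WT-PMX M1 at 2.27% (others 0%), M4 in WT-veh F1 at 4.00% (others 0%) and M6 in WT-PMX M2 at 41.7% (others 0% to 9.09%). They rest on 2 of 47, 1 of 44, 1 of 25 and 10 of 24 thinned nuclei. In CPM, *Axl* had 98.6 (others 0) in WT-PMX M2, *Itgax* 40.5 (others 0) in WT-veh M1 and *Csf1r* 2056 (others 896 to 1229) in Arc-PMX F2. The counts in WT wells are too small to separate a mouse from counting error, and no explanation of these wells was tested.

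Single values set apart elsewhere were the M4 share of single cells in Arc-PMX F3, 1.64% (others 0%), and the M7 share in Arc-PMX M2, 22.2% (others 5.56% to 8.53%), from 2 of 122 and 4 of 18 thinned cells. Single cells of Arc-PMX F1 had 3103 (others 124 to 1191) CPM of *Apoe* and 761 (others 45.1 to 273) of *C1qb*. In WT astrocytes, WT-PMX M1 had 471 (others 142 to 261) CPM of *C4b* and 9.20 (others 0 to 2.96) of *Serpina3n*, and WT-PMX M2 had 6.90 (others 0) of *C3*. *Bcl3* had 4.65 (others 0 to 0.986) CPM in WT-PMX F1 and 6.03 (others 0 to 1.89) in WT-veh F2. Oligodendrocytes of Arc-veh F2 had 2716 (others 819 to 1382) CPM of *C4b*, and fibroblast-like nuclei made up 3.31% (others 0.228% to 1.37%) of WT-veh M1. No explanation of these single wells was tested, and no condition in the design separates them from their group.

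*AY036118*, a transcript linked to ribosomal RNA that the paper gives in its cluster lists and does not discuss, was the 1 gene called in astrocytes between Arc-PMX and Arc-veh, with a log2 fold change of −3.05. In Arc-veh M1 it had 19044 (others 509 to 4806) CPM. If whole wells differ in this transcript, astrocytes and neurons of the same well move together. Deviations from the group means correlated with Pearson's r = 0.967 (n = 24 wells), Spearman's rho was 0.910, and r was 0.914 without Arc-veh M1 and F3 (permutation p = 1e-05 each, the smallest that these permutations can give). Against a fall of the whole set, the other 10 transcripts linked to ribosomal RNA changed by −0.23 in astrocytes (exact permutation p = 0.481, n = 6 wells each). A difference between wells shared by all cell types may therefore explain part of this call, and what differs in Arc-veh M1 and F3 stays open. By level, the fall was −1.62 in astrocytes (exact permutation p = 0.0325) and −1.37 in neurons (exact permutation p = 0.203, n = 6 wells each), and in both Arc-PMX F3 lay above 4 of the Arc-veh wells. In OPCs each Arc-PMX well lay below each Arc-veh well (exact permutation p = 0.00216, the smallest possible), which argues against M1 and F3 as the whole cause in that type. An effect of PMX205 on the transcript, which the design would give, stays open.

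Genes of cholesterol synthesis, which the paper does not discuss, were higher in neurons of Arctic mice. A list of 25 such genes, written after 6 of them had been seen among the 11 genes called in neurons, rose by 0.52 log2 units from WT-veh to Arc-veh (exact permutation p = 0.00216, the smallest possible, n = 6 wells each), with 23 of 24 tested genes higher. From Arc-veh to Arc-PMX it changed by 0.00382 (exact permutation p = 0.952). A changed mix of neurons was tested within the neuronal cluster with most nuclei, where the list still rose by 0.29 (exact permutation p = 0.0346). In the same cluster it was 0.31 higher in Arc-PMX than in WT-veh (exact permutation p = 0.0628). The rotation test fry gave p = 0.0140 and 0.0121 for these, and camera with an estimated correlation 0.0265 and 0.0250. The rise from WT-veh to Arc-veh within this cluster, with 13 of 14 tested genes higher, argues against a changed mix of clusters as the whole cause. That rise was smaller than in all neurons, so a changed mix stays open as part of the cause. The list was written with called genes in view. A difference in depth was tested by thinning neurons of every well to the same total, and the rise stayed at 0.51 (exact permutation p = 0.00433). In other types, where 15 genes of the list had enough counts in astrocytes, 3 in oligodendrocytes and 0 in OPCs and microglia, the list changed by −0.04 in astrocytes, 0.32 in oligodendrocytes, 0.12 in OPCs and 0.47 in microglia (exact permutation p = 0.727, 0.0260, 0.0260 and 0.00476). A higher expression with the Arctic genotype is a candidate explanation, found and tested on the same wells.

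*Bcl3*, which the paper does not discuss, had a log2 fold change in astrocytes of 4.65 between Arc-veh and WT-veh (standard error 0.47, edgeR adjusted p = 1.4e-09), from 1.32 ± 2.43 CPM (SD, n = 6 wells) to 64.9 ± 17.7 CPM (n = 6). WT-veh had 5 counts and Arc-veh 221, so the size of the change is uncertain. In oligodendrocytes it had 0 and 108 counts in the same groups. Free RNA from another type was not tested for it, and the genotype stays an open explanation.

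*App* had 637 CPM in Arc neurons against 508 in WT, a mean log2 difference of 0.33, and the paper does not report its expression. In oligodendrocytes it had 3094 against 1504 CPM, and in pericytes the log2 difference was −0.04. Reads of the human transgene aligned to the mouse gene and a higher expression of mouse *App* cannot be told apart with the value of 0.33, because counts per gene hold no sequence. The Arctic genotype brings the transgene, so both explanations follow the same groups.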

How the results depend on the processing

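The wider single-cell clusters and the Scrublet score of 0.25 were chosen only after the results had been seen, and the other alternatives before the data were examined. Of the changes of list levels, 2451 of the recomputed values kept their side of the threshold or lay within 1 SD of the reported value, a change of sign within 1 SD included, 12 passed it newly, 11 no longer did and 6 without a call moved by more than 1 SD. For the shares these counts were 1796, 6, 19 and 2, with 1 reversed. For the fold changes of named genes, where any change of sign without a call counts as moved, they were 9305, 76, 101 and 448, with 3 reversed. Of the counts of called genes, 1376 stayed within 1.5 times the reported count and 139 did not. The cell type shares among all nuclei kept their calls under every alternative run, and some without a call changed sign. Among glial nuclei alone, the rise of oligodendrocytes from WT-veh to Arc-veh did not pass (exact permutation p = 0.197). The count of genes called between Arc-veh and WT-veh astrocytes lay between 751 and 1019 under the alternatives set before the data were examined, and no change of the DAM1, DAM2 or pan-reactive list changed its call under these. For DAM1 and DAM2 in single cells between Arc-veh and WT-veh this says little. There 5 wells against 3 have 56 splits, and leaving out a well lowers that number.

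The filter on low counts changed these counts. With no filter, edgeR called 25, 36, 2, 7 and 7 genes in single-cell microglia, in the order Arc-veh against WT-veh, Arc-PMX against Arc-veh, Arc-PMX against WT-veh, WT-PMX against WT-veh, and the difference between the effects of PMX205 in Arc and WT, where it called 0 in each as reported. In neurons it called 183, 66, 113, 25 and 49 in the same order against 11, 0, 15, 0 and 0, and in pericytes 1, 1, 6, 3 and 8 against 0. Between Arc-PMX and Arc-veh it called 6 in astrocytes, 9 in microglial nuclei, 7 in oligodendrocytes, 4 in OPCs and 4 in endothelial nuclei. Between WT-PMX and WT-veh it called 6, 8, 2 and 3 in the first 4 of these types, and for the difference between the effects of PMX205 4, 3, 3, 3 and 8 in all 5. In endothelial nuclei it called 5 between Arc-veh and WT-veh and 2 between Arc-PMX and WT-veh. Without the filter, the median log2 fold change of all genes moved to 0.83 in single-cell microglia and 0.67 in microglial nuclei between Arc-veh and WT-veh, so that these calls mix changes with a shift of all genes. The cause of the further calls was not tested.

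In single-cell microglia, cells with more than 500 transcripts and genes gave 11 called genes between Arc-PMX and Arc-veh, 10 between WT-PMX and WT-veh and 8 for the difference between these effects. DESeq2 called 13, 1, 3 and 5 in the order of the first 4 comparisons above. Naming each cell by its highest marker score gave 1 between Arc-PMX and Arc-veh and 2 between Arc-PMX and WT-veh, where leaving out sublibrary 5 gave 1. With wider clusters, edgeR called 63 genes between Arc-veh and WT-veh and 50 between Arc-PMX and WT-veh. With single wells left out, the count between Arc-veh and WT-veh lay between 0 and 11, the highest without WT-veh F2, and was 4 without Arc-veh F2. Between Arc-PMX and Arc-veh it lay between 0 and 18, the highest without Arc-veh F2, and was 1 without WT-PMX F2, M2 or M3 or WT-veh F2. Between Arc-PMX and WT-veh it lay between 0 and 10 (without WT-veh F2), and between WT-PMX and WT-veh between 0 and 6 (without WT-veh M2), with 3 without WT-veh F3.

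The single gene called between Arc-PMX and Arc-veh, *AY036118*, was lost in astrocytes, oligodendrocytes and OPCs (0 called genes each) by DESeq2, with nuclei named by their highest marker score and, by construction, with the transcripts linked to ribosomal RNA removed. With the replicate block or with the wells of the 2 groups alone, 0 genes were called in astrocytes and in oligodendrocytes. With doublets kept, 0 were called in astrocytes. In astrocytes, the count lay between 0 and 1 with single wells left out, and was 0 without any one of the 6 Arc-PMX wells, the 6 WT-veh wells, Arc-veh F3 or M1 or WT-PMX F2 or F3. In oligodendrocytes and OPCs it lay between 0, without Arc-veh M1, and 1. In microglial nuclei 1 gene was called with no covariate, without sublibrary 1 and without Arc-veh F1, F2, M2 or M3 or WT-PMX M2, for a range of 0 to 1 over the wells. In endothelial nuclei, 1 was called without sublibrary 5 or Arc-PMX M1 (0 to 1 over the wells). For the difference between the effects of PMX205, 1 gene was called in OPCs without sublibrary 2, without Arc-veh F1, F2, M2 or M3 and without WT-PMX M1 or M3, and in oligodendrocytes without Arc-veh F1, F2, M2 or M3 (0 to 1 over the wells in both). The residuals of wells with the same number correlated with a mean r between −0.0778 and 0.0575, so the numbers do not pair the wells and the block has no meaning as a batch.

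Between Arc-veh and WT-veh, naming nuclei by their highest marker score changed the counts to 562 in microglia (from 261), 845 in oligodendrocytes (from 123) and 14 in OPCs (from 38), and to 12 in OPCs between Arc-PMX and WT-veh (from 38). It also reversed 3 named genes between Arc-veh and WT-veh: *Tnr* in astrocytes (−0.76, adjusted p = 0.0338), *Cx3cr1* in microglia (0.0542, adjusted p = 0.949) and *P2ry12* in microglia (0.00294, adjusted p = 0.997). This setting adds nuclei of clusters named otherwise, and the cause was not tested. In neurons, edgeR called 5 without sublibrary 4, 2 with the wells of the 2 groups alone and 24 by DESeq2 between Arc-veh and WT-veh. Between Arc-PMX and WT-veh it called 9 with the wells of the 2 groups alone and 9 without sublibrary 7.

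With single wells left out, the count in microglial nuclei lay between 154 (without WT-veh F2) and 278 (without WT-PMX M2) for Arc-veh against WT-veh, and between 144 (without WT-veh F2) and 249 for Arc-PMX against WT-veh. In oligodendrocytes it lay between 79 (without WT-veh F1) and 131 for Arc-veh against WT-veh. In OPCs it lay between 24 (without Arc-PMX F1) and 43 for Arc-PMX against WT-veh. In neurons it lay between 2 and 13 for Arc-veh against WT-veh, with 6 without Arc-veh F2, 2 without Arc-veh F3, 4 without Arc-veh M3, 3 without WT-veh F1, 3 without WT-veh F2, 6 without WT-veh M1, 4 without WT-veh M2 and 5 without WT-veh M3. For Arc-PMX against WT-veh it lay between 7 and 15, with 7 without Arc-PMX F1, F2 or M1 or WT-veh F1, M1 or M3 and 8 without Arc-PMX M3 or WT-veh F2 or M2. Fewer wells lower the power of the test, which by construction lowers such counts. Between Arc-veh females and males, edgeR called 0 genes in single-cell microglia with the Arc-veh wells alone, and between 1 and 2 with single wells left out, 2 without Arc-veh F1 or WT-PMX M2 or M3.

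Wider single-cell clusters, chosen after the data had been seen, brought the rise from WT-veh to Arc-veh past the threshold for the lists DAM1 (2.16), DAM2 (2.38), M3 (2.03), M4 (1.49) and M8 (2.00), with an exact permutation adjusted p of 0.0485 each. They moved the homeostatic list to −0.58, adjusted p = 0.327, and M2 to −0.31 (adjusted p = 0.327) and, between Arc-PMX and Arc-veh, to 0.30, adjusted p = 0.747. Over the alternatives set before the data were examined, the DAM1 list changed by −1.90 to −0.64 log2 units between Arc-PMX and Arc-veh single cells and passed the threshold under none. In microglial nuclei between WT-veh and Arc-veh, the M1 list lost its call with the median over its genes (0.19, adjusted p = 0.0952). With single wells left out, the M5 list changed by −0.41 to −0.26 and lost its call without Arc-veh F1 or M3 (−0.33 and −0.36, adjusted p = 0.0508 each) or WT-veh M1 (−0.31, adjusted p = 0.0519). The M6 list changed by 0.55 to 0.93 and was called without WT-veh F2 (adjusted p = 0.0173) or Arc-veh M2 (0.76, adjusted p = 0.0488). The homeostatic list changed by −0.34 to −0.18 and was called without WT-veh F1 (adjusted p = 0.0346).

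Among the shares of microglial nuclei, in percentage points between WT-veh and Arc-veh, the change of M7 was −2.06 without thinning and 1.42 (adjusted p = 0.140) without the transcripts linked to ribosomal RNA, and that of M1 2.97 without thinning (adjusted p = 0.249). With single wells left out, M7 lay between 1.27 (without WT-veh M2, adjusted p = 0.131) and 2.60 and also lost its call without Arc-veh F1 (0.0728), Arc-veh F2 (0.105), Arc-veh F3 (0.0873), Arc-veh M2 (0.0728), Arc-veh M3 (0.105), WT-veh F2 (0.0655) and WT-veh M1 (0.0982), adjusted p in brackets. M4 lay between 3.90 and 5.80, and was called without Arc-veh F1 (5.55, adjusted p = 0.0218). Among astrocytes, A2 fell by 23.2 points without thinning (adjusted p = 0.00866) and changed by −8.55 without the transcripts linked to ribosomal RNA, where A8 rose by 5.45 (adjusted p = 0.0445), and A11 changed by 1.19 without thinning (adjusted p = 0.159). With single wells left out, A2 lay between −9.46 (without Arc-veh M2, adjusted p = 0.0303) and −5.97. A3 lay between 3.32 and 5.53 and lost its call without any one of the 6 WT-veh wells (adjusted p = 0.0606 without F1 and 0.0675 without the others). A4 lay between −3.15 and −1.95 and lost its call without Arc-veh F2, F3, M1 or M3 (adjusted p = 0.0519 each). Between Arc-PMX and Arc-veh, A12 lay between −0.977 (without Arc-PMX M2, adjusted p = 0.0260) and −0.722. The exact permutation test has fewer splits with a well fewer, which by its construction raises the smallest p.

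Of the named genes, 36 fold changes passed the threshold newly with no filter on low counts and 3 lost it. Highest marker scores brought 2 past it and lost 8, the 2 groups alone 3 and 7, and DESeq2 2 and 1. Alternatives that left a type with too few wells for a comparison gave no value. Depth limits the single-cell comparison of Arc-veh with WT-veh. The microglia of a WT-veh well held a median of 9130 transcripts and those of an Arc-veh well 258221, and in simulated data of that depth the test recovered 18.5% of genes changed 2-fold between Arc-veh and WT-veh.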

Differences from the paper's values

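The wider single-cell clusters were chosen only after the results had been seen, and the other alternatives before the data were examined. The paper's test took cells as replicates and the tests here take wells, so calls are compared at different numbers of replicates. The paper's percentages below are shares of integrated subclusters, and the values here are mean shares of thinned nuclei nearest to each subcluster's gene list with the SD over 6 wells, which is a different and wider assignment. A mean score over few genes spreads more widely, so the highest score can favour short lists. A2 has 1 gene, A8 has 6 and A7 has 10, against 185 in A3. Differences in the size of these shares may come from this. A share is said to differ when it is more than 1 SD over its wells and more than 1.5 times away.

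For single-cell microglia the paper's numbers are about 340 in WT-PMX and about 1100 in Arc-PMX in Fig. 3f, read by eye, and 131 and 581 were found here. Both still differ with doublets kept (131 and 581), with more than 500 transcripts and genes (40 and 226) and with cells named by their highest marker score (76 and 349). Wider clusters, chosen after seeing the values, gave 262 and 847, each within 1.5 times the paper's number, and 255 in WT-veh, which is 1.5 times the paper's about 170 in Fig. 3f, read by eye. They drop none of the paper's called items that were called before, since none was called between the groups of single cells. For microglia of both preparations in WT-PMX the paper's number is about 450 in Fig. 3b, read by eye, and 261 were found. It no longer differs with the highest marker score (381) and still does with doublets kept (262) and with more than 500 transcripts and genes (134).

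For the astrocyte shares, the paper's values are those of Fig. 4b, read by eye, and each value here is followed by those without thinning, without the transcripts linked to ribosomal RNA and with single wells left out. For A1 they were about 30% in Fig. 4b in WT-PMX against 18.3% ± 4.68 here (18.0%, 19.7% and 16.9% to 19.6%), about 12% in Fig. 4b in Arc-veh against 5.62% ± 2.46 (5.72%, 6.94% and 5.18% to 6.31%) and about 18% in Fig. 4b in Arc-PMX against 5.45% ± 3.09 (7.40%, 6.16% and 4.41% to 6.24%). For A2 they were about 8% in Fig. 4b in Arc-veh against 32.3% ± 5.61 (25.0%, 31.0% and 30.5% to 33.9%) and about 13% in Fig. 4b in Arc-PMX against 33.7% ± 8.51 (30.6%, 32.6% and 32.8% to 37.2%). For A3 they were about 26% in Fig. 4b in Arc-veh against 4.75% ± 3.68 (9.20%, 5.36% and 3.49% to 5.70%) and about 30% in Fig. 4b in Arc-PMX against 8.50% ± 3.25 (12.2%, 6.44% and 7.61% to 9.42%). For A7 they were about 0% in Fig. 4b in WT-veh against 3.00% ± 0.971 (1.02%, 5.07% and 2.80% to 3.28%), about 0% in Fig. 4b in WT-PMX against 5.76% ± 2.43 (2.02%, 6.54% and 4.99% to 6.50%) and about 0% in Fig. 4b in Arc-PMX against 18.0% ± 5.05 (14.2%, 23.1% and 16.9% to 19.1%). All of these differ under each of the alternatives named. For A3 in WT-PMX it was about 0% in Fig. 4b against 0.275% ± 0.215, which does not differ without thinning (0.146% ± 0.227) or without the transcripts linked to ribosomal RNA (0.428% ± 0.501) and differs with any single well left out (0.239% to 0.330%). For A6 in Arc-PMX it was about 9% in Fig. 4b against 5.66% ± 2.21, which does not differ without Arc-PMX F2 (6.51%) or without the transcripts linked to ribosomal RNA (6.09%) and differs without thinning (5.83%) and without F1, F3, M1, M2 or M3 (the lowest 5.29%).

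The paper states that the DAM1 genes of cluster M4 were less induced with PMX205 in Arctic mice. The DAM1 list and *Apoe*, *C1qa*, *C1qb* and *C1qc* were lower in single cells of Arc-PMX than of Arc-veh, but did not pass the threshold over all genes or lists. For the lower expression in Arc-PMX, edgeR without Arc-veh F2 called *Apoe* (−1.92, adjusted p = 0.0173), *C1qa* (−1.70, adjusted p = 0.0173) and *C1qb* (−1.79, adjusted p = 0.0134). With no filter on low counts it called *Apoe* (−1.76, adjusted p = 4.5e-05), *C1qa* (−1.40, adjusted p = 0.0114), *C1qb* (−1.49, adjusted p = 0.00804), *C1qc* (−1.95, adjusted p = 0.000114) and *Lars2* (−1.56, adjusted p = 0.00115). The *Lars2* call includes Arc-veh F2, which lay far above the other Arc-veh wells for this gene. With more than 500 transcripts and genes it called *Apoe* (−1.97, adjusted p = 0.00774), *C1qb* (−1.55, adjusted p = 0.0284) and *C1qc* (−2.07, adjusted p = 0.00774). For the rise from WT-veh to Arc-veh in single cells, no filter called *Apoe* (3.43, adjusted p = 1.4e-07), *C1qa* (2.64, adjusted p = 0.0134), *Lars2* (2.48, adjusted p = 9.4e-06), *Cmss1* (3.19, adjusted p = 2.7e-11) and *Cdk8* (2.49, adjusted p = 1.1e-06) and leaving out Arc-veh F2 called *Apoe* (3.41, adjusted p = 0.0322). DESeq2 called *Cmss1* (2.85, adjusted p = 0.0371). Wider clusters, chosen after seeing the values, called *Apoe* (3.72, adjusted p = 0.00109), *C1qa* (2.00, adjusted p = 0.0414), *C1qb* (1.75, adjusted p = 0.0387), *Cmss1* (2.78, adjusted p = 0.0148) and *Cdk8* (2.99, adjusted p = 0.0414) and the lists DAM1, DAM2, M3, M4 and M8. They called 0 genes between Arc-PMX and Arc-veh and dropped none of the paper's items called in single cells, since none had been called. In nuclei, *Trem2* was called higher in Arc-veh with the highest marker score (1.71, adjusted p = 0.00204) and *Cmss1* with no filter on low counts (1.84, adjusted p = 7.2e-17).

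With camera's preset correlation between genes, lists that the paper describes as changed by PMX205 in Arctic mice were called between Arc-PMX and Arc-veh in the direction the paper gives. In single cells these were DAM1, M4 (adjusted p = 1.3e-12) and M6 (adjusted p = 0.0492), in microglial nuclei M4 (adjusted p = 0.00395) and M2 (adjusted p = 3.9e-07), and in astrocytes A6 (adjusted p = 0.0387), A7 and A10 (adjusted p = 0.0134). The same setting also called M3, M5 and M8 lower in Arc-PMX single cells (adjusted p = 0.0492, 0.0188 and 0.0341) and DAM2 lower in nuclei (adjusted p = 0.0169). The paper describes M3 and M8 as independent of PMX205 and gives no effect of it on M5 in Arctic mice. For DAM2 genes it describes a weaker effect than for DAM1. None of these lists was called between Arc-PMX and Arc-veh with an estimated correlation, by fry or by the exact test. For the rise from WT-veh to Arc-veh in single cells, which the exact test did not call, fry called DAM2, M3, M4 and M8 (adjusted p = 0.0468, 0.0246, 0.0468 and 0.0168) and M5 as lower (adjusted p = 0.0468). The preset correlation called the same lists and DAM1 (adjusted p = 0.000448) and M6 (adjusted p = 0.000130), with M1 and M2 as higher (adjusted p = 0.0148 and 0.0232), and the estimated correlation called none.

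The paper describes M4, M6 and M9 as raised in Arctic mice and scarcely found with PMX205. Their list levels rose with genotype in nuclei, M6 without passing the adjustment. The shares of nuclei nearest to them were 5.80% ± 3.05, 12.0% ± 7.56 and 11.5% ± 7.60 in Arc-veh and 5.01% ± 2.47, 10.2% ± 10.6 and 8.31% ± 2.52 in Arc-PMX. In single cells the share of M4 was lower in Arc-PMX (0.328% ± 0.733 against 12.4% ± 13.3), that of M6 was lower (14.1% ± 14.7 against 23.7% ± 37.6, of which Arc-veh F2 alone had 89.3%) and that of M9 was higher (9.04% ± 4.92 against 5.86% ± 5.90), and none of these differences was called. The paper has the genes of M6 fully suppressed by PMX205, and *Lars2* was at 3567 ± 1600.4 CPM in Arc-PMX single cells (n = 6) against 2363 ± 1251 in WT-veh (n = 3), below the Arc-veh mean without a call. That mean is raised by Arc-veh F2 at 37579 CPM. The other Arc-veh wells had 3168 to 5429 CPM, a range that holds the Arc-PMX mean. The paper describes M2 as lower in Arc and regained with PMX205. The share of nuclei nearest to M2 followed this direction (16.3% ± 11.9 in WT-veh, 8.45% ± 4.60 in Arc-veh and 10.6% ± 8.47 in Arc-PMX) without a call, while the level of the M2 list rose with genotype by 0.24 in nuclei and 0.90 in single cells. With wider single-cell clusters, chosen after seeing the values, the level fell with genotype and rose with PMX205, as in the paper, without a call.

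The paper ties M1 to PMX205 in both genotypes. In nuclei its share was 5.34% ± 2.47 in WT-veh, 11.0% ± 9.24 in WT-PMX, 4.53% ± 1.77 in Arc-veh and 5.32% ± 2.38 in Arc-PMX, higher with PMX205 in both genotypes without a call, while the level of the M1 list in nuclei changed by −0.28 in WT and −0.04 in Arc. The paper has DAM1 genes higher in Arctic females than males. The DAM1 level of single cells was lower in females of the Arc-veh group by 0.283 log2 units, without a call. It turned to higher without F2 (0.03), F3 (0.06) or M2 (0.41). The difference between females and males was −0.98 without F1 and −0.93 without M3. The paper has homeostatic genes well represented in WT, and in nuclei *Selplg*, *P2ry12* and *Cx3cr1* were called lower in Arc-veh, while the homeostatic list was not (−0.26, adjusted exact permutation p = 0.0871). The 3 calls depend on the processing: none held with no filter on low counts or with the highest marker score, *P2ry12* lost its call without WT-veh F2 or M2, and *Selplg* without WT-veh M1 or M2. In single cells the homeostatic list changed by 0.18 log2 units in Arc-veh, or by −0.58 with wider clusters, both without a call, while a list of neuronal genes rose by 1.07, so no direction is drawn from it. The clusters M3 and M8, which the paper ties to Arctic mice with and without PMX205, and M5, which it ties to WT, followed the paper in the list levels of nuclei.

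The paper states that complement genes were unchanged in neurons, endothelial cells and OPCs and raised in microglia in the nuclei. In OPCs *C4b* was called higher, with 4.79 on the log2 scale. In endothelial cells it had too few counts to be tested, with 2 in WT-veh and 26 in Arc-veh. In neurons it was called between Arc-PMX and WT-veh (2.44, edgeR adjusted p = 0.00894). Between Arc-veh and WT-veh it was called there with doublets kept, with no filter on low counts, without WT-PMX F1 or M2 and by DESeq2. *Csmd1* and *Csmd2* followed the paper, with no call in neurons or OPCs. In microglial nuclei *C1qb* and *Itgam* were lower in Arc-veh (−0.21 and −0.24) and *Itgb2* higher (0.48), none with a call, while the rise of *Itgax* was called. The paper describes A7 as absent with PMX205. Nuclei nearest to its list, which are not the paper's A7 cells, made up 18.0% ± 5.05 of astrocytes in Arc-PMX against 25.9% ± 12.4 in Arc-veh. Over the alternatives, this difference lay between −14.0 and −1.76 percentage points. It describes A6 as lost in Arc and regained with PMX205. The share followed this direction, with a call for the loss alone. It describes A10 as slightly higher in Arc and more so with PMX205, and the shares were 1.70% ± 1.04, 2.12% ± 2.32 and 2.47% ± 0.823, without a call. These shares cannot decide that claim, because the A10 list holds markers by which nuclei were named ependymal or choroid plexus and left out of the astrocytes. It names *Rgs6* as a gene of A7, and its rise with genotype was called without Arc-veh F3 (0.56, adjusted p = 0.0231) or M2 (0.53, adjusted p = 0.0370) and with no filter on low counts (0.44, adjusted p = 0.0205) by edgeR. It ties A1 and A2 to WT and A3 to Arctic mice. The shares of A1 and A3 followed this with a call, and A2 had 39.9% ± 5.99 in WT-veh and 32.3% ± 5.61 in Arc-veh without one.

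The paper has *Lcn2* and *Cp* higher, *H2-T23*, *H2-D1*, *Tm4sf1*, *Serpina3n*, *Cxcl10* and *S100a6* lower and *C3* further raised in Arc-PMX astrocytes. *Lcn2*, *Cp*, *H2-T23*, *H2-D1*, *Serpina3n*, *Cxcl10*, *S100a6* and *C3* moved in the paper's direction in CPM. *Cp*, *Serpina3n*, *S100a6* and *C3* were not called, the other 4 had too few counts to be tested, and *Tm4sf1* had 24 counts in Arc-veh and 25 in Arc-PMX. Over all cell types, the paper has FGF, ANGPT, PROS and AGRN among the pathways of Arctic mice, FGF raised further and the others lowered with PMX205. In astrocytes *Angpt1* and *Pros1* rose with genotype, and *Angpt1*, *Pros1* and *Agrn* were slightly lower in Arc-PMX without a call. *Fgf1* was lower in Arc-veh than in WT-veh and did not change with PMX205, and *Fgf2* rose with genotype. Pathway scores rest on receptors as well as ligands, so these genes do not measure the same quantity. *Tgfb2* in astrocytes and *Bmp5* in pericytes were higher in Arc-PMX, as the paper's pathways are, without a call. The paper has the *Bmp5* signal absent in Arc-veh, and pericytes of Arc-veh had 30 counts of it against 15 in WT-veh.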

Other observations

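The counts over other splits of the wells and the test of a swap for the well WT-veh F2 were chosen only after the results they concern had been seen, and the list of ribosomal protein genes after the data had been seen. The tests of the DAM1 list with these genes, of the difference between preparations, of free RNA, of depth and of shared wells were written down before their own results.

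In single-cell microglia the DAM1 list was 1.36 log2 units lower in Arc-PMX than in Arc-veh, without passing the adjustment over the lists (exact permutation p = 0.0519, adjusted p = 0.831, n = 6 and 5 wells). Wells that kept more cytoplasmic RNA would have higher levels of DAM1 and of ribosomal protein genes alike. Over the 11 Arc wells, the levels of DAM1 and of 91 ribosomal protein genes correlated with Pearson's r = 0.916 (permutation p = 0.000660) and Spearman's rho = 0.864 (permutation p = 0.00115), and with r = 0.789 without Arc-veh F1 and M2 (permutation p = 0.0139). Within Arc-veh r was 0.972 (n = 5) and within Arc-PMX 0.940 (n = 6). With the ribosomal level in the model, −0.65 (standard error 0.25) of the difference between the groups was left, while the ribosomal level itself differed by −0.41 (exact permutation p = 0.219). The amount of cytoplasmic RNA kept in a well may therefore account for part of the difference. An activated state that raises both gene sets, and an effect of PMX205, stay open.

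The wells Arc-veh F1 and M2 held most microglia of their group. Without them the DAM1 difference was −0.53 (exact permutation p = 0.298, the smallest possible being 0.0119), which is 38.7% of the whole, so a few wells could explain most of it. Against a change that nuclei share, the DAM1 list of microglial nuclei changed by −0.0647 between the same groups (exact permutation p = 0.697, n = 6 wells each). The difference between the 2 preparations was −1.29 with a permutation p of 0.0781 (adjusted p = 0.917), the lowest p of the 15 lists compared in this way, so chance is not excluded for a gap between preparations. That DAM1 transcripts fall in the cytoplasm and not in the nucleus with PMX205 stays open and was not tested.

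Low depth was weighed as a reason for the absence of called genes in single-cell microglia. In simulated data of the same depth and wells, edgeR recovered 91.5% of 200 genes changed 4-fold between Arc-veh and WT-veh. Of those changed 2-fold it recovered 18.5%. Between Arc-PMX and Arc-veh it recovered 98.5% of 4-fold and 80% of 2-fold changes. With 200 of 969 genes changed, the adjustment is easier to pass than with few, and simulated genes vary independently within a well. These shares may therefore be too high. In the data, *Apoe* and *C1qa* rose more than 4-fold from WT-veh to Arc-veh without a call. Too few transcripts therefore stay open as a reason in both comparisons, most of all for smaller changes between Arc-veh and WT-veh. Changes under 2-fold are open in both, and so is the spread between wells of 2 to 3 pooled mice.

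*Gfap* and *C4b* had more counts in neuronal nuclei of Arc than of WT mice, 2.01 ± 0.903 against 0.333 ± 0.112 CPM for *Gfap* (SD, n = 12 wells each). As a hypothesis, free RNA of astrocytes and oligodendrocytes may be counted in neurons. It would bring transcripts of astrocytes into neurons in like shares. *Gfap* reached 0.168% of its astrocyte level, *C4b* 0.166%, and the astrocyte genes *Gja1* 0.134%, *Aqp4* 0.304% and *Slc1a3* 0.474%. *Slc1a2* at 2.06% and *Gpc5* at 3.28%, the most abundant of these in astrocytes along with *Slc1a3*, are above that, and neurons may express them. *Slc1a3* also lay above *Gfap* by more than the spread of the wells (SD 0.110 and 0.0781), so the shares were not alike over all these genes. Astrocyte nuclei counted among the neurons are not excluded. The largest share of the neuronal *Gfap* transcripts of Arc nuclei, 23.0%, lay in the neuronal cluster with most nuclei, and such nuclei could be spread over clusters as free RNA is. For *C4b* it was 16.4% in a cluster with 450 Arc nuclei, with 27 transcripts in 7 nuclei, which argues against evenly spread free RNA as its only source. A low expression of *Gfap* or *C4b* by neurons of Arctic mice stays open.

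Changes from WT-veh to Arc-veh and from Arc-veh to Arc-PMX ran in opposite directions in many genes, as a partial rescue would. Both comparisons share the Arc-veh wells, which gives such a correlation by itself. In astrocytes the log2 fold changes of 7301 genes correlated with r = −0.219, and in 100 simulations with no effect of PMX205 r lay between −0.223 and −0.178, 4 of them as far from 0, while Spearman's rho was −0.261 against −0.247 to −0.206, with 0 of 100 as far. In single-cell microglia r was −0.301 against −0.273 to −0.152, with 0 of 100 as far, while Spearman's rho was −0.241 with 15 of 100 as far. In microglial nuclei r was −0.176 against −0.160 to −0.0861. Of the genes called between Arc-veh and WT-veh, 64.7% in astrocytes (simulated 47.0% to 52.6%) and 65.1% in microglial nuclei (simulated 43.5% to 56.7%) moved back, with small slopes of −0.06 and −0.04 of the genotype change (simulated −0.0284 to −0.00186 and −0.0231 to 0.00720, 0 of 100 as far in each). A small partial reversal and the shared Arc-veh wells cannot be told apart for these correlations, because simulated wells vary independently and genes of real wells vary together. For the shares and slopes over called genes, the genes were chosen in the real wells and kept for every simulation. Chance deviations of the real Arc-veh wells then move back in the data alone, so these gaps do not show a reversal either.

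In single-cell microglia the well labelled WT-veh F2 had levels of Arctic lists, in log2 CPM: DAM2 6.66 (Arc wells 6.56 to 8.23, other WT wells 4.39 to 4.95), M3 9.81 (Arc wells 9.02 to 10.83, other WT wells 6.80 to 8.17) and M8 8.87 (Arc wells 8.54 to 9.94, other WT wells 6.14 to 7.08). A wrong genotype label may explain this, but these levels raised the question and are no test of it. *App* was 177 CPM over all cells of the well, below the 281 to 982 CPM of the Arc single-cell wells, which goes against an Arctic label. It does not settle the label, since the other WT single-cell wells had 231 to 1762 CPM and *App* depends on the mix of cells. A swap with an Arc well would need an Arc well at WT levels, and the lowest DAM2 level of an Arc well was 6.56. Against cells of male wells among its microglia, 0 Y-linked transcripts were found in the 47548 microglial transcripts of this female well. Over all its cells there were 7, or 62.0 CPM, so male cells among the others are not excluded. The paper's reporting summary mentions 1 WT sample left out for Arctic expression without naming it, so the well was kept. Without it, the rise from WT-veh to Arc-veh was 2.88 for DAM1 and 3.00 for DAM2. Whether cells of Arctic mice reached this well in part, or all its mice were Arctic, stays open, and so does a reaction of wild-type mice in this pool.

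As a check on chance, genes were also counted for other splits of the wells into groups of the same sizes, the real split included. Counts between Arc-veh and WT-veh and between Arc-PMX and WT-veh were compared in this way in astrocytes, microglial nuclei, oligodendrocytes, OPCs and neurons. In each, 1 of 100 splits, the real one itself, gave as many called genes. Not all possible splits were counted, of which there are 210 in microglial nuclei and 462 in the other types. Chance is therefore unlikely for these counts but not excluded. The margin is narrow for neurons between Arc-veh and WT-veh, where another split gave 10 called genes against 11. For the single gene called between Arc-PMX and Arc-veh, chance stays open, with 22 of 100 splits in astrocytes, 49 of 100 in oligodendrocytes and 52 of 100 in OPCs. Counts of 0 are reached by every split: in single-cell microglia 56 of 56, 100 of 100, 84 of 84 and 10 of 10 in the order Arc-veh against WT-veh, Arc-PMX against Arc-veh, Arc-PMX against WT-veh and WT-PMX against WT-veh. There edgeR had 110, 91, 83 and 107 genes at an unadjusted p under 0.05, and DESeq2 called 13, 1, 3 and 5. In endothelial nuclei the splits were 56 of 56, 100 of 100, 56 of 56 and 35 of 35 (unadjusted 44, 30, 28 and 27, DESeq2 0, 0, 0 and 0), and in pericytes 35 of 35, 35 of 35, 35 of 35 and 10 of 10 (unadjusted 34, 12, 27 and 10, DESeq2 0, 0, 0 and 0). Counts of 0 therefore give no test of chance, whatever the number of splits. For PMX205 in Arc and in WT, neurons had 0 called genes in the real split (100 of 100 and 100 of 100, unadjusted 296 and 495, DESeq2 0 and 0), and so had microglial nuclei (100 of 100 and 100 of 100, unadjusted 51 and 137, DESeq2 0 and 0). In WT alone, 0 genes were called in astrocytes, oligodendrocytes and OPCs (100 of 100 each, unadjusted 318, 186 and 143, DESeq2 0, 0 and 0).

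Further list levels, as log2 differences with the adjusted p of the exact permutation test in brackets, follow for microglial nuclei. From WT-veh to Arc-veh they were 0.38 (0.0208) for M7, 0.81 (0.00847) for M10, 0.54 (0.00847) for M11 and 0.86 (0.0571) for the transcripts linked to ribosomal RNA. Between Arc-PMX and WT-veh they were 1.22 (0.00762) for DAM1, 2.33 (0.00762) for DAM2, 2.36 (0.00762) for M3, 2.41 (0.00762) for M8 and −0.38 (0.00762) for M5. With PMX205 in Arctic mice they changed by 0.29 (0.641) for the neuronal list, 0.28 (0.641) for M7, −0.15 (0.641) for M9, 0.01 (0.911) for M10 and 0.03 (0.797) for M11. In single cells the changes from WT-veh to Arc-veh were 2.28 (0.0952) for DAM2, 2.14 (0.0952) for M8, 1.65 (0.220) for M6, −0.05 (0.929) for M5 and 1.87 (0.167) for the transcripts linked to ribosomal RNA, and from WT-veh to WT-PMX −0.20 (0.889) for DAM1 and −0.47 (1.00) for DAM2.

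In astrocytes the changes from WT-veh to Arc-veh were −0.49 (0.00433) for A1, −0.41 (0.0198) for A2, −0.33 (0.0104) for A4, 0.36 (0.00770) for A5, 0.80 (0.0115) for A8, 0.12 (0.0392) for A9, 0.38 (0.00433) for A11 and 0.15 (0.0115) for A12. With PMX205 in Arctic mice they changed by −0.01 (0.996) for A1, −0.000624 (0.996) for A4, 0.04 (0.996) for A5, −0.20 (0.996) for A8, −0.00325 (0.996) for A9, 0.000791 (0.996) for A11 and 0.00284 (0.996) for A12. The shares nearest to clusters without a claim were, in WT-veh and Arc-veh, 4.14% ± 2.14 and 1.41% ± 1.02 for A4 (SD, n = 6 wells each, adjusted exact permutation p = 0.0260), 3.43% ± 1.32 and 4.18% ± 2.47 for A5, 16.9% ± 9.54 and 16.9% ± 10.8 for A8 and 2.00% ± 0.859 and 1.84% ± 1.06 for A11. For A12 they were 0.977% ± 0.407 in Arc-veh and 0.106% ± 0.260 in Arc-PMX (adjusted exact permutation p = 0.0519). Among microglial nuclei, M7 had 2.16% ± 1.65 in WT-veh and 4.15% ± 0.674 in Arc-veh (n = 4 and 6, adjusted exact permutation p = 0.0393).

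Among glial nuclei, the share of astrocytes was 54.7% ± 10.6 in WT-veh and 35.3% ± 3.51 in Arc-veh (SD, n = 6 wells each, exact permutation p = 0.00216, the smallest possible), and that of OPCs 15.2% ± 6.55 and 8.63% ± 1.37 (exact permutation p = 0.00216). That of oligodendrocytes was 26.4% ± 13.6 and 35.4% ± 1.82 (exact permutation p = 0.197), so their rise among all nuclei did not pass here. Since microglia rose in the same sum, these falls do not show that fewer astrocytes or OPCs were present. The wells WT-veh F3 and M3, with few oligodendrocytes and microglia, also raise the WT-veh shares of astrocytes and OPCs. *AY036118* alone was lower in Arc-PMX than in Arc-veh by 1.37 log2 units in neurons, 1.79 in oligodendrocytes, 1.85 in OPCs and 1.77 in microglia (exact permutation p = 0.203, 0.00866, 0.00216 and 0.0130, n = 6 wells each). The cholesterol list differed by 0.53 between Arc-PMX and WT-veh neurons (exact permutation p = 0.00216), with 24 of 24 tested genes higher and 9 called. *App* had a log2 difference between Arc and WT of 0.46 in astrocytes, 0.14 in OPCs and 1.12 in single-cell microglia.

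The largest log2 fold changes by edgeR in astrocytes between Arc-veh and WT-veh, after *Bcl3*, were those of *S1pr3* (4.00), *Cp* (3.80), *Sulf1* (3.61) and *Osmr* (3.38), and between Arc-PMX and WT-veh those of *Bcl3* (4.58), *Cp* (4.23), *S1pr3* (3.81), *Sulf1* (3.74) and *A2m* (3.58), among genes with a mean log2 CPM of at least 5 and the same direction in both sexes. In a model with sex within groups, edgeR called 0 genes for a difference between females and males in the effects of genotype and of PMX205 (47 and 22 genes at an unadjusted p under 0.05 in single-cell microglia, 229 and 271 in astrocytes). DESeq2 was not run for this model.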
